# The 3D genomics of lampbrush chromosomes highlights the role of active transcription in chromatin organization

**DOI:** 10.1093/nar/gkag316

**Published:** 2026-04-13

**Authors:** Timofey Lagunov, Maria Gridina, Artem Nurislamov, Tatiana Kulikova, Antonina Maslova, Viktor Konstantinov, Andrey Popov, Alla Krasikova, Veniamin Fishman

## Abstract

Lampbrush chromosomes (LBCs) are giant meiotic bivalents that have served as a classic model system for studying chromatin organization and RNA synthesis for over a century. Despite their importance, the molecular mechanisms underlying distinctive LBC chromomere–loop architecture have remained poorly understood. Moreover, the influence of hypertranscription on chromatin organization during oogenesis remains enigmatic. Here, we provide comprehensive analysis of LBC organization by integrating single-cell Hi-C, RNA-seq, NOMe-seq, FISH mapping, and chromatin simulations. Single-nucleus Hi-C revealed CTCF-independent contact domains with stable boundaries defined by convergently oriented transcription units (TUs). Contact domains identified through Hi-C analysis correspond to insulated chromomeres in LBCs. Small transcriptionally inactive contact domains surrounded by divergently oriented TUs form “chromatin knots,” which are often detached from the chromosome axis. Transcription loops frequently manifest as a “cross” pattern with reduced contacts within chromatin domains. Integrative analysis of the whole-genome data uncovers the mechanisms underlying LBC structure, revealing how hypertranscription modulates chromatin stiffness and repositions SMC complexes to establish the distinctive chromomere–loop organization. Biophysical modeling through polymer simulation reproduces key features of LBCs, including transcription loop formation, chromomere compaction, and insulation patterns. These findings offer a unifying framework for understanding remarkable transcription-dependent organization of LBCs.

## Introduction

Chromosomes are folded nonrandomly in the nuclear space. Their spatial organization is essential for several genomic processes [1, 2, 3], such as regulation of gene expression [4–7], DNA replication [8–10] and repair [11], and mechanical properties of the nucleus [12, 13]. Consistent with this pivotal role in genome regulation, spatial organization of chromatin was shown to be conserved across large evolutionary distances of hundreds of million years [14–17].

There are several essential mechanisms responsible for chromatin organization in animal cells. First, DNA is a polymer organized in the nuclear space according to the principles of polymer physics. This implies that frequency of contacts between loci decreases with increase of genomic distance, following power law. For the majority of the studied cell types, scaling of contacts with genomic distance is concordant with the “crumpled” states of the chromatin [18], characterized by largely unknotted conformations with a fractal dimension of ∼3 [19]. Second, multivalent homotypic interactions between proteins cause segregation of the chromatin into compartments with distinct epigenetic states [20–23, 24]. Moreover, active and inactive chromatin is directed toward different nuclear landmarks [2]. Inactive chromatin is often associated with nuclear lamina and nucleolar periphery, while active chromatin is in proximity to the interchromatin space comprising nuclear speckles [25, 26, 27]. Third, ATP-dependent extrusion of DNA by SMC-complexes cohesin and condensin results in chromosome compaction and increased probability of long-range interactions [1, 28, 29]. The extrusion process can be modulated by several factors. In the majority of vertebrate cell types, CTCF protein blocks cohesin-mediated extrusion; therefore, CTCF-binding sites demarcate compact self-interacting genomic regions, often referred to as topologically associating domains (TADs) [1, 30–32, 33]. Interactions of cohesin with other proteins, including replication-specific minichromosome maintenance (MCM) [34] or transcription-associated RNA–polymerase II complexes [35–37, 38] also may modulate extrusion, although details of these mechanisms are less studied. Moreover, interaction of cohesin with MCM and RNA–polymerase have less impact on genomic contacts compared to cohesin–CTCF interactions, and their effect becomes pronounced only when artificially modulated [37] or in analysis of specific cell cycle stages [34].

Although chromatin contacts in the majority of vertebrate cells can be explained by above mentioned mechanisms with relatively high accuracy [39, 40], specific cell types or cell cycle stages show distinct arrangement of chromatin [2]. This includes early stages of development, prior to or immediately after zygotic genome activation, and germ cells [41]. Importantly, chromatin architecture is uniquely reorganized during the oocyte-to-zygote transition. In mammals, features of genomic organization at diplotene stage include compartments, TADs, and loops [41, 42]. Although these chromatin domains can be detected when averaged over the genome, the presence of each type of domain at a locus varies between cells [42]. TAD boundaries in murine oocytes are located concordant with somatic cells, demarcated by CTCF, and associated with cohesin-mediated loop extrusion [42]. Compartments in murine diplotene oocytes manifest as plaid-pattern of Hi-C contacts and demonstrate strong association with distribution of H3K27me3 mark [41]. Compared to somatic cells, in oocytes interactions within compartments are restricted to the regions located <10 Mb away from each other, presenting a “local compartmentalization” pattern [41]. Similar depletion of long-range interactions and local compartmentalization was also observed during meiotic division of sperm cells [43, 44]. Strength of both TADs and compartments gradually decreases with oocyte transition from early to late diplotene stage, and these structures disappear at metaphase-II (MII) stage [41, 42].

Previous whole-genomic studies focused on chromatin organization in oocytes did not include representatives of vertebrate taxa in which chromatin undergoes lampbrush chromosome (LBC) state. LBCs represent a specific form of nuclear chromatin that emerges at the diplotene stage of oogenesis in the majority of vertebrate species, including amphibians, fish, reptiles, birds, monotremes, and certain insects. In the 3D space of the giant oocyte nucleus, LBCs do not contact each other, are not tethered to the nuclear periphery, and do not have a preferred radial position [45, 46]. LBCs consist of separate chromatin globules connected by a thin thread and protruding lateral loops, together forming chromomere–loop complexes [47, 48, 49]. The unusually enormous size of LBCs allows for chromomere–loop structure visualization using conventional light microscopy, making diplotene oocytes a preferred model for microscopy-based studies of chromatin architecture.

The phenomenon of LBC organization is attributed to hypertranscriptional activity of the oocyte nucleus [50, 51]. Hypertranscription results in formation of lateral loops tightly covered by elongating RNA polymerases and nascent transcripts [49, 52, 53] and containing single or multiple genes essential for maternal products biosynthesis [54–56, 57]. Another structural unit of LBC are lampbrush chromomeres—compact insulated chromatin globules present along LBC axes [48]. Chromomeres do not clearly correspond to any of the known spatial chromatin domains of the interphase nucleus. Genomic loci of neighboring somatic TADs can be detected as a part of a single chromomere, while genomic regions belonging to one somatic TAD can be detected as a part of two adjacent chromomeres [55, 58]. There is, however, partial correspondence between gene-poor heterochromatic regions of constitutive B-compartments identified in somatic cells and clusters of large DAPI-positive chromomeres, which are also enriched for inactive chromatin marks [58–61, 62]. Overall, chromatin organization in LBCs drastically differs from somatic cells.

Hypertranscription being a hallmark of LBCs is also a widespread phenomenon common in the other cell types, including developmental hypertranscription and hypertranscription in adult stem/progenitor cells [63, 64]. Our work aims to investigate the influence of hypertranscription on chromatin organization using LBCs as a model system.

Following this aim, we present the first Hi-C analysis of LBCs, supplemented by transcriptomic and epigenomic profiling. We show that chromatin contacts in LBCs display unique features, including restriction of long-range and inter-chromosomal interactions and formation of CTCF-independent chromatin domains and loops. We show strong correlation between location and orientation of transcription units (TUs) and formation of chromatin domain boundaries. Based on our observations, validated by FISH and other complementary analysis, we develop a physical model of LBCs explaining LBC architecture via interplay between SMC and RNA–polymerase complexes. We show that the polymer model can qualitatively explain observed Hi-C patterns genome-wide and accurately reproduce spatial configuration of individual loci. Finally, the developed model highlights the importance of the transcription-mediated ribonucleoprotein matrix accumulation, nucleosome removal, and cohesive cohesin repositioning as factors determining spatial structure of LBC.

## Materials and methods

### Oocytes isolation

Chicken oocytes, with diameters ranging from 1 to 2 mm as LBC and from 4 to 7 mm as post-LBC stages, were dissected from the ovary of healthy chicken and placed in individual drops of cooled “5:1” medium (83 mM KCl, 17 mM NaCl, 6.5 mM Na_2_HPO_4_, 3.5 mM KH_2_PO_4_, 1 mM MgCl_2_, and 1 mM Ditiotreitol (DTT), pH 7.2). All animal experiments were approved by the bioethics committee of the Institute of Cytology and Genetics SB RAS (Protocol no.: 66, 9 October 2020). International guidelines were followed during experimental procedures (Guide for the Care and Use of Laboratory Animals [65]). Nuclei were isolated as described earlier [45], washed with “5:1” medium, and transferred to a dish containing 2% formaldehyde in PBS for fixation at room temperature for 15 min. The formaldehyde was quenched by adding glycine to a final concentration of 0.125 M for 15 min at room temperature. The integrity of the nuclei was assessed using an Olympus stereomicroscope, and the Hi-C protocol was initiated immediately.

### Hi-C libraries preparation

Individual fixed nuclei were transferred to microplate wells containing 9 μl of ice-cold lysis buffer (10 mM Tris–HCl pH 8.0, 10 mM NaCl, and 0.2% Igepal) for 20 min. The nuclei were then washed with NEB3.1 + 0.5% SDS and transferred to 0.2 ml of PCR tubes with 3 μl of NEB3.1 + 0.5% SDS. Ten microliters of freshly prepared 1.2% low melting point agarose were added to each tube under a stereomicroscope. After solidification, 10 μl of NEB3.1 + 0.6% SDS was added, and the samples were incubated at 37°C for 1 h. SDS was quenched using 10 μl of 6% Triton X-100, and chromatin fragmentation was performed with 25 U of *Dpn*II at 37°C overnight.

The digested chromatin ends were labeled using 5 U of the Klenow fragment in the presence of biotin-15-dCTP at 22°C for 4 h, followed by overnight ligation at 16°C. Crosslinks were reversed by incubation at 65°C overnight, and the Low Melting Point Agarose was digested with 0.4 U Agarase for 1 h at 42°C. The purified DNA was fragmented with *Alu*I for 1 h at 37°C, and next-generation sequencing (NGS) libraries were prepared using the KAPA HyperPrep kit with modifications. The volumes for the end repair, adapter ligation, and PCR reactions were reduced by 5-fold, 5-fold, and 2-fold, respectively, and adapters were diluted to 300 nM. A biotin pull-down was performed with Dynabeads MyOne Streptavidin C1 beads after the adapter ligation step, followed by 25 cycles of PCR. Genomic libraries were sequenced using BGI DNBseq G400 machine in 2 × 150 paired-end mode.

### Hi-C data analysis and quality control

The illumina adapters from raw sequences were cut with cutadapt ver-4.1 [66]. Data were aligned with using juicer ver-1.5.6 [67] script against chicken telomere-to-telomere genome assembly (ASM2420605v2 [68]). The read pairs without duplicates were filtered by mapping quality ≥ 30. Quality statistics were computed using juicer output with slight modifications in *cis/trans* ratio estimation described previously [69]. We performed deep sequencing only for samples with duplicates percentage below 30% (estimated in test run with less than 200k read pairs sequenced) and fraction of intra-fragment reads percentage 20% (see Supplementary Note S1 and Supplementary Figs S14–S16 for additional details).

We used juicer output to generate mcool files with cooler ver-0.10.2 [70]. Due to the low number of contacts in the dataset (∼500 000 per cell), we didn’t use the cooler balance function. Instead, we set weights for bins with zero coverage as “nan” and weights of bins with non-zero coverage as 1. Aggregated plots were made with coolpuppy ver-1.1.0 [71] with “maxshift” of 2 MB and “local” flag. The *P*(s) curves were calculated using cooltools [72] Gaussian smooth sigma value equal to 0.1.

The raw reads from [42] were aligned against GRCm39 genome assembly and processed the same way (except cooler balance was used for mcool maps). The raw reads from [15] were aligned against ASM2420605v2 genome assembly and processed the same way (except cooler balance was used for mcool maps).

### Domain boundaries annotation

To annotate domain boundaries for both chicken oocytes, mouse oocytes and chicken somatic cells the lavaburst ver-0.2.0 was used (https://github.com/nezar-compbio/lavaburst). This algorithm divides the genome into domains in such a way as to maximize a global domain scoring function. The algorithm depends on *gamma* hyperparameter which should be found empirically. We found the value of gamma separately for each single oocyte the same way as in the [42]: (i) 40 values of gamma in range from 6 to 24 were scanned; (ii) the value of gamma was multiplied by chromosome size and divided on (3250 * resolution); (iii) the average domain size was calculated for each gamma (taking into account only domains >200 kb); (iv) the gamma value that makes the average domain size closest to 500 kb for mouse NSN oocytes was used. For chicken oocytes the preferable average domain size was 1 Mb (motivated by the visual assessment of Hi-C maps) and the gamma range was from 0.5 to 10.5. Both analyses (for mouse and chicken oocytes) were performed on resolution 20 kb.

To assess the stability of domain-boundary positions at single-cell resolution, we computed an F1 score for boundary concordance. Boundaries on the same chromosome were counted as true positives (TP) if their coordinates differed by ≤80 kb; boundaries without a counterpart within this window contributed to false positives (FP) and false negatives (FN). The F1 score was calculated as F1 = 2*TP/(2*TP + FP + FN). For cross-species comparison (chicken vs mouse), we normalized the F1 by a permutation baseline: for each single oocyte, domain intervals were randomly re-positioned along each chromosome while preserving the total length of inter-domain gaps, and 10 such permutations were generated per oocyte. For each oocyte pair, the permutation baseline was defined as the mean F1 across the corresponding permutation replicates. The normalized pairwise F1 was then obtained by dividing the observed pairwise F1 by this baseline.

The domains were divided into LUDs and SSDs by N50 threshold: all domains were sorted by their size and the domain size that covers the half of the summed domain length was set as threshold.

### Hi-C map insulation score track

Insulation function from cooltools package ver-0.5.1 [72] has been used for calculating the Insulation scores on merged oocytes. Resolution size is 16 kb and window size is 2 Mb.

### Cross pattern score track

“Cross pattern score” (CPS) for genome position *n* was calculated using the equation:

\begin{equation*}
CP{S}_n = \frac{{\mathop \sum \nolimits_{i = n - W}^{n + W} \mathop \sum \nolimits_{j = n - s}^{n + s} {C}_{ij} + \mathop \sum \nolimits_{i = n - s}^{n + s} \mathop \sum \nolimits_{j = n - W}^{n + W} {C}_{ij} - 2\mathop \sum \nolimits_{i = n - s}^{n + s} \mathop \sum \nolimits_{j = n - s}^{n + s} {C}_{ij}}}{{\mathop \sum \nolimits_{i = n - s}^{n + s} \mathop \sum \nolimits_{j = n - s}^{n + s} {C}_{ij}}}
\end{equation*}

Where *s* = 35 kb, *W* = 4 Mb, and *Cij* is the number of contacts between loci *i* and *j*. The resolution of the calculations was 1 kb. A schematic of the score computation is provided in the Supplementary Fig. S1.

### Aggregated Hi-C maps analysis

The aggregated Hi-C maps were generated using the coolpuppy package (https://zenodo.org/badge/latestdoi/147190130). For normalization, the coolpuppy program utilized random shifting, a built-in feature designed to adjust positional biases in the data. Insulation scores for the aggregated maps were computed with this package by calculating the relative mean signal in the first and third quadrants compared to the second and fourth quadrants. Higher insulation scores indicate higher levels of spatial separation in this context.

### Saddle strength analysis

To quantify A/B compartment interaction strength, we performed a saddle plot analysis based on the first principal eigenvector of the Hi-C contact matrix derived from chicken embryonic fibroblasts (CEFs). This eigenvector was computed at 100 kb resolution using the *cooltools* package (version 0.7.1) and served as a reference compartment annotation for all subsequent analyses. Eigenvector values were divided into 40 percentile-based bins. To minimize the influence of extreme regions with ambiguous compartment identity, bins corresponding to the highest and lowest mean eigenvector values were excluded from further analysis. Saddle plots were generated by calculating the observed-over-expected contact frequencies between each pair of bins. Compartment strength was defined as the ratio of mean intra-compartment interactions (AA + BB) to inter-compartment interactions (AB + BA). All computations were performed using functions implemented in *cooltools* (ver-0.7.1).

### Chicken liver ChIP-seq data preparation

The CTCF ChIP-seq data were taken from [73] as sequenced reads. The reads were aligned at ASM2420605v2 chicken genome assembly [68] and bamCoverage ver-3.5.4 were used to get bigwig files. The ChIP signal bigwig was divided on input signal bigwig for each bin and logarithm from results were taken.

### NOMe-seq experiments and data analysis

Nuclei were isolated and washed as described above. Individual nuclei were transferred immediately to 3 μl of GC Reaction Buffer (NEB) with 0.2% Igepal for 20 min at RT. Reaction of methylation was performed in 1× GC Reaction Buffer supplemented with 160 µM *S*-adenosylmethionine with 6U GpC methyltransferase at 37°C for 1 h. Proteines were digested by proteinase K at 65°C for 2 h. Libraries for whole genome bisulfite sequencing were prepared using Pico Methyl-Seq Library Prep Kit (Zymo Research) according to the user manual. For control experiments we also supplemented chicken oocytes nuclei with human K562 cells.

Genomic libraries were sequenced using the BGI DNBseq G400 machine in 2 × 150 paired-end mode.

The illumina adapters from raw sequences were cut with cutadapt ver-4.1 [66]. To process NOMe-seq reads, we used Bismark version 0.23.0 [74, 75] in conjunction with Bowtie2 version 2.4.4 [76–78, 79], setting the -t parameter to 10. Reads were aligned to the ASM2420605v2 genome assembly [68], and any reads with MAPQ < 10 were excluded. Methylation data from the aligned reads were then converted to the *.bedgraph* format using the bismark-methylation-extractor.

The GpC methylation profile was obtained from the NOMe-seq experiment described above. The CpG methylation profile was obtained from the NOMe-seq experiment and merged with the profile from the Methyl-seq experiment from [80].

### RNA-seq experiments and data analysis

Nuclei were isolated and washed as described above. Individual nuclei were frozen immediately. Total RNA was isolated from the nuclei using TRIzol reagent (Thermo Fisher Scientific) according to previously described protocol [57]. The RNA samples were sent to BGI company to generate transcriptomic libraries using experimental workflow including the following steps: (i) oligoT-enrichment, (ii) RNA fragmentation, (iii) first-strand synthesis with random primers, (iv) second strand synthesis with dUTP instead of dTTP, (v) end-repair, 3′-adenylation and adaptors ligation, (vi) uracil–DNA–glycosylase treatment followed by PCR amplification and circularization, and (vii) sequencing on DNBSEQ in PE100 paired-end mode.

Together with poly(A)-enriched stranded RNA-seq data generated in this study, the total RNA stranded RNA-seq data from [57] were used. The Illumina adapters from raw sequences were cut with cutadapt ver-4.1 [66]. All data were aligned with hisat2 ver-2.2.1 [81] on ASM2420605v2 genome assembly [68]. Bam files were prepared using samtools ver-1.15.1 [82], and bigwig files were made using bamCoverage ver-3.5.4 (https://github.com/BGI-shenzhen/BamCoverage). Each bam file was split on subfiles by strand (the direction of transcription) and duplicates were marked with “samtools markdup.” The unique reads were merged from all experiments (still grouped by strand) and *de novo* LBC transcript structure recovery was made with stringtie ver-2.2.2 [83]. The forward and reverse transcription files were separately used with stringtie and called as “FORW” and “REV,” respectively. Maximum gap allowed between read mappings was set as 300 bp; minimum assembled transcript length = 1000 bp; minimum junction coverage = 5; minimum anchor length for junctions = 10 bp; minimum isoform fraction = 0.05; minimum reads per bp coverage to consider for single-exon transcript = 3.5; minimum reads per bp coverage to consider for multi-exon transcript = 1.2.

For the expression analysis, stranded RNA-seq data of the oocyte nuclei from this work and [57] was compared with the RNA-seq data of the CEFs from [84]. All raw reads were aligned on GRCg6a genome assembly. The TPMCalculator ver-0.0.3 was used to calculate TPM values for genes of interest for ncbiRefSeq.2020-04-01, ensGene.v101 and refGene annotations (see Supplementary Table S4).

### Transcriptional activity analysis

The FPKM value was calculated for each gene and used as a measure of transcriptional activity in analysis.

\begin{eqnarray*}
FPK{M}_i = \frac{{{N}_i \cdot {{10}}^9}}{{{N}_0{L}_i}}
\end{eqnarray*}

where *i* denotes the transcript index, ${N}_i$: number of reads mapped to transcript *i*, ${N}_0$: total number of mapped reads, ${L}_i$: length of transcript *i*. To estimate the amount of nascent RNA connected to the elongating RNA polymerases, the values of intron FPKM and exon FPKM were calculated separately for each TU annotated. The minimum transcript FPKM value was used for the further analysis.

For a block of consecutive co-directional genes (a tandem, *t*), transcriptional activity was summarized by a length-weighted mean:

\begin{eqnarray*}
FPK{M}_t = \frac{{\mathop \sum \nolimits_{i \epsilon t} FPK{M}_i{L}_i}}{{\mathop \sum \nolimits_{i \epsilon t} {L}_i}}
\end{eqnarray*}

Genes and their tandems were then stratified into four classes by median splits on their length and transcriptional activity: long strong, short strong, long weak, and short weak.

### Mitotic metaphase chromosomes preparation

Mitotic metaphase chromosomes were prepared from CEF culture. Cell cycle was arrested by 0.1 μg/ml colcemid (Biological Industries) for 5 h, then the cells were fixed in cold 3:1 ethanol:acetic acid mixture. The CEF suspension was dropped onto the slides which had been heated in a water bath to 60°C and then air dried.

### Lampbrush chromosomes preparation

LBC spreads were prepared according to a well-described procedure [85]. The experimental procedure was approved by the Ethics Committee for Animal Research of St. Petersburg State University (protocol #131-04-6 dated 25 March 2019). Nuclei were manually isolated from oocytes (1–2 mm), one by one, using tungsten needles under a stereomicroscope Leica S9D or M165C (Leica Microsystems) in the isolation medium “5:1” (83 mM KCl, 17 mM NaCl, 6.5 mM Na_2_HPO_4_, 3.5 mM KH_2_PO_4_, 1 mM MgCl_2_, and 1 mM dithiothreitol, pH 7.2). The isolated nuclei were then washed in the hypotonic solution (“5:1” medium diluted four times with the addition of 0.1% formaldehyde) and transferred to the isolation chamber mounted on a microscope slide and filled with the hypotonic solution. Nuclear envelope was broken manually with a pair of thin tungsten needles to release the nuclear content and slides were left to disperse for 15–20 min at +4°C. Slides were then centrifuged at 1600 × *g* for 30 min at +4°C in a cytology centrifuge (Hettich Universal 320R), fixed in 2% formaldehyde in PBS for 30 min, and dehydrated in a series of ethanol solutions of increasing concentrations. Specimens were mounted in an antifade solution containing 1 mg/ml (4′,6-diamidino-2-phenylindole) DAPI (Sigma), 55% glycerol, 10 mM Tris–HCl, 2% DABCO (Sigma), and were imaged prior to FISH procedure.

### Preparation of DNA probes

To obtain DNA probes for FISH mapping of the selected scHi-C chromatin domains, 29 BAC clones were selected: 14 BAC clones in a region (55–50 Mb) on chromosome 1; 2 and 7 BAC clones in two regions (50–53 and 70–73 Mb) on chromosome 4, respectively; and 6 BAC clones in the region 3–7 Mb of chromosome 13 from the chicken BAC-library CHORI-261 (https://bacpacresources.org/chicken261.htm) (Supplementary Table S3). BAC DNA was isolated from night culture by standard alkaline lysis. DNA was labeled by nick-translation [86] with dUTP-bio (DNA-Synthesis), dUTP-dig (Jena Bioscience), and dUTP-Atto637 (Jena Bioscience) using DNA polymerase I (ABclonal) and DNAse I (New England BioLabs). Labeled DNA probes in various combinations (up to 10 probes in a single mixture) were precipitated with salmon sperm DNA and, in case of DNA probes to the region of chromosome 1, with the C0t-5 fraction of chicken genomic DNA, and dissolved to a final concentration of 20 ng/μl for each DNA probe in the hybridization buffer containing 50% formamide, 10% dextran sulfate and 2× SSC.

### Fluorescence *in situ* hybridization

Chromosomal position of each BAC clone-based DNA probe was first verified by DNA/DNA FISH on CEF metaphase chromosomes: preparations were pretreated with RNAse A (Thermo Scientific) and pepsin (Sigma–Aldrich). For LBCs, the DNA/DNA + RNA FISH and RNA FISH procedures were used, omitting the RNAse treatment [56, 87]. Chromosome preparations were denatured in 70% formamide in 2× SSC at 70°C for 10 min and dehydrated in a series of cold (−20°C) ethanol solutions of increasing concentration. Hybridization mixtures were denatured at 90°C and cooled on ice and applied to the slides with the denatured (in case of DNA + RNA FISH) or undenatured (in case of RNA FISH) chromosomes. Hybridization was carried out overnight in a humidity chamber at 37°C, followed by a post-hybridization wash in 0.2× SSC at 60°C. Biotin was detected with Alexa488-conjugated streptavidin (Jackson ImmunoResearch Laboratories) and biotinylated anti-streptavidin antibody (Vectorlabs), and digoxigenin was detected with Cy3-conjugated mouse anti-digoxigenin antibody (Invitrogen) and Cy3-conjugated anti-mouse IgG (Jackson ImmunoResearch Laboratories).

### Immunostaining

LBC preparations were immunostained with mouse monoclonal antibodies against phosphorylated serine 5 of CTD repeat YSPTSPS of RNA polymerase II [H14] (Abcam, ab24759), followed by the detection with Alexa-488-conjugated goat anti-mouse IgG (Molecular Probes). Immunofluorescence staining procedure was described previously [88, 89].

### Microscopy and image processing

Chromosome preparations were analyzed with the fluorescence microscope Leica DM4000 (Leica Microsystems, GmbH) equipped with a monochrome CCD camera (1.3 Mp) and corresponding fluorescence filter cubes. LAS AF software (Leica Microsystems, GmbH) was used for image acquisition, and Adobe Photoshop CS2 (Adobe) and ImageJ (http://rsbweb.nih.gov/ij/) were used for image processing and layout. Schematic drawings were created in CorelDRAW X5 and represent an approximation of the FISH mapping of DNA probes to lampbrush chromatin domains seen in at least four micrographs for each DNA probe.

### Polymer modeling

We used polymer modeling based on the Polychrom tool [90] to gain insights into the roles of individual RNA polymerases in the folding of LBCs. The simulation was performed in the coarse-grained model approximation, where clusters of nucleosomes and individual polymerases acted as beads.

### 1D

The modeled object is a one-dimensional array of N beads of sizes ranging from 45 to 225 bp, with dynamically loaded-unloaded RNA polymerases and active extruders (loop extrusion factors, LEFs) and nonremovable cohesins without the loop extruding activity (loaded with the density of 45 kb).

The number of base pairs in a bead differs for TUs where RNA polymerases are located and for transcriptionally inactive regions with a dense occupancy by nucleosomes. The size of 45 bp per bead was used to represent one RNA polymerase (∼15 nm, [91]). The regions between the TUs are condensed by the nucleosomes ∼5 times (because ∼140 bp entangle it and ∼70 bp are between nucleosomes). Our estimation is also close to the estimation from [92]. TUs are placed according to the annotation obtained from RNA-seq data.

RNA polymerases are represented as objects with the following properties: they are loaded at the beginning of TUs with a probability proportional to the activity of the TU (estimated from FPKM metric), from where they begin movement at a speed of *vp* = 100 bp/s [93] (the speed of LEFs is *vL* = 625 bp/s for the naked DNA [94]) along the transcript. Nascent RNA fiber growth from each RNA polymerase at length vp*dt for the time step of *dt* seconds. The introns are excised from the pre-mRNA attached to the RNA polymerases. If the bead in the direction of movement is occupied by a LEF or cohesive cohesin (i.e. SMC), then RNA polymerase pushes the SMC [37] and all subsequent SMCs in the direction of movement until they collide with another RNA polymerase.

The mechanism of LEF action is as follows. It is randomly loaded onto a pair of adjacent beads that are not occupied by another LEF or RNA polymerase. Each time one of the two LEF retaining components can reattach to the next bead in the corresponding direction releasing the occupied one. The direction of movement changes every timestep (effectively two-way movement). Each part of the LEF can move independently of the other. If the next bead is occupied by another LEF then no movement occurs. If the next bead is occupied by RNA polymerase then the LEF can bypass the RNA polymerase with the stable probability *Pbypass*. The cohesive cohesin can be pushed by LEF if the next bead is not occupied. Extruding continues until the LEF is removed from the chromatin. The probability of removal is (1/lifetime*)* for each timestep.

Some parameters for these LEFs were determined by using *P*(s) data from the experiment Hi-C data on lampbrush-stage oocyte nuclei (see Supplementary Methods S1: Modeling): *lifetime *= 1 Mb (∼60% of LEFs will pass this distance on naked DNA), *average_loop_size* = 90 kb (determines the density of loaded condensins on chromatin), and *Pbypass = *0.01 (as in [37] article).

### 3D

The next step after forming 1D snapshots of the SMCs and RNA polymerase locations on the chromatin is to transfer the interactions into 3D. For this purpose all beads are grouped into bead clusters of 10 which include nucleosomes and TUs. The sizes of the clusters vary from 450 to 2250 bp. New beads are placed into the starting conformation form of two parallel 2D fractals, corresponding to the two sister chromatids. The distances between beads in 3D varied according to the fractal dimension of the site (Supplementary Methods S1: Modeling).

With the launch of a three-dimensional simulation, at each moment in time, a spring of a fixed size (∼40 nm, [95]) is stretched between each pair of beads connected by a given LEF, and the beads move according to a random Brownian motion.

RNA tails from 1D simulation are converted into increased bead sizes by the Marco and Siggia model [96]. The repulsive potential between beads is realized as 0.5*k*(r1 + r2)^2. A more detailed analysis of the model and parameters used is presented in the Supplementary Methods S1: Modeling.

In order to reproduce the patterns observed in LBC under microscopy, the original three-dimensional regions of the chromosome were flattened to 1 µm (see Supplementary Methods S1: Modeling).

LBC chromatin simulations were additionally validated using obtained FISH-mapping data in individual chromosomal regions (see Supplementary Note S3).

The 3D simulated structures were visualized using *plotly* [97]. Online Supplementary files can be found via link (https://genedev.bionet.nsc.ru/ftp/by_User/tlagunov/LBCs/htmls/) or be downloaded from zenodo (https://doi.org/10.5281/zenodo.18998039).

### Simulated Hi-C

The resulting 3D polymers were used to construct contact maps similar to Hi-C maps. The beads of different sizes are correctly converted to kb resolution that allow us to compare simulated and experimental contact maps of the specific chromatin slices. Since the contact map collected from one polymer conformation is essentially one conformation of an oocyte, the sum of contacts from one “*Dpn*II site” in a bead was normalized to 8 as in the experiment (see Supplementary Methods S1: Modeling for the details). Simulated Hi-C maps were then stored in mcool format and the analyses that are the same with experiment Hi-C maps were performed.

## Results

### Isolation and quality control of chicken diplotene oocytes

To investigate chromatin organization in avian LBCs, we selected chicken oocytes at the lampbrush stage based on follicle size. Individual nuclei were isolated and processed using a previously established single-cell Hi-C protocol [98] (Fig. 1A). Multiple quality control measures were conducted to validate the integrity and reliability of the resulting data.

**Figure 1.**
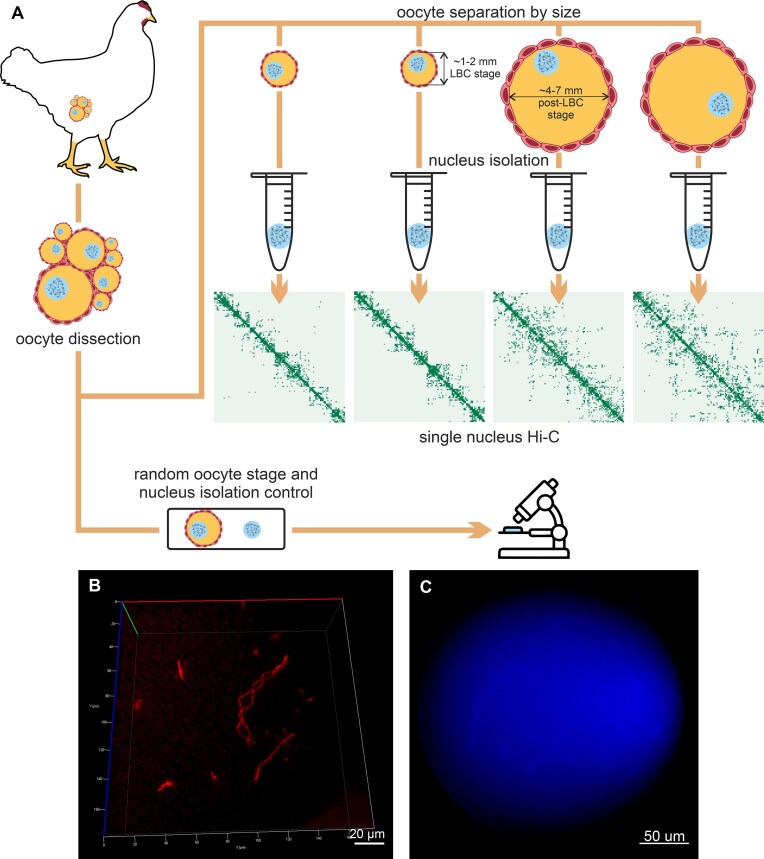
Experimental workflow preserves structural integrity of chicken LBCs. (**A**) Experimental workflow, including oocyte dissection, oocyte separation by size (LBC stage oocyte: 1–2 mm diameter; post-LBC stage oocyte: 4–7 mm diameter), microsurgical isolation of nuclei, and preparation of single-nucleus Hi-C libraries. Selected oocytes and nuclei were randomly chosen for quality control. (**B**) LBCs preserve their 3D-structure after formaldehyde fixation. The entire nucleus is visualized after fixation and staining with SYTO 61. (**C**) Isolated DAPI-stained chicken oocyte nucleus (no evidence of contamination with other cell nuclei).

To confirm that formaldehyde fixation preserves the LBC structure, we stained fixed nuclei with SYTO 61 dye and visualized them using confocal microscopy. The analysis demonstrated the characteristic lampbrush morphology of the captured chromosomes (Fig. 1B and Supplementary Fig. S2A), consistent with previous findings [45].

Next, we ensured that oocyte genomic material was not contaminated by somatic cells. Chicken follicles include various cell types, such as erythrocytes, which are significantly smaller than oocyte nuclei. To exclude contamination, nine randomly selected oocyte nuclei were stained with DAPI post-isolation and visually inspected. Microscopy analysis revealed no DAPI signals outside oocyte chromosomes (Fig. 1C). As a control, erythrocytes were manually added to oocyte samples, confirming that erythrocyte nuclei are detectable during visual inspection (Supplementary Fig. S2B).

To further validate the absence of contamination, we leveraged the fact that a single oocyte nucleus contains no more than four copies of each genomic fragment. Consequently, no more than eight unique interactions should be detected per *Dpn*II restriction fragment (two ends per fragment, [99]). Genomic fragments exhibiting more than eight interactions would indicate contamination or Hi-C artifacts. Our analysis showed that the vast majority of fragments exhibit fewer than nine interactions. Comparison with the bulk Hi-C data downsampled to the same sequencing depth shows that the portion of fragments with fewer than nine interactions in chicken oocytes is lower than expected based on total Hi-C contacts count (Supplementary Fig. S2C). Finally, the Hi-C contact profiles of chicken oocyte nuclei display a characteristic pattern distinct from that of typical somatic cells (described below). Taken together, these results confirm that the isolated oocyte nuclei were free of contamination from other chicken cell types.

Single-nucleus Hi-C experiments were performed on a total of 96 oocyte nuclei. Initial library quality was evaluated through shallow sequencing (∼200 000 reads per sample), using metrics such as the fraction of unmapped reads, duplicate reads, intra-chromosomal reads, and intra-fragment reads (see Materials and methods). Based on these criteria, 25 single-cell oocyte libraries were selected for deeper sequencing (∼3–40 million read pairs per nucleus) and downstream analysis (Supplementary Table S1).

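The sequenced nuclei were grouped by stage and, after Supplementary Note S1, by the share of inter-chromosomal contacts into type 1 and type 2 oocytes. This gave 14 LBC type 1 nuclei and 6 LBC type 2 nuclei, all from oocytes 1 to 2 mm in diameter, together with 5 nuclei of a later stage. In the paper's Supplementary Table S1, each LBC type 1 nucleus has between 132072 and 773104 Hi-C contacts, with a median of 297334 and a sum of 5224085. Each LBC type 2 nucleus has between 206699 and 1935627 contacts, with a median of 567674 and a sum of 5198651. The authors trimmed the reads with cutadapt 4.1, aligned them with juicer 1.5.6 to the chicken assembly ASM2420605v2, kept read pairs with a mapping quality of at least 30 and stored the contacts with cooler 0.10.2 without balancing. They merged the nuclei of each group into a pooled map and divided its chromosomes into contact domains with lavaburst 0.2.0. The values analysed here are the resulting lists of domains, which give the start and the end of each domain in bp on ASM2420605v2. For LBC type 1 there are 2 lists, an automatic list of 1546 domains on 28 chromosomes and a manually refined list of 873 domains on 29 chromosomes. The automatic list of LBC type 2 holds 1582 domains. The methods give a rule for gamma, the parameter that sets the size of lavaburst domains, for single oocytes. The rule takes the gamma that brings the mean size of domains longer than 200 kb closest to 1 Mb. The mean domain size of the automatic lists was 637 kb in LBC type 1 and 874 kb in post-LBC type 1. The methods also give a resolution of 20 kb, whereas every coordinate of the automatic lists lies on a 16 kb grid. The starts and ends of the domains were taken as boundaries, a position shared by neighbouring domains was counted once, and boundaries within 80 kb of each other were counted as coinciding, the tolerance that the paper uses for its F1 score. The level given by chance was taken from 1000 random re-positionings, in which the order of the domains and of the gaps between them was shuffled along each chromosome. A list holds 1 set of domains per pooled map and no values of single nuclei, so the spread between nuclei could not be measured. Tests and confidence intervals over domains or boundaries describe the pooled maps and cover counting error only.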

The resulting Hi-C maps cover >80% of bins with at least one interaction at 4 kb resolution, with a few exceptions where one or more chromosomes were completely absent but the remaining genome showed consistent coverage (Supplementary Fig. S2D). Deeply sequenced Hi-C maps displayed a high degree of similarity across individual oocyte nuclei, confirming the high quality of the obtained data.

### Lampbrush chromosomes form elongated structures with minimal inter-chromosomal interactions

LBCs at the diplotene stage of meiosis are known to form elongated structures that are spatially separated within the giant oocyte nucleus [45]. This spatial arrangement is also preserved after fixation, as shown in Fig. 1B and Supplementary Fig. S2A. Hi-C data analysis further confirms these unique features of LBCs.

Our results show a strikingly low frequency of inter-chromosomal (trans) contacts, with only 0.2%–1% of spatial interactions occurring between nonhomologous chromosomes (Fig. 2A and Supplementary Table S1). This is markedly lower than the ∼10% reported for chicken fibroblasts ([15] and Fig. 2A) and the 10%–30% typical of somatic cells in various species ([14, 100] and Fig. 2A). These data underscore the exceptional rarity of inter-chromosomal interactions in lampbrush-stage oocytes (Fig. 2A and Supplementary Table S1).

**Figure 2.**
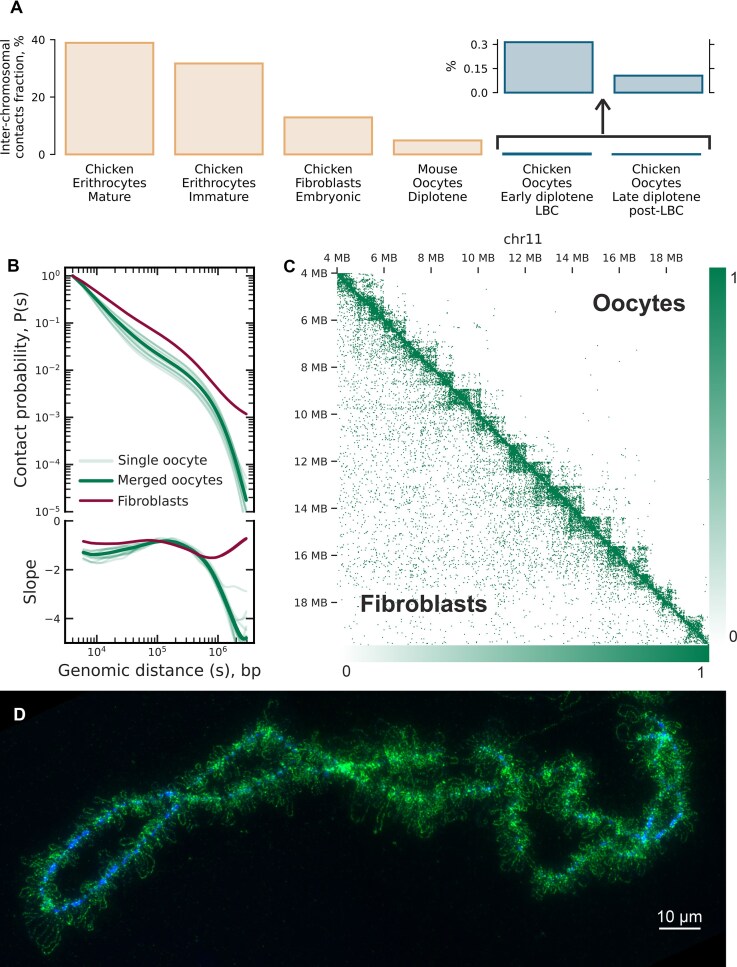
Chromatin organization of LBCs at different genomic distances. (**A**) Fraction of inter-chromosomal contacts across different cell types and species (see Materials and methods). Chicken oocytes at the LBC stage exhibit a markedly reduced proportion of inter-chromosomal contacts, consistent with cytological observations of spatial chromatin organisation. (**B**) Contact probability versus the genomic distance for single and merged oocyte data (lampbrush chromosome stage, LBC) and CEFs (see Materials and methods). The genomic distances are cut to display only representative contacts of oocytes. See extended version in Supplementary Fig. S3A. (**C**) Hi-C contact maps comparing pseudo-bulk chicken oocytes and bulk fibroblast cells for chromosome 11. The fibroblast map was downsampled to match oocyte data (both maps sum to 19 946 contacts within the depicted region). Each bin represents 32 kb. See extended version in Supplementary Fig. S3B. (**D**). Chromomere–loop structure of isolated chicken lampbrush chromosome 1. Active RNA polymerase II is labeled with antibodies (green), and chromatin is counterstained with DAPI (blue).

Intra-chromosomal (*cis)* interactions in LBCs exhibit an abrupt drop in contact frequency beyond ∼1 Mb (Fig. 2B and C, and Supplementary Fig. S3A), consistent with the elongated, rope-like morphology of these chromosomes (Fig. 2D). The depletion of both long-range and *trans*-chromosomal interactions in LBC Hi-C maps results in the absence of the plaid-pattern of contacts typically observed in interphase nucleus Hi-C data, which is associated with chromatin compartmentalization ([101], Supplementary Figs S3B and S4; see Materials and methods).

### Chromatin of lampbrush chromosomes forms domains with stable boundaries shared across individual oocytes

In contrast to the absence of a plaid-pattern, chromatin domains are clearly visible on LBC Hi-C maps at scales of 0.5–2 Mb (Fig. 2C). 

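The 873 manually refined domains of LBC type 1 had a median length of 976 kb, with quartiles of 624 and 1376 kb. Of these, 650 domains were between 0.5 and 2 Mb long, 74.5% of the list (95% Wilson interval 71.5% to 77.2%), 148 were shorter and 75 were longer. The shortest was 80 kb long and lay on chromosome 19 from 800001 to 880000, and the longest was 9126 kb long and lay on chromosome 1 from 19424001 to 28550000. Of the automatic domains of the same pooled map, 995 were between 0.5 and 2 Mb, 64.4% of that list, and the other 551 were shorter. The longest automatic domain had 1936 kb and lay on chromosome 1 from 193056001 to 194992000.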

To understand whether the domain organization observed in chicken LBCs represents a general feature of meiotic chromatin or a unique, potentially LBC-specific mechanism, we compared our results with mouse diplotene oocytes. Available Hi-C maps for individual nuclei of mouse diplotene oocytes, obtained by a similar approach [42], provide an opportunity to compare contact chromatin maps in organisms with different types of oogenesis.

In mouse diplotene oocytes at the nonsurrounded nucleolus (NSN) stage, chromatin interaction analysis reveals TADs with highly variable boundary locations across individual cells [42]. In contrast, single-nucleus Hi-C maps from chicken lampbrush-stage oocytes demonstrate striking consistency in domain boundary positions (Fig. 3A–C), with a mean normilized F1 score (see Materials and methods) of 2.3 compared to 1.3 for mouse NSN oocytes (Fig. 3A). This stability in domain boundaries across chicken LBCs suggests fundamental differences in the mechanisms underlying chromatin domain formation between these two systems.

**Figure 3.**
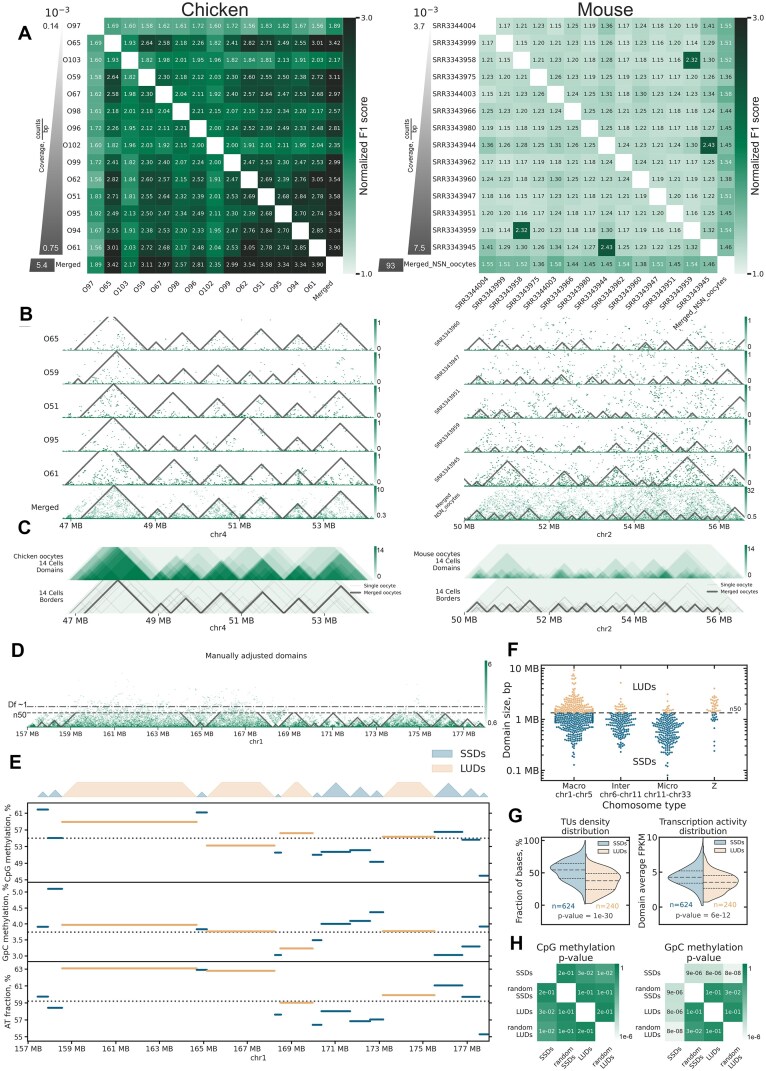
Chromatin domains in chicken LBCs. (**A**) Pairwise normalized F1 scores for domain boundary concordance across individual oocytes. Left panel: chicken lampbrush-stage oocytes; right panel: top 14 mouse NSN oocytes by coverage [42]. Oocytes are sorted by the number of Hi-C contacts per bp. Higher normalized F1 scores indicate greater concordance in boundary positions. *P*-value between chicken and mouse normalized F1 score distributions <10^−30^. (**B**) Domain annotations for individual cells and merged Hi-C data for chicken (left) and mouse (right) oocytes. Note the higher concordance of domain boundaries in chicken oocytes compared to mouse oocytes. Resolution: 20 kb. (**C**) Aggregated Hi-C contacts and domain annotations for 14 chicken oocytes (left) and top 14 mouse oocytes by coverage (right). (**D**) Merged Hi-C data from chicken oocytes with domain annotations overlaid. Domains were manually refined after automatic annotation (see Materials and methods). The dashed line indicates the N50 domain size (∼1.3 Mb). The dash-and-dot line indicates genomic distance where a sharp drop in the frequency of contacts was observed (distance with intra-domain fractal dimension 1, stick-like polymer, see Supplementary Fig. S7A). (**E**) Each horizontal segment represents a single chromatin domain, with the *Y*-position of the line indicating the domain’s average characteristic (CpG methylation, GpC methylation, or AT fraction, see Materials and methods). The dashed horizontal line represents the genome-wide average for each characteristic. This visualization highlights the distinct properties of LUDs and SSDs. The genome-wide CpG and GpC methylation distributions can be found in Supplementary Fig. S5C and D. The genome-wide domain AT fraction distribution can be found in Supplementary Fig. S7B and C. (**F**) Distribution of LUDs and SSDs lengths on chicken chromosomes. (**G**) TUs density and activity distribution show that the SSDs contain significantly more TUs, and TUs with higher activity, than LUDs. (**H**) CpG and GpC methylation levels statistically compared between SSDs and LUDs (see Materials and methods). As a baseline, domains were randomly redistributed across the genome while preserving the number of intervals and their length distributions (indicated as “random”). SSDs exhibit significantly higher GpC methylation levels, reflecting increased chromatin accessibility. The genome-wide CpG and GpC methylation distributions can be found in Supplementary Fig. S5C and D. Panels F–H collectively demonstrate that LUDs are enriched on macrochromosomes and the Z chromosome and are characterized by low gene density and transcriptional quiescence, whereas SSDs are gene-dense, transcriptionally active, and broadly distributed across the genome.

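The manually refined list was compared with the automatic list over the chromosomes that both contain. Of 1149 manual boundaries, 985 had an automatic boundary within 80 kb, 85.7% against a mean of 31.2% when the automatic domains were re-positioned at random. In the other direction, 833 of 1699 automatic boundaries had a manual counterpart, 49.0% against a mean of 17.6% for re-positioned manual domains, so that 866 automatic boundaries had none. Both observed shares lay above all 1000 re-positionings. The paper states that the domains were refined by hand from an automatic annotation, so agreement above the random level is not independent evidence for the boundaries. With a tolerance of 20 kb, which moved these shares most, they were 72.0% and 42.5%. Manual domains longer than the N50 length held the middles of 2.91 automatic domains on average, and 224 of these 230 domains held more than 1. Of the 629 shorter manual domains on shared chromosomes, 227 held more than 1. The longest manual domain held 10 automatic domains. In the manual list, 83 pairs of neighbouring domains overlapped, by a median of 16 kb and at most 248 kb, whereas no automatic domains overlapped. A second set of domains drawn by hand for the same map was not analysed here, so the error of the manual step is not known.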

Contact domains in LBCs can be classified into two types based on their length (Fig. 3D and E): (i) large unstructured domains (LUDs), defined as domains longer than 1.3 Mb (N50 of domains length, see Materials and methods) and (ii) small squared domains (SSDs), shorter than 1.3 Mb. 

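The N50 of the 873 manually refined domains of LBC type 1, the length at which domains of that length or longer hold 50% of the summed domain length, was 1344 kb, with a 95% bootstrap interval over domains of 1279 to 1414 kb. Longer than this were 230 domains, 26.3% of the list (95% Wilson interval 23.5% to 29.4%), and the other 643 were taken as SSDs. LUDs had a median length of 1756 kb, with quartiles of 1504 and 2269 kb, and SSDs a median of 784 kb, with quartiles of 512 and 1024 kb. The choice of the list moved the threshold most. The automatic list had an N50 of 720 kb, which gave 498 domains above it, and only 24 of its 1546 domains were longer than the N50 of the manual list.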

Visually, LUDs have more dispersed contacts that are connecting loci up to ∼2 Mb from each other (Supplementary Fig. S5A). Almost all LUDs are located on macro- (chr1-chr5) and Z chromosomes (Fig. 3F).

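Of the 230 LUDs, 194 lay on chromosomes 1 to 5 or Z, 84.3% (95% Wilson interval 79.1% to 88.5%), whereas 45.7% of the 643 SSDs lay there. These chromosomes held 68.2% of the summed domain length. The odds of lying on a macrochromosome or Z were 6.40 times higher for a LUD than for an SSD (two-sided Fisher's exact test over the domains of 1 pooled map, p = 6.42e-26). By class, 164 of 442 domains were LUDs on the macrochromosomes and 30 of 46 on Z, whereas 20 of 148 were LUDs on chromosomes 6 to 10, 7.02% on the microchromosomes and 0 of 9 on W. The share of long domains on macrochromosomes and Z was 74.0% at a threshold of 1 Mb and 93.3% at 2 Mb. In the automatic list, at its own N50, it was 76.7%.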

To characterize chromatin states in LUDs and SSDs, we performed a single cell NOMe-seq experiment. NOMe-seq measures open chromatin via deposition of exogenous GpC methylation, enabling simultaneous analysis of chromatin accessibility and CpG methylation levels in individual nuclei. We augmented NOME-seq data with CpG methylation from [80] (see Materials and methods). We also quantified transcription levels, reanalyzing RNA-seq data from the previous chicken oocyte nucleus transcriptome study [57] and supplementing it with additional replicas generated in this work. Analysis of these data shows that LUDs have lower median gene density (Fig. 3G and Supplementary Fig. S5B) and lower normalized expression levels than SSDs (Fig. 3G). We found that SSDs have significantly higher levels of chromatin openness (measured in NOME-seq experiment via GpC methylation), indicating that shorter domains contain more accessible chromatin (Supplementary Fig. S5C), while there is almost no difference in CpG methylation levels between SSDs and LUDs (Fig. 3H and Supplementary Fig. S5D), as well as only a weak correlation between promoter methylation and gene expression levels (Supplementary Fig. S6). We note that the length threshold separating LUDs and SSDs is somewhat arbitrary, as the properties of both gradually change with the domain length (Supplementary Fig. 5E).

Our findings indicate that LUDs correspond to gene-poor, transcriptionally inactive chromatin regions predominantly found on macrochromosomes and the Z chromosome. In contrast, Small Squared Domains are associated with gene-rich, transcriptionally active chromatin regions distributed across all chromosomes.

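SSDs of the manual list were found on each of its 29 chromosomes and LUDs on 19 of them. Of the 17 microchromosomes in the list, 8 held at least 1 LUD, and the largest number on any of these was 5, on chromosome 12. The median length of all manual domains was 1145 kb on the macrochromosomes, 852 kb on chromosomes 6 to 10, 672 kb on the microchromosomes and 1512 kb on Z. Gene content and transcription of the domains were not analysed here. The paper reasons from gene density and expression that LUDs are gene-poor and inactive and that SSDs are gene-rich and active. It also reports more accessible chromatin in SSDs from NOMe-seq, and states where each kind is located.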

To further validate the correlation between domain types and DAPI staining in chromomeres, we analyzed sequence markers with known positions in cytological maps of chicken LBCs, primarily derived from DNA- and RNA-FISH experiments using specific BAC clones (Fig. 4A and B). The distribution of LUDs and SSDs correlated with the arrangement of DAPI-positive and DAPI-negative chromomeres at certain regions of chromosomes. For instance, we observed multiple LUDs between markers W030P07 and W030B21, coinciding with a region enriched in DAPI-positive chromomeres (Fig. 4A), as well as in the region at the end of the long arm of chromosome 1 (Fig. 4B). However, the number of cytologically visible chromomeres and contact domains on Hi-C maps does not always match exactly, probably due to the limited resolution of microscopy analysis and/or errors in domain calls. Together with sparse availability of sequence markers distinguishing chromomeres and resolution of cytological chromomere–loop maps this limited a genome-wide analysis of the relationship between SSDs, LUDs, and chromomeres.

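Chromosome 1 held 132 manually refined domains of LBC type 1, of which 46 were LUDs, and these made up 62.6% of the summed domain length. Between the markers W030P07 and W030B21, whose positions were read by eye from Fig. 4A, lay the middles of 12 domains. Of these, 6 were LUDs, with 87.1% of the domain length, among them the longest domain of the list. In the region of Fig. 4B there were 33 domains with 13 LUDs, which took 72.7% of the length. Between these 2 regions lay 83 domains, and the 27 LUDs among them took 54.3% of the length. The 2 regions were chosen by the paper, and the differences between them and the rest of the chromosome were not tested. The paper states that the LUDs between the markers coincide with a part of the chromosome rich in DAPI-positive chromomeres.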

Based on this characteristic, we propose that SSDs and LUDs in single-nucleus Hi-C maps correspond to chromomeres in LBCs. Additionally, given their properties, we speculate that LUDs represent more compact, DAPI-positive chromomeres, while SSDs correspond to less compact, DAPI-negative chromomeres. Supporting this hypothesis, statistical analysis of the AT fraction in domains—reflecting the genomic proportion susceptible to DAPI staining—shows a weak but significant correlation between AT fraction and domain length (Spearman’s *R* = 0.55, compared to *R* = 0.28 for randomly shuffled domains, Supplementary Fig. S7B and C).

**Figure 4.**
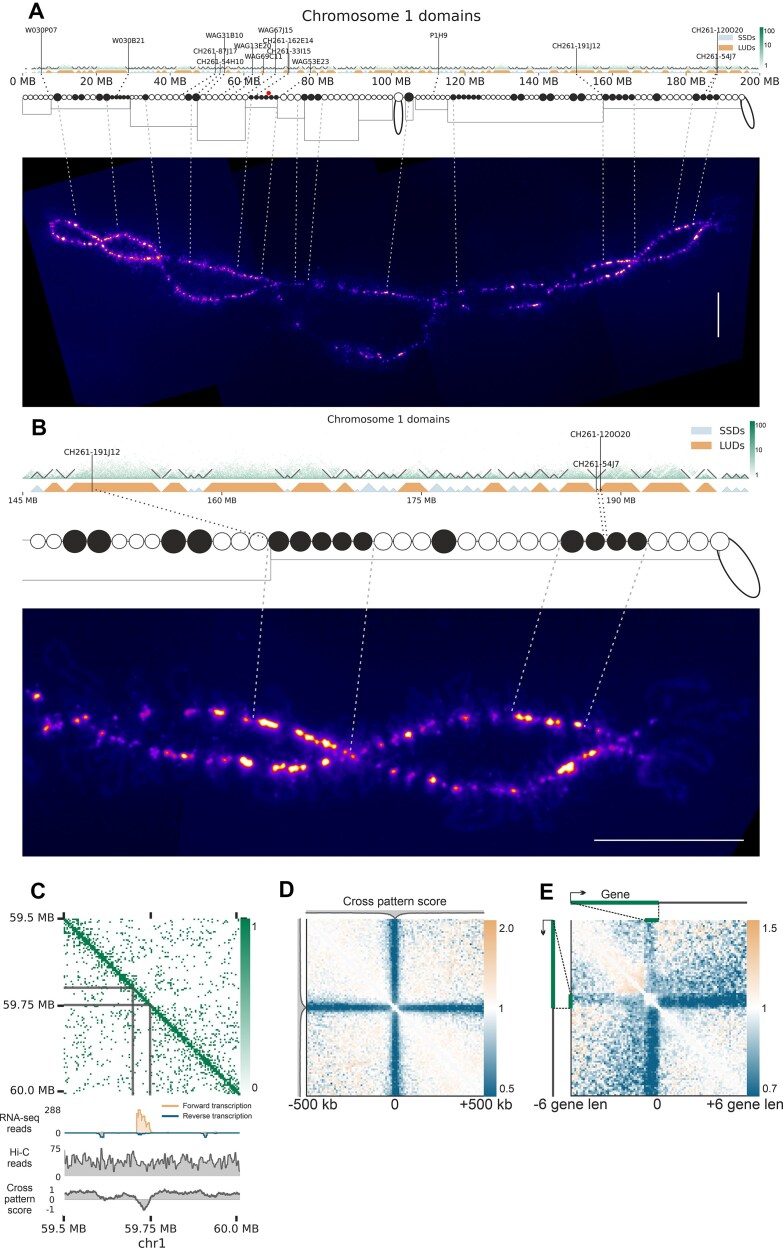
Concordance between microscopically visible chromatin structures and Hi-C map patterns along chicken LBCs. (**A**) Comparison of Hi-C contact domains with chromatin domains identified through microscopy visualization of LBCs. From top to bottom: Hi-C map for chicken LBC 1, showing domain boundaries and genomic positions of DNA markers; Contact domain segmentation, with each triangle representing a single domain. LUDs and SSDs are distinguished by triangle colors, and black lines indicate DNA marker positions; Cytological map of chromomere distribution along chicken LBC 1 [102], with DAPI-positive chromomeres shown as black circles and DAPI-negative chromomeres as white circles. The size of the circles reflects the size of the chromomere on the phase contrast images. The average lateral loop length in a region is shown by rectangles. Two “marker loops” are also indicated. Red circle indicates the position of centromere; DAPI-stained image of chicken LBC 1 (a fire look-up table corresponding to the intensity of fluorescence is used) (scale bar: 20 μm). The chromosome is oriented with its left end toward the telomere of the short arm. Note that the chromomere pattern is almost the same in two homologous half-bivalents joined at chiasmata. (**B**) Zoomed region of a Hi-C map for a fragment of LBC 1 presented on panel (A). Designations as on panel (A). (**C**) Hi-C map displaying an example of a “cross” pattern. The “cross” region overlaps with a high RNA-seq signal and CPS (see Materials and methods) and shows no reduction in overall Hi-C coverage (denoted as “bin coverage”). (**D**) Aggregated Hi-C contact maps centered on the local minima of CPS; resolution: 10 kb. (**E**) Rescaled observed-over-expected Hi-C contact map averaged around the longest (top 50% by length) and most transcriptionally active (top 50% by FPKM) genes. A characteristic cross-shaped contact pattern is observed, extending approximately ± 6 gene lengths from the gene end. Data represent aggregated signals from multiple genes at 2 kb resolution.

### Hi-C patterns of transcription units and compact chromatin domains align with transcription loops and chromomeres identified by microscopy analysis

Transcription loops are a hallmark of LBCs. These loops represent stretched fibers of the actively transcribed chromatin emanating from the LBC axis (Fig. 2D) . Given their spatial separation from each other and the LBC axis, we hypothesize that loci corresponding to transcription loops lack interactions with the rest of the genome.

Visual inspection of Hi-C maps reveals loci with a distinct “cross” pattern, where interactions are limited to nearest neighbors (Fig. 4C). These loci compensate reduced long-range interactions by increasing frequency of proximal interactions, thus maintaining consistent coverage levels (Fig. 4C). To systematically identify and visualize these features, we introduce a quantitative CPS that captures the relative enrichment of short- versus long-range contacts at each locus (see Materials and methods). Although we observe some variability on “cross” pattern manifestation across loci, aggregated Hi-C maps centered on the regions with low CPS (predominant short-range contacts) display characteristic “cross” pattern (Fig. 4D), demonstrating that “cross” features are reproducible genome-wide.

“Cross” patterns frequently occur within chromatin domains and almost always coincide with actively transcribed genes. Supporting this observation, aggregated Hi-C maps centered on long, highly expressed genes (top 50% by length and TPM) show a pronounced “cross” pattern (Fig. 4E). These findings suggest that “cross” patterns in Hi-C maps represent the contact signatures of transcription loops in LBCs.

To align lampbrush chromatin contact patterns identified by Hi-C analysis with chromatin structures observable via microscopy, we conducted FISH mapping using probes specific to chromatin domain boundaries, internal domain regions, and loci forming “cross” patterns. A total of 29 BAC clones were hybridized in various combinations on LBCs 1, 4, and 13 (Supplementary Table S3). The large size of LBCs enables detailed microscopy analysis, allowing us to distinguish chromomeres and transcription loops, as well as determine the orientation of TUs.

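The positions of the 29 BAC clones in Supplementary Table S3 were compared with the domain lists of LBC type 1. On chromosome 1, the span from BAC 1 to BAC 14 overlapped 6 manually refined domains and 10 automatic domains. The manual domains lay from 54825001 to 56576000, from 56576001 to 57888000, from 57888001 to 59275000, from 59296001 to 60416000, from 60410001 to 61504000 and from 61504001 to 62528000 on ASM2420605v2, with lengths of 1751, 1312, 1387, 1120, 1094 and 1024 kb. The leftmost was reached only by part of BAC 1. Of the 14 BACs, 11 held no manual boundary, and BACs 1, 4 and 11 each held 1 or more. In the automatic list, 9 of the 14 held none.

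**Figure D1:**
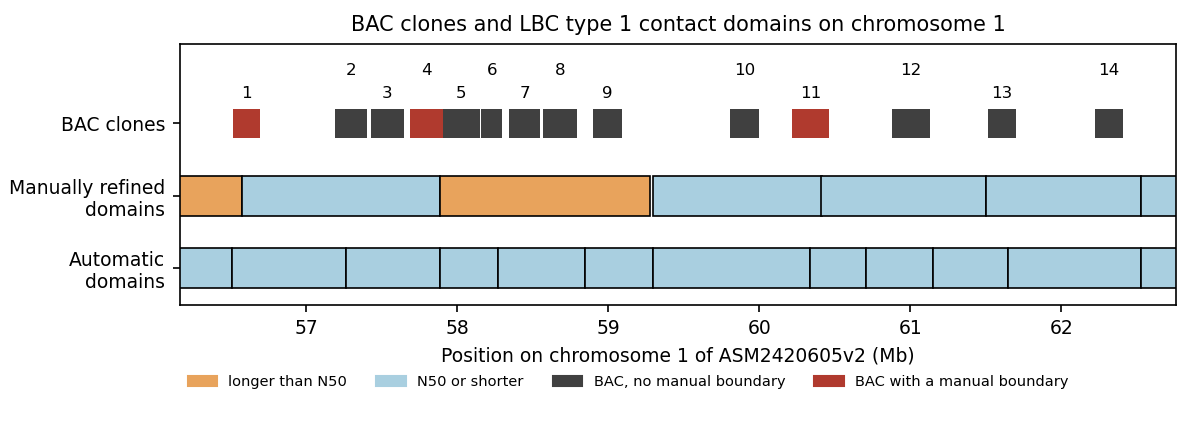
Positions of the 14 BAC clones and of the domains of both LBC type 1 lists along chromosome 1 of ASM2420605v2, in Mb. Domains longer than the N50 of the manual list are orange, other domains are blue, and the 3 BACs with a manual boundary inside them are red. The 6 manual domains under the BACs stand over 10 shorter automatic domains.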

The locus analyzed on chromosome 1 contains six Hi-C domains and was covered by 14 BAC clone based probes. Regions 4, 6, 7, 9, and 12 coincide with “cross” patterns with reduced long-range interactions observed in Hi-C maps and correspond to actively transcribed genes (Fig. 5A). Note that “cross” patterns demonstrate locus-specific heterogeneity in their structure depending on the length and orientation of TUs. Based on the annotated TUs' location and orientation, we anticipated transcription loops with forward-oriented transcription for regions 4, 9, and 12, and reverse-oriented transcription for regions 6 and 7. FISH mapping of LBC1 using BAC clone-based probes with a DNA + RNA hybridization protocol confirmed these predictions. Long lateral loops with a prominent RNP matrix were observed for BACs 4, 9, and 12, with transcription co-directional to the chromosome (Fig. 5B, subpanels 2a, and 3a and b; Supplementary Fig. S8, subpanel c). Similarly, genomic regions 6, 7, and 9, covered by three different BACs, correspond to TUs forming one or two pairs of lateral loops (Fig. 5B, subpanels 2c–e; Supplementary Fig. S8, subpanels b and c). BAC 5 doesn’t correspond to a region with an obvious “cross” pattern according to the Hi-C data; however, it covers the transcriptionally active region (in reverse direction), thus it can form a transcription loop (Fig. 5B, subpanels 2a and b). In our FISH experiments, BAC 5 marks a reverse oriented transcription loop anchored in the chromomere (Fig. 5A and C). Another combinations of DNA-probes mapped on the chromosome 1 are represented on Supplementary Fig. S8. Additionally, RNA-FISH experiments without chromosomal DNA denaturation for several transcribed regions confirmed that BAC clone-based probes hybridize with nascent transcripts on the lateral loops (Supplementary Fig. S8, subpanel c). These findings confirm that “cross” patterns observed on Hi-C maps of avian LBCs correspond to the microscopically visible lampbrush lateral loops containing actively transcribed genes.

**Figure 5.**
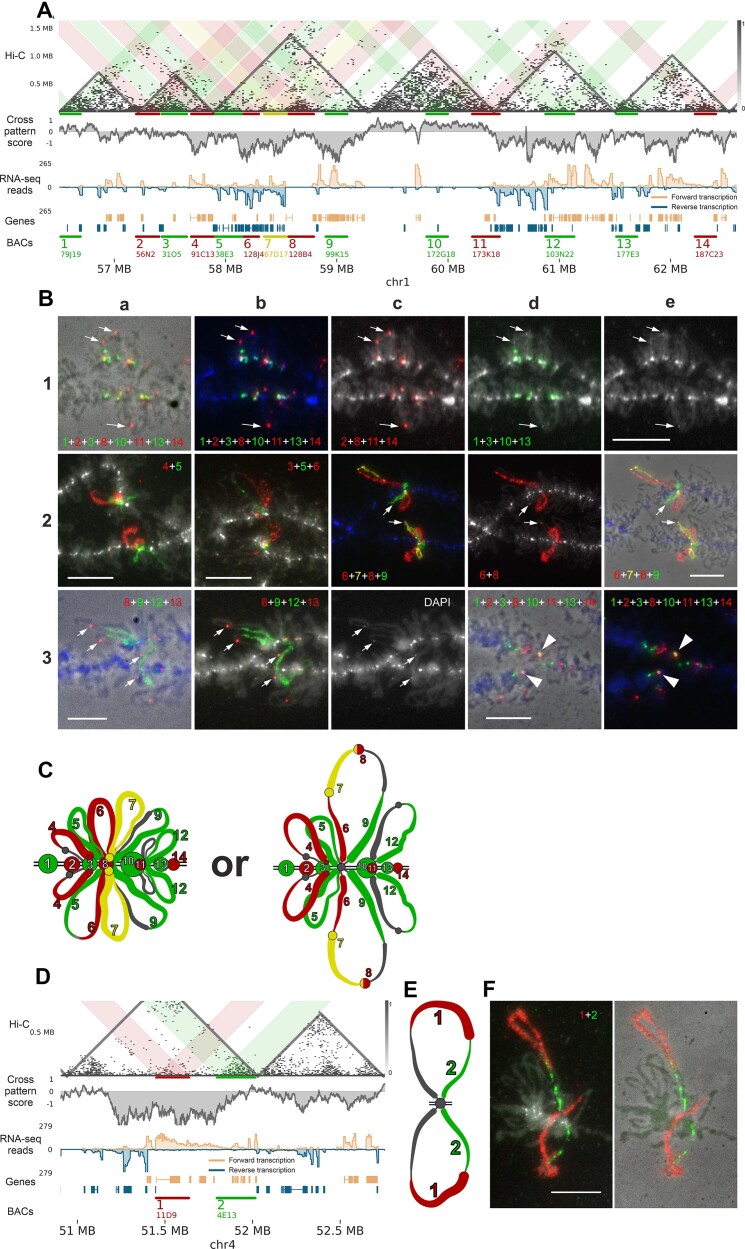
Comparison of Hi-C map patterns with microscopically identified chromatin domains and loops in LBCs 1 and 4. (**A**) Hi-C map and associated data for a fragment of chromosome 1. From top to bottom: combined Hi-C map of the oocyte nuclei, with colored highlights indicating interactions in regions covered by BAC clone-based probes; CPS (see Materials and methods); Total stranded RNA-seq data for lampbrush-stage oocyte nuclei [57]; Annotation of TUs based on *de novo* transcriptome analysis (see Materials and methods); BAC clone numbers and names (see Supplementary Table S3); resolution: 16 kb. (**B**) DNA + RNA FISH mapping images for different combinations of BAC clone-based probes on LBC 1. Chromosome fragments are oriented with their left end toward the left telomere. All panels except a1 include DAPI signals (blue or grayscale). Panels a1, e2, a3, and d3 merge fluorescent images with phase contrast images. White arrows in panels 1a–e, 2c–e, and 3a–c indicate a compact chromatin domain without transcriptional activity (covered by BAC 8) that may either anchor to the chromosome axis (as seen in one sister chromatid in the lower half-bivalent on panel 2c–e) or remain insulated from the axis forming an isolated knot. Arrowheads in panels 3d and e indicate partial colocalization of genomic regions covered by BACs 10 and 11 within a compact chromomere. Another combinations of mapped DNA-probes can be found in Supplementary Fig. S8. (**C**) Schematic representation of chromomere–loop organization for a fragment of LBC 1, derived from FISH mapping data (half-bivalent is shown). Numbers correspond to the locations of BAC clone-based FISH probes aligned on chromosome 1. (**D**) Hi-C map for region A on chromosome 4. The data are presented similarly as in panel (A) above; resolution: 16 kb. (**E**) Schematic representation of chromomere–loop organization for region A on LBC 4, based on FISH mapping data (half-bivalent is shown). Numbers correspond to the locations of BAC clone-based FISH probes aligned on region A. (**F**) DNA + RNA FISH mapping images for two BAC clone-based probes in region A on LBC 4 (half-bivalent is shown). Fluorescent images are merged with DAPI-stained chromatin (grayscale) or phase contrast images; scale bars: 10 μm .

The intra-domain regions 1, 2, 3, 8, 10, and 14 correspond to five of the six contact domains identified on LBC Hi-C maps, with BACs 2 and 3 covering the same domain (Fig. 5A). Consequently, we anticipated observing five insulated chromomeres along the chromosome axis in microscopy images, one of which would be associated with two BACs. 

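BACs 2 and 3 lay wholly in the manual domain of 1312 kb, and 66.7% of BAC 1 lay in the same domain, whose left boundary at 56576000 fell inside BAC 1. BAC 8 lay in the next domain to the right, BAC 10 in the domain of 1120 kb and BAC 14 in the domain of 1024 kb, each with 100% of its length. By the domain that holds most of each clone, these 6 BACs therefore fell into 4 manual domains. Among the automatic domains they fell into 5, with BAC 1 from 56512001 to 57264000 and BACs 2 and 3 sharing the domain from 57264001 to 57888000, which held 66.9% of BAC 2.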

FISH experiments confirmed this, with BAC clone-based probes mapping to five distinct chromomeres (or chromatin knots in case of BAC8, see below) (Fig. 5B, subpanels 1a–e, and 3d and e; Fig. 5C; Supplementary Fig. S8, subpanels e–g). The chromomeres covered by BACs 2 and 3 are closely spaced but remain distinguishable (Fig. 5B, subpanels 1c and d; Supplementary Fig. S8, subpanel a).

Interestingly, the compact chromatin domain covered by BAC 8, which lacks TUs, exhibits variable positioning. This chromatin domain can either anchor directly to the chromosome axis (Fig. 5B, panels 2c–e; Supplementary Fig. S8, subpanel d) or remain detached from it (indicated by white arrows in Fig. 5B, panels 1a–e, 2c–e, and 3a–c), forming a compact “knot” on a lateral loop emanating from the chromosomal axis. 

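The manual domain that holds BAC 8 also held the whole of BACs 5, 6, 7 and 9, and BAC 8 was 482 kb from its nearer end. The automatic list divided this domain into 3, and BAC 8 lay with BAC 7 in the middle one, from 58272001 to 58848000, which is 576 kb long, with a boundary 54.5 kb from the clone.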

Four signals for BAC8 correspond to four chromatin knots on each of the sister chromatids (two sister chromatids on each half-bivalent). These chromatin knots, located within transcriptionally active lateral loops, have been previously described as small genomic regions devoid of transcribed genes (Fig. 6 in [57] ).

**Figure 6.**
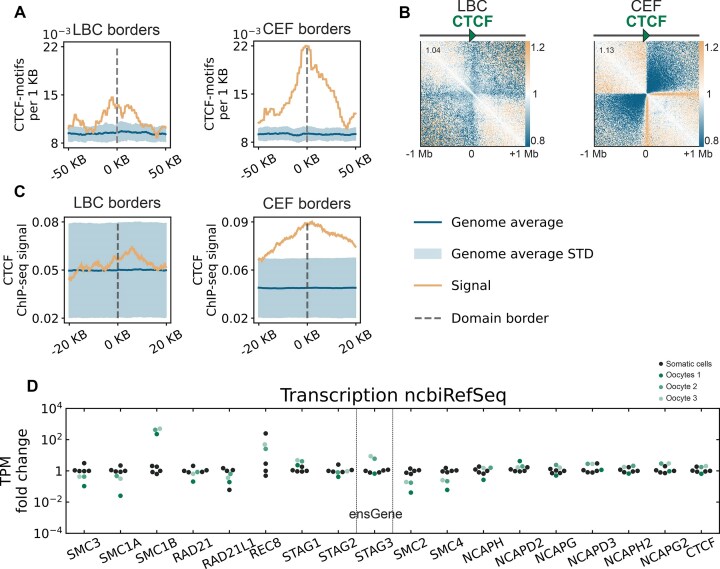
The mechanism of chromatin contact domain formation in LBCs is CTCF independent, despite transcriptional activity of the CTCF gene. (**A**) Frequency distribution of CTCF-motifs at domain boundaries in LBC and CEF maps. Both LBC and CEF boundaries show enrichment relative to the genome average, with peak enrichment factors of ∼1.4 and ∼2.3, respectively. (**B**) Aggregated Hi-C contact maps centered on CTCF-motifs with uniform orientation. While strong insulation is evident around CTCF-motifs in CEF, only weak insulation is observed in LBC contact maps; resolution: 10 kb, fibroblast data subsampled to match number of Hi-C contacts in merged LBC. (**С**) Input-normalized CTCF ChIP-seq signal from chicken liver (SRR4068194, see Materials and methods) at oocyte contact domain boundaries and fibroblast contact domain boundaries. The absence of CTCF enrichment across LBC domain boundaries contrasts with the strong signal observed in fibroblast boundaries. (**D**) Comparison of transcript levels for cohesin subunits, condensin subunits, and CTCF (TPM fold-change relative to the somatic cell median). Oocytes exhibit reduced transcript levels for SMC3, SMC1A, SMC2, and SMC4 genes, higher transcript levels for SMC1B and REC8 genes, and similar CTCF transcript levels compared to fibroblasts. Gene annotations were sourced from ncbiRefSeq, except for STAG3, which used ensGene annotations (see Supplementary Table S4). Green dots represent transcript levels from three chicken oocyte RNA-seq datasets, and black dots represent five replicates of CEFs [84]. Oocytes 1: Total RNA stranded RNA-seq data [57]. Oocytes 2 and 3: Poly(A)-enriched stranded RNA-seq replicates generated in this study .

Together, these results demonstrate that (i) chromatin contact domains identified through Hi-C analysis correspond to insulated chromomeres in LBCs, and (ii) small regions between actively transcribed genes can form microdomains (knots) that are optionally tethered to the chromosomal axis.

Region 11 exhibits partial transcriptional activity and is positioned near the boundaries of chromatin domains (Fig. 5A). 

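BAC 11, from 60217131 to 60463549, held the manual boundaries at 60410000 and 60416000, where neighbouring domains overlap by 6 kb. Of its length, 80.7% lay in the domain of BAC 10. The automatic boundary stood at 60336000, also inside the clone, and 51.8% of BAC 11 lay in the domain on the other side of it.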

Based on this, we anticipated that BAC 11 would cover a portion of chromatin spanning two adjacent chromomeres, one of which is covered by BAC 10. FISH mapping confirmed this prediction, showing partial colocalization of BACs 10 and 11 within a prominent DAPI-positive chromomere (Fig. 5B, subpanels 1a–d, and 3d and e; Supplementary Fig. S8, subpanels a and f). The DAPI-positive chromomere partially covered by BACs 10 and 11 corresponds to the most prominent contact domain within analysed genomic locus.

Similarly, BAC 13, located near the boundary of contact domain, produced a signal spatially close to that of BAC 14, which maps to the same domain. 

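BAC 13 started 8.22 kb to the right of the manual boundary at 61504000 and lay wholly in the domain of BAC 14, which was 119.5 kb from the right end of that domain. The automatic boundary at 61648000 lay inside BAC 13, and 72.5% of the clone was in the domain to the left of the one that holds BAC 14.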

While the signals from BACs 13 and 14 are closely positioned, they remain distinct and do not intermix (Supplementary Fig. S8, subpanel e).

These results confirm that boundaries between domains identified by Hi-C are concordant with LBC chromomere boundaries (see additional evidence supporting this statement in the Supplementary Note S2).

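Over all 4 regions, 23 of the 29 BACs held no manual boundary and 6 did, and at least 66.7% of each clone lay in a single manual domain. By the automatic list, 17 BACs held no boundary, and the lowest share of a clone in 1 domain was 50.0%. The paper chose the clones from the Hi-C map as boundary, intra-domain or “cross” loci and reasons from the FISH signals of these clones that the boundaries of Hi-C domains are concordant with those of chromomeres. The FISH images were not analysed here.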

On LBC 4, we mapped nine BAC clone-based probes across two regions of interest. In the region A (51–52 Mb), Hi-C data revealed the formation of a contact domain with interactions at the top of the domain triangle and a wide “cross” pattern within domain, indicative of chromatin loop formation (Fig. 5D). 

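Both BACs of region A lay wholly in 1 manually refined domain of LBC type 1 on chromosome 4, from 50032001 to 52030000, which is 1998 kb long. BAC 2 ended 14.9 kb from the right end of this domain, and BAC 1 was 394 kb from it. The automatic list placed the 2 BACs in neighbouring domains, from 51296001 to 51648000 and from 51648001 to 52016000.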

Nuclear RNA-seq data showed that several genes within region A are transcribed in varying orientations. FISH mapping confirmed that this genomic region corresponds to a long transcription loop with multiple RNP matrix gradients (Fig. 5E and F), consistent with the transcriptional activity detected. Detailed results for region B are provided in Supplementary Note S2 and Supplementary Fig. S9 A-C.

We integrated the FISH data to reconstruct the chromatin organization of the analyzed region on chromosome 1 (Fig. 5C), accounting for two alternative states of chromatin knots discussed above. Schematic drawing represents an approximation of the FISH mapping data for different combinations of DNA probes to lampbrush chromatin domains seen in at least 4 micrographs (half-bivalent is shown). This reconstruction demonstrates a strong concordance between microscopically visible chromatin structures—such as chromomeres and transcription loops—and the contact domains and “cross” patterns observed in Hi-C maps. The reconstruction of the region A on chromosome 4 also confirmed the correspondence between the transcription loops and the “cross” patterns (Fig. 5D and E).

Additionally, similar analyses of two other regions on chromosomes 4 and 13, which included BACs mapped to Hi-C domain boundaries, intra-domain fragments, and “cross” patterns, yielded consistent results (Supplementary Fig. S9 and Supplementary Note S2). These findings validate the Hi-C maps of chicken oocyte nuclei and confirm the interpretation of Hi-C patterns as representations of LBC chromomeres and lateral loops.

### Chromatin domains in lampbrush chromosomes are formed by a CTCF-independent mechanism

In the majority of vertebrate cell types, including chicken fibroblasts [15], TAD boundaries are demarcated by CTCF-binding sites [1, 101]. The moderate conservation of CTCF-binding site distribution across cell types, combined with a strong correlation between CTCF binding and TAD boundaries, allows CTCF enrichment to be detected even when comparing Hi-C maps to CTCF ChIP-seq data from different cell types [15] and cell-type agnostic motif enrichment.

We show that LBC domain boundaries display almost no enrichment of CTCF motifs (Fig. 6A). Concordantly, almost no insulation was detected when LBC Hi-C contacts were aggregated across CTCF motifs (Fig. 6B). To provide a ground for comparison, we performed the same analysis for chicken fibroblasts data downsampled to the same sequencing depth. In fibroblasts, we detect strong insulation across CTCF motifs and enrichment of motifs at TAD boundaries (Fig. 6A and B). We next replicated this analysis using CTCF ChIP-seq signal from chicken liver, which confirms the absence of CTCF-mediated insulation in LBCs (Fig. 6C). In contrast, strong enrichment of chicken liver CTCF ChIP-seq signal was observed at fibroblast TAD boundaries (Fig. 6C), validating the approach and reinforcing the conclusion that chromatin contact domains in LBCs are formed independently of CTCF binding.

To understand which chromatin architecture proteins can contribute to the formation of contact domain boundaries in oocytes, we explored the chicken oocyte nucleus transcriptome data (see Materials and methods). Despite the absence of CTCF binding enrichment in the domain boundaries, in oocytes *CTCF* gene has the comparable transcript levels with fibroblasts. Genes for the other architectural proteins, such as *RAD21, STAG1, STAG2* (cohesin) and *NCAP-H, NCAP-D2, NCAP-G, NCAP-D3, NCAP-H2*, and *NCAP-G2* (condensin) subunits also show comparable transcript levels in fibroblasts and oocytes (Fig. 6D and Supplementary Table S4). Consistent with this, the presence of SMC1A, SMC3, Rad21, STAG1, and STAG2 on avian LBC axes in a punctate pattern has previously been shown by immunostaining, with an enrichment of cohesin subunits in the interchromomere regions and in chromomere cores [88]. Among the condensin subunits, XCAPD2 was found to accumulate in chromomeres of Xenopus LBCs [103]. However, genes for the main cohesin subunits (SMC3 and SMC1A) and the main condensin subunits (SMC2 and SMC4) have about ten times weaker transcript levels in the LBC stage oocyte (see Fig. 6D and Supplementary Table S4). In contrast, gene for the meiosis specific cohesin subunit SMC1B in oocytes has an almost thousand times higher level of transcripts than in fibroblasts (Fig. 6D and Supplementary Table S4). Thus, although components of extrusion complexes are present at LBC-stage, their activity might be modulated by quantity of proteins and usage of cell type specific subunits, potentially explaining why extrusion is not blocked by CTCF binding sites as in typical somatic cells. Moreover, the synaptonemal complex protein SYCP3 has been found at the axes of avian LBCs [88], which may affect the formation of structural chromatin loops.

### Transcriptional activity and orientation of transcription units define lampbrush chromosome chromatin domains

To investigate the genomic features underlying the formation of LBC domains, we compared domain borders with position-dependent genomic elements. CpG methylation levels and chromatin accessibility at domain boundaries were similar to the genomic average (Supplementary Fig. S10A, see Materials and methods). However, boundaries showed enriched GC-content relative to the background, suggesting a correlation with the presence of genes.

Aggregation of contacts around exons, introns, and repetitive elements revealed no insulatory potential for these features, arguing against their role in forming domain boundaries at the lampbrush stage (Supplementary Fig. S10B). In contrast, we observed a significant depletion of contacts across 3′-UTRs and, to a lesser extent, across 5′-UTRs (Fig. 7A). This suggests that the distribution and orientation of TUs may play a key role in LBC domain formation.

**Figure 7.**
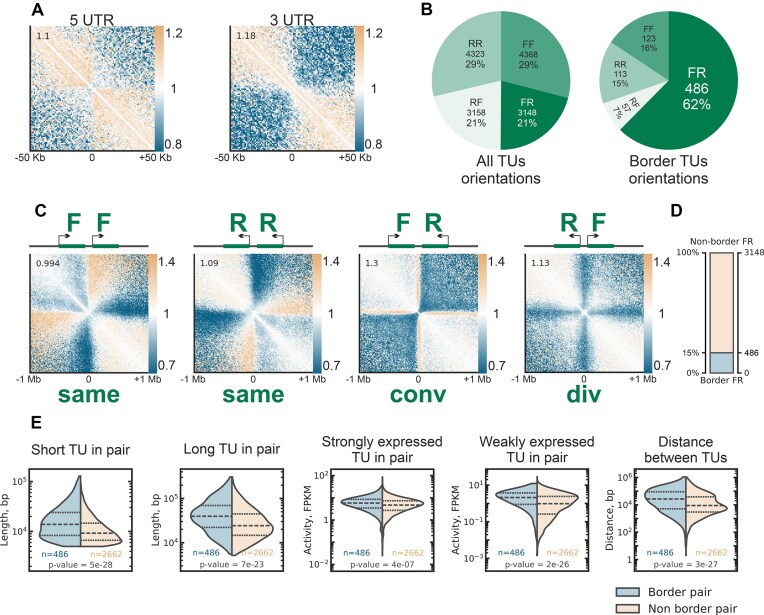
Aggregated 3D chromatin interaction profiles reveal genomic features underlying LBC chromatin domains. (**A**) Aggregated contact maps around 5′- and 3′-UTRs show depletion of interactions across these regions. Insulation scores are displayed in the upper-left corner of each aggregated map triangle (see Materials and methods); resolution: 10 kb. (**B**) Pie charts displaying TU) orientations for all TU pairs and those forming domain boundaries. A significant enrichment of forward-reverse (FR, convergent) orientation is observed at domain boundaries. (**C**) Aggregated contact maps centered between TUs in different orientations: forward-forward (FF, co-directional), reverse-reverse (RR, co-directional), forward-reverse (FR, convergent), and reverse-forward (RF, divergent). Insulation score, shown in the upper-left corner of each map, is highest for convergent (FR) TU pairs. RF pairs typically form a “cross” pattern, while FR, FF, and RR pairs display a stripe-like enrichment of contacts between TUs and upstream loci, with FF and RR stripes widening with distance from the diagonal. Insulation scores are displayed in the upper-left corner of each aggregated map triangle (see Materials and methods); resolution: 10 kb. (**D**) Statistics of FR-oriented TU pairs. Despite their prevalence at domain boundaries, only ∼15%–20% of FR-oriented TU pairs form boundaries. (**E**) Comparison of TU features between border-forming and non-border FR-oriented TUs. Border-forming TUs are, on average, longer, more highly expressed, and separated by greater intergenic distances. However, the length of the shorter TU and the activity of the weaker TU in the pair show higher difference between border-forming and non-border FR-oriented TUs than the features of the longer or more strongly expressed TU. *P*-values obtained using Mann–Whitney *U* test.

To explore the potential link between transcription and LBC domain boundaries, we aligned RNA-seq data from poly(A)-enriched and total stranded RNA libraries ([57], see Materials and methods) with Hi-C maps and visually inspected these profiles. This analysis highlighted transcriptional activity as a critical determinant of LBC chromatin domain organization.

Visual comparison of transcriptomic data with chromatin domain boundaries revealed multiple TUs absent from the current gene annotations in [68] (Supplementary Fig. S11). This discrepancy reflects the dependence of chicken genome annotation on cell type and database, particularly for noncoding RNAs [104]. To address this, we performed *de novo* transcriptome assembly using oocyte RNA-seq data, generating a refined set of TUs active during the LBC stage (see Materials and methods).

Analysis of this updated TU set confirmed a strong correlation between chromatin insulation and TU orientation (Fig. 7B and C). Genomic regions flanked by TUs in a convergent (forward-reverse, FR) orientation were significantly enriched at chromatin domain boundaries (Fig. 7B). Furthermore, FR-oriented TU pairs exhibited the highest insulation scores compared to other TU pair orientations (Fig. 7C).

Manual validation of domain boundaries revealed that nearly half of non-FR TU pairs initially identified at domain boundaries were artifacts of automatic domain annotation or transcriptome assembly (26 of 47 randomly selected for inspection boundaries; Supplementary Fig. S17). Overall, convergent transcription accounts for at least 79% of domain boundaries, with 62% supported by automatic annotation and an additional 17% identified through manual correction.

Given the central role of transcription in defining LBC chromatin domains, we designate the domains detected in Hi-C maps as **T**ranscription-**D**ependent **D**omains (**TDDs**).

Although the majority of TDD boundaries are formed by TU pairs in a convergent (FR) orientation, only ∼15% (∼20% after manual curation) of FR-oriented TU pairs create boundaries, while the remainder are located within domains (Fig. 7D). To investigate the properties of TU pairs associated with boundary formation, we compared transcript features of “border” versus “non-border” TU pairs in a convergent orientation (Fig. 7E). No single feature was sufficient to distinguish “border” TU pairs from “non-border” pairs. However, we observed that TU pairs forming boundaries tend to have several distinguishing characteristics: they are, on average, longer, separated by a larger intergenic interval, and exhibit higher activity of the weaker TU of the pair. The activity of the stronger TU in the pair shows minimal difference between boundary-forming and non-boundary-forming pairs. These observations suggest that TDD boundary formation is governed by a complex interaction of TU features rather than a single determinant.

### Fusion of transcription-dependent chromatin domains during oocyte growth and decreased transcriptional activity

Growth of chicken oocyte coincides with reduced transcriptional activity and gradual contraction of both chromosomes and lateral loops [105]. 

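The nuclei of the stage after the lampbrush stage came from oocytes 4 to 7 mm in diameter. In the paper's Supplementary Table S1, the 4 post-LBC type 1 nuclei have between 316254 and 514865 Hi-C contacts each, with a median of 446293 and a sum of 1723705. The single post-LBC type 2 nucleus has 523802 contacts. The pooled LBC type 1 map thus has 3.03 times as many contacts as the pooled post-LBC type 1 map, and 1.89 times as many intra-chromosomal contacts over more than 20 kb. The authors processed these nuclei as those of the lampbrush stage and deposited an automatic list of domain positions for each type, with 1132 domains for type 1 and 1342 for type 2. The automatic lists of LBC type 1 and post-LBC type 1 were compared, since the Fig. 8B legend names automatically adjusted borders for both stages, and the manually refined LBC list was used as an alternative. Each stage is represented by 1 pooled map per type, so the differences between stages have no replicate check, and permutation tests over domains compare the maps, not the nuclei. Interaction frequencies, insulation scores and transcripts at this stage were not analysed here.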

To study the dynamics of this process, we isolated nuclei from the late-diplotene stage oocytes (hereinafter referred to as post-LBC) and performed a single-nucleus Hi-C experiment (Fig. 1A, and Supplementary Tables S1 and 2). Overall, Hi-C patterns detected in the mid-diplotene (LBC) stage persist at the post-LBC stage. However, there were quantitative differences. 

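The boundaries of LBC type 1 and post-LBC type 1 had an F1 score of 0.632, where boundaries were matched one to one, against a mean of 0.259 and a maximum of 0.289 over the re-positionings of both lists. The normalized F1 score, the ratio of the observed score to that mean, was 2.44, the highest of the 6 pairs of automatic lists. It was 5.27 with a tolerance of 20 kb and 1.62 with a tolerance of 160 kb. Between post-LBC type 1 and the manually refined LBC type 1 list the normalized F1 score was 3.36. These scores describe boundary positions only, and the other Hi-C patterns were not analysed here.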

Concordant with cytological evidence of LBC contraction, we observe an increase of long-range interactions at the post-LBC stage (Fig. 8A and B). Moreover, the significant decrease of the loop sizes of the chicken post-LBC chromosomes [105] agrees well with the almost complete absence of the “cross” patterns (Fig. 8C). This observation confirms our suggestions about the critical role of the transcription loop repulsion in the “cross” pattern formation.

**Figure 8.**
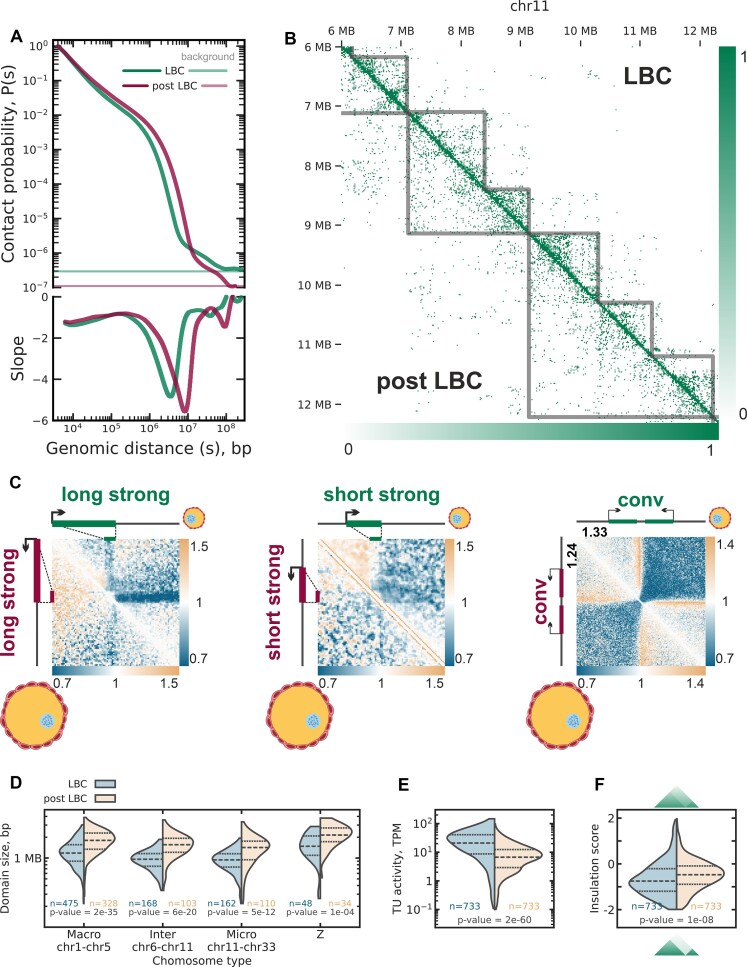
Comparison of oocyte chromatin at the lampbrush and post-lampbrush stages. (**A**) Contact probability as a function of genomic distance for lampbrush (LBC) and post-LBC (post-LBC) stages. Post-LBC chromatin exhibits an increase in distant contacts, consistent with microscopy observations [105]. (**B**) Pseudo-bulk Hi-C interaction maps for LBC (8719 contacts) and post-LBC (4949 contacts) chromatin. Gray lines indicate automatically adjusted domain borders for each stage. Neighboring domains fuse in the post-LBC stage, as demonstrated in the shown examples. (**C**) Aggregated observed-over-expected Hi-C contact maps comparing LBC stage (upper triangle) and post-LBC stage (lower triangle) chromatin. The characteristic cross-shaped contact enrichment associated with “strong” single genes (see Materials and methods) is markedly reduced in the post-LBC stage, whereas convergently oriented TUs continue to delineate insulating domain boundaries. The first two panels depict genes rescaled to span 1/12 of the figure width, with flanking regions extending ± 6 TU lengths from gene ends (2 kb resolution). The third panel shows aggregated maps for convergently oriented gene pairs within a ± 500 kb window around their midpoint (5 kb resolution). Insulation scores are indicated in the upper-left corner (see Materials and methods). (**D**) Distribution of domain sizes across different chromosome types. The post-LBC stage shows an increase in mean domain size alongside a reduction in the total number of domains. (**E**) Transcriptional activity of TUs located at domain borders at LBC and post-LBC stages. (**F**) Distribution of insulation scores (see Materials and methods) for domain borders at LBC and post-LBC stages. Lower scores indicate stronger insulation.

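In the region of chromosome 11 shown in Fig. 8B, the automatic list of LBC type 1 held 12 domains with a mean length of 547 kb, and that of post-LBC type 1 held 7 with a mean of 1015 kb. Of the 11 LBC borders in this region, 4 had a post-LBC boundary within 80 kb, at 6896000, 8928000, 10096000 and 12032000. The other 7 lay inside a post-LBC domain at least 80 kb from its ends. The post-LBC domain from 7648001 to 8944000 covered the LBC border at 8208000, and the domain from 8944001 to 10096000 covered the border at 9664000. The manually refined LBC list had 7 domains here, with a mean length of 1003 kb, and 1 of its 5 borders, at 8192000, lay inside a post-LBC domain in this way.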

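The number of domains in the automatic lists of type 1 oocytes fell from the LBC to the post-LBC stage on each class of chromosomes. It fell from 893 to 676 on the macrochromosomes, from 258 to 166 on chromosomes 6 to 10, from 304 to 218 on the microchromosomes and from 91 to 72 on Z. The domains covered 984 Mb at the LBC stage and 989 Mb at the post-LBC stage. The mean domain size rose from 637 to 874 kb. In the manually refined LBC list, which has 864 domains apart from those of W, the mean was 1137 kb, above the post-LBC mean.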

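For type 1 oocytes, 944 of the 1254 post-LBC boundaries of the automatic list had an automatic LBC boundary within 80 kb. This is 75.3% (95% Wilson interval 72.8% to 77.6%), against a mean of 31.2% and a maximum of 35.0% over 1000 random re-positionings of the post-LBC domains, a ratio of 2.41. The tolerance moved this share most, to 60.0% at 20 kb and 84.8% at 160 kb. Without the outermost boundaries of each chromosome it was 74.5%. Of the boundaries on the chromosomes shared with the manually refined LBC list, 61.7% had a manual boundary within the tolerance, against a random mean of 19.3%. In the reverse direction, 939 of the 1710 automatic LBC boundaries had a post-LBC boundary within 80 kb, 54.9%.

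**Figure D2:**
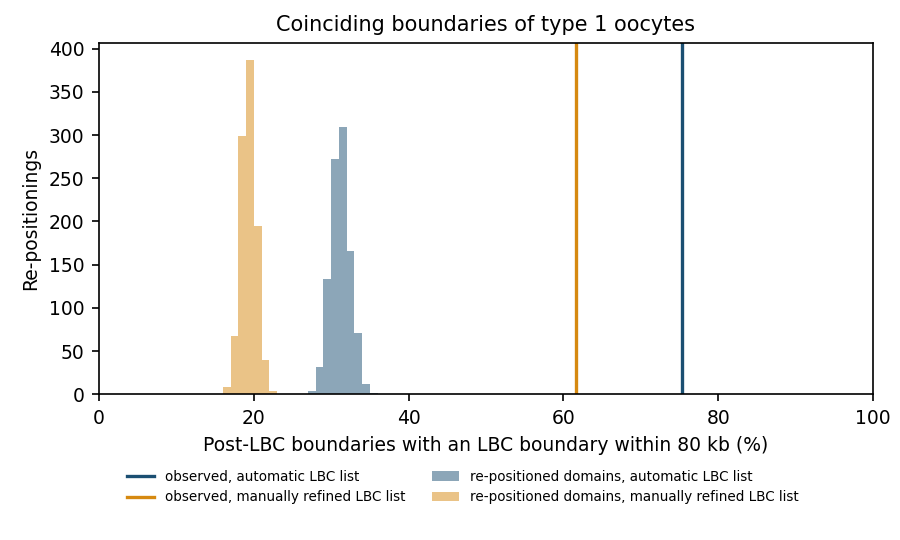
Histograms of the share of post-LBC type 1 boundaries with an LBC boundary within 80 kb, in percent, over 1000 re-positionings, with the observed shares as vertical lines. The observed 75.3% for the automatic and 61.7% for the manually refined LBC list lie to the right of all re-positionings.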

Despite the absence of “cross” patterns, domain patterns can be identified on the Hi-C maps of late-diplotene oocytes, and the majority of the domain boundaries coincide with TDD boundaries of LBC oocytes. However, post-LBC Hi-C maps contain fewer boundaries, resulting in increase of domain lengths (Fig. 8D). 

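The median domain length of type 1 oocytes was 592 kb in the automatic LBC list, with quartiles of 432 and 784 kb, and 864 kb in the post-LBC list, with quartiles of 624 and 1104 kb. The ratio of the medians was 1.46 (two-sided permutation test of the Mann-Whitney U over domains with 100000 resamples, p = 1e-05, the smallest they can give). The mean length per chromosome was greater at the post-LBC stage on all 28 chromosomes. With each chromosome left out in turn, the ratio stayed between 1.43 and 1.47. Fewer contacts or another gamma in the post-LBC map could shift all chromosomes together. The test and these counts therefore cannot tell an effect of the stage from a difference in calling. By class, the median rose from 624 to 896 kb on the macrochromosomes, from 512 to 856 kb on chromosomes 6 to 10, from 544 to 768 kb on the microchromosomes and from 832 to 1064 kb on Z. After Benjamini-Hochberg adjustment over these 4 classes, the permutation p was 5.70e-04 on Z and 1.33e-05 in each of the others. The direction depended on the LBC list, but the post-LBC list is automatic, so the manually refined LBC list adds a difference in refinement. Against the manually refined LBC list, the ratio was 0.885 (same test, p = 1e-05) and the post-LBC mean was greater on 12 of 27 chromosomes and equal on chromosome 23. On the macrochromosomes the ratio was then 0.782 and on Z 0.704, whereas on the microchromosomes it was 1.14. The paper reasons that the lower number of boundaries at the post-LBC stage results in the longer domains.

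**Figure D3:**
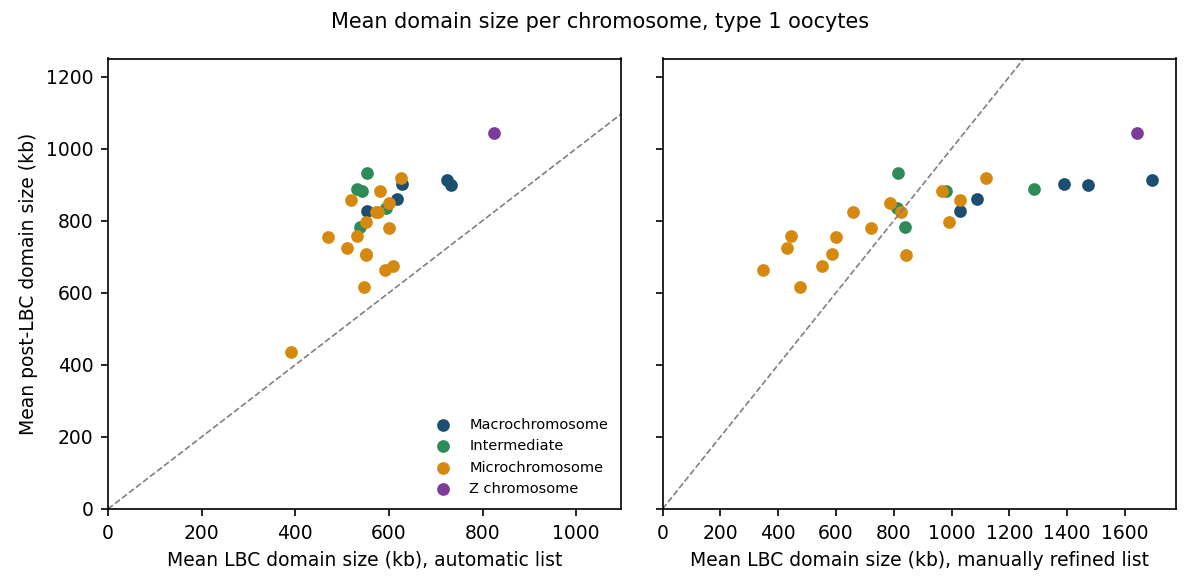
Mean domain size per chromosome in kb, with post-LBC type 1 on the vertical axis against the automatic LBC type 1 list on the left and the manually refined list on the right. Each point is 1 chromosome and the dashed line marks equal sizes. All 28 points lie above the line on the left, and 12 of 27 on the right, where the point of chromosome 23 lies on it.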

Visual inspection shows that about half of the neighboring LBC TDDs were fused at the post-LBC stage (44 borders out of 97 examined on chromosome 3, Fig. 8B). 

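Borders were also counted from the lists. A border between neighbouring LBC type 1 domains, at most 80 kb apart, was counted as lost when it lay inside 1 post-LBC type 1 domain at least 80 kb from its ends. By this rule a border that moved by 80 kb or more is also counted as lost, whereas the paper counts fused domains. On chromosome 3, 80 of 173 automatic LBC borders were lost, 46.2% (95% Wilson interval 39.0% to 53.7%), and over all chromosomes 716 of 1435, 49.9% (47.3% to 52.5%). With re-positioned post-LBC domains, means of 81.9% on chromosome 3 and 81.4% over all chromosomes were lost, and every re-positioning gave more lost borders than the observed domains. The manually refined LBC list has 97 such borders on chromosome 3, of which 24 were lost, 24.7% (17.2% to 34.2%), and over all chromosomes 176 of its 771 borders were lost, 22.8%. In the automatic list, the share lost over all chromosomes was 59.4% with a tolerance of 20 kb and 42.1% with a tolerance of 160 kb.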

Genome-wide quantification shows that interaction frequency between neighboring LBC domains in post-LBC oocytes are also increased (2% of contacts between neighboring domains in mid-diplotene oocytes versus 6% of contacts for late-diplotene oocytes). Additionally, analysis of the border of TU pairs shows that the activity of weakly expressed TUs decreases, as well as does the insulation (Fig. 8E and F). Interestingly, despite the absence of the “cross” pattern of actively transcribed TUs, the insulation by the convergently oriented TUs is still present (Fig. 8C).

### Cohesive cohesin barrier function is required for transcription-mediated chromatin domain insulation

Two mechanistic models can explain why strong reduction in global transcription did not substantially diminish insulation attributed to convergent transcription. (i) Even low transcriptional activity in LBCs suffices to produce insulation via interactions between loop-extruding SMC complexes and RNA polymerase. (ii) Active transcription redistributes cohesive cohesin toward gene termini, where it acts as a barrier to extrusion. Following transcription shutdown, cohesive cohesin presumably remains in the previously occupied locations, providing insulation even in the absence of hypertranscription. To discriminate between these models, we grouped genes with the same orientation (making gene “tandems”) by length and transcriptional activity (Fig. 9A, Materials and methods) and constructed averaged contact maps of chicken oocytes at LBC and post-LBC stages. Model 1 predicts a marked stage-dependent loss of insulation for “weak” tandem pairs but preserved insulation for “strong” tandem pairs. Model 2, in contrast, predicts stronger insulation for long tandem pairs and weak insulation for short tandem gene pairs, with at most a modest overall decrease when transcription is reduced. This pattern arises because longer tandems accumulate more cohesive cohesin at gene termini, thereby forming a more effective barrier to loop extrusion. Under model 2, a global reduction in transcription is expected to attenuate insulation only modestly within each group, since even infrequent transcriptional passages that advance RNA polymerase to gene ends are sufficient to maintain cohesin in a barrier-competent (“locked”) state.

**Figure 9.**
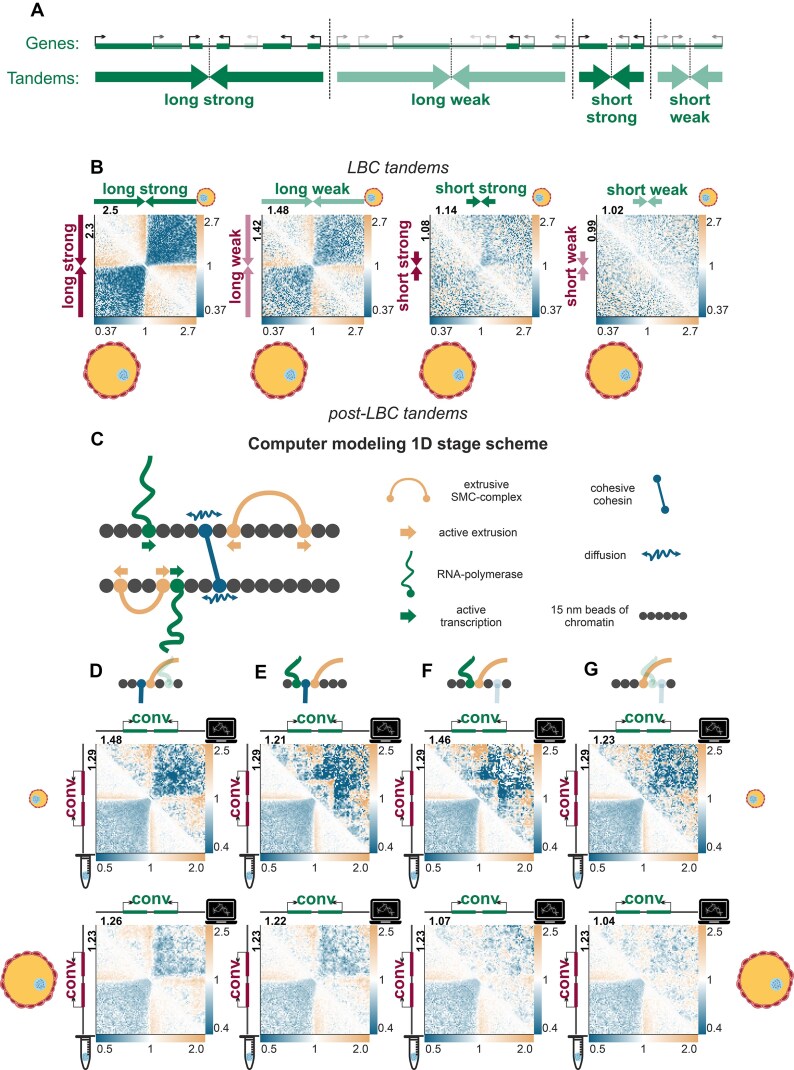
Comparison of the averaged contact maps for convergent gene tandem pairs and computer models at LBC and post-LBC stages. (**A**) Schematic of tandem construction: adjacent co-directional genes are merged into a single tandem unit. Tandem length and “strength” are defined in Materials and methods; transparency encodes transcriptional activity (lower opacity = lower activity). Analyses in this study focus on pairs of neighboring tandems in a convergent orientation. (**B**) Aggregate observed-over-expected (O/E) Hi-C maps for four classes of convergent gene tandem pairs (“long strong,” “long weak,” “short strong,” “short weak”; see Materials and methods) for (upper triangle) and post-LBC (lower triangle) stages. Insulation scores are shown at the upper left of each panel. All panels show aggregated maps for convergently oriented tandem pairs within a ± 500 kb window around their midpoint; resolution: 10 kb. (**C**) Schematic of the one-dimensional simulation framework. (**D–G**) Aggregate O/E maps comparing simulation outputs (upper triangle) versus Hi-C (lower triangle) for LBC (first row) and post-LBC (second row) chromatin; insulation scores as in (A); all panels show aggregated maps for convergently oriented gene pairs within a ± 500 kb window around their midpoint; 10-kb resolution. Parameter regimes (schematics above each panel set): (D) low loop-extruding SMC bypass probability for cohesive cohesin and near-certain bypass for RNA polymerase; (E) low bypass probability for both; (F) near-certain bypass for cohesive cohesin and low for RNA polymerase; (G) near-certain bypass for both .

Consistent with Model 2, Fig. 9B shows robust insulation at long convergent tandem gene pairs with only a slight decrease from LBC to post-LBC, whereas short “strong” convergent tandem pairs exhibit weak insulation and short “weak” convergent tandem pairs show little to none.

To further test Model 2, we implemented a polymer simulation of a lampbrush-like chromosomal segment (Fig. 9C and Supplementary Fig. S12; see Materials and methods) with four interaction regimes between loop-extruding SMC complexes and moving barriers (RNA polymerase and cohesive cohesin):

1. Low loop-extruding SMC bypass probability for cohesive cohesin, but near-certain bypass for RNA polymerase (Fig. 9D)
2. Low bypass probability for both (Fig. 9E)
3. Near-certain bypass probability for cohesive cohesin, low for RNA polymerase (Fig. 9F)
4. Near-certain bypass probability for both (Fig. 9G)

In all regimes, transcribing RNA polymerases push ahead both loop-extruding SMC complexes and cohesive cohesin; initial conditions therefore place cohesive cohesin near tandem ends. The simulations support Model 2: only regimes in which cohesive cohesin functions as a barrier reproduce the post-LBC insulation pattern (Fig. 9D and E), and accurate recapitulation of the LBC maps further requires that loop-extruding SMC complexes can efficiently bypass RNA polymerase (Fig. 9D). When loop-extruding SMC rarely bypasses RNA polymerase, the model produces artifactual contact enrichment between convergent gene ends (Fig. 9E and F).

These integrative analyses and simulations demonstrate that cohesive cohesin functions as a transcription-anchored barrier essential for domain insulation in LBCs. The data strongly support Model 2, where active transcription redistributes cohesive cohesin to gene termini (thus accumulating cohesive cohesin at convergent gene pairs), establishing persistent insulation even after transcriptional reduction. Additionally, the consistency of computer Model 2 with lampbrush-chromosome architecture is supported by the close visual agreement between the simulated structures and FISH-mapping data (see Supplementary Note S3 and Supplementary Fig. S13).

## Discussion

*A unified model of LBCs formation*. In many vertebrates, oogenesis is accompanied by hypertranscription aimed to accumulate maternal RNA and leading to significant chromosome decondensation into a lampbrush conformation. Our study offers the first comprehensive, genome-wide analysis of chromatin architecture in chicken oocytes during the LBC stage. Despite LBCs being discovered over a century ago [106, 107], our findings provide a new understanding of their architecture and function at unprecedented resolution and across the entire genome. By integrating these results with established knowledge and applying polymer physics, we propose a unified model elucidating the mechanisms underlying lampbrush chromatin organization (Fig. 10).

**Figure 10.**
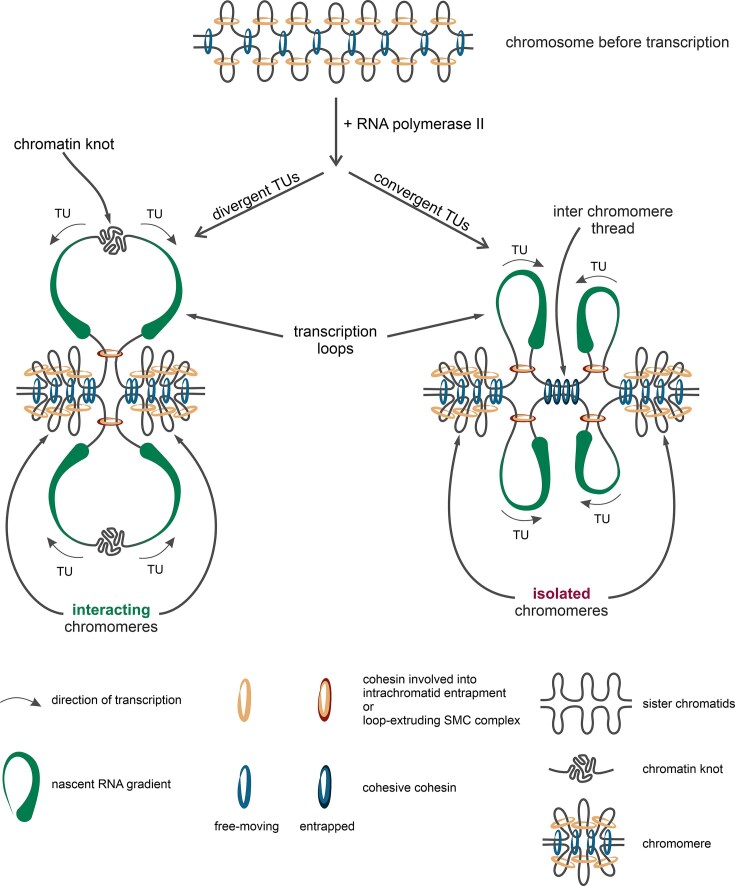
Mechanisms underlying the formation of chromomere–loop complexes in LBCs. Active transcription increases chromatin stiffness and generates pressure that pushes TUs outward from the chromatin axis. Elongating RNA-polymerases remove histones and translocate cohesive cohesin toward the ends of TUs. In the case of convergent transcribed gene pairs, this results in accumulation of cohesive cohesin complexes between TUs, anchoring two transcription loops to the chromosomal axes. In the case of divergent transcribed gene pairs, the depletion of cohesive cohesin rings between TUs results in the detachment of the condensed chromatin knot from the chromatin axes. Loop-extruding SMC complexes active within transcriptionally silent regions form compact chromatin domains located on chromosomal axis. Transcriptionally silent regions separated by divergently oriented TUs can be bridged by extruders moving co-directionally with transcription and/or by intrachromatid entrapment by nonextruding cohesin. However, separation by convergently oriented TUs forms impenetrable barrier for extrusion due to cohesive cohesin accumulation, precluding interactions between flanking regions. These mechanisms underlie the segmentation of LBC into distinct chromomere–loop complexes.

Hypertranscription is the primary driver of LBC formation, which determines their chromomere–loop organization [57]. Here, we highlight several mechanisms linking transcriptional activity to their distinctive organization. First, the accumulation of ribonucleoprotein (RNP) complexes along the transcription loop axis increases chromatin stiffness [51, 92, 96] and generates pressure that pushes TUs outward from the chromosome axis. Second, RNA-polymerases travel along a DNA template as a tightly spaced convoy, displacing DNA-bound proteins from TUs [108, 109]. The removal of histones, combined with increased chromatin stiffness, extends the length of transcription loops.

Not all proteins, however, can be displaced by RNA polymerase. Cohesive cohesin, which topologically entraps DNA to hold sister chromatids together, most probably resists disassembly [110]. Instead, RNA polymerase translocates SMC complexes along the DNA [110, 111, 112], functioning as a motor that slides cohesive cohesin toward the ends of TUs [110]. Similarly, cohesin with extrusion activity is translocated or disassembled during transcription [36, 37, 38]. This creates directional barriers for the extrusion machinery at TU ends, either through direct interactions with the transcription complex or indirectly via accumulated cohesive cohesin, which blocks reloading of dynamic cohesin extruders [113].

In LBCs, active TUs remain free of cohesive cohesins, leading to local decoupling of sister chromatids. In contrast, downstream regions of TUs enriched in cohesive cohesin remain tethered to the chromosomal axis (Fig. 10).

A defining feature of LBCs is the presence of transcription loops, both monogenic and multigenic, varying in length [57]. Integration of Hi-C maps, oocyte nuclear RNA-seq data, and FISH mapping reveals that transcription loops often appear as Hi-C “cross” patterns, characterized by reduced contacts with adjacent regions. This pattern is consistent with loops being histone-free TUs extruded from the chromatin axis due to ribonucleoprotein pressure, increased stiffness, and cohesive cohesin depletion (Fig. 10).

Transcriptionally inactive regions are enriched with extrusion complexes and cohesive cohesins, leading to their compaction and appearance as contact domains with long-range interactions (Fig. 10). FISH analysis shows that transcriptionally inactive regions correspond to intrachromomeric loci (this study and [57, 61]). Our model of inactive chromatin organisation within chromomeres is based on previous models of lampbrush chromomere structure that involve cohesive cohesin and condensin complexes in maintaining LBC axes [50, 114, 115, 116]. In particular, cohesin complex subunits have been revealed within chromomere cores and in interchromomeric regions [88], while condensin subunit has been found to be enriched within chromomeres [103]. Moreover, we have taken into account microscopic observations of the rosette structure of discrete lampbrush chromomeres separated by interchromomeric fibre [48].

Our data reveal how transcription-dependent repositioning of SMC complexes establishes boundaries between chromomere–loop complexes (Fig. 10). A single transcribed gene creates a unidirectional barrier at its termination site but does not fully insulate flanking regions, as extrusion complexes can move co-directionally with transcription. Similarly, clusters of closely spaced co-directional genes result in SMC complex accumulation at the end of the last TU, allowing residual interactions between adjacent regions.

In contrast, convergent gene pairs concentrate cohesive cohesin complexes between TUs, forming an impenetrable barrier and anchoring two transcription loops to the chromosomal axis (Fig. 10). Consistent with our Hi-C and cytological data, convergent gene pairs define boundaries between chromomere–loop complexes. Longer genes in a convergent pair increase the likelihood of at least one cohesive cohesin molecule being translocated to the intergenic region, reinforcing the boundary. Thus, the probability of boundary formation scales with gene length.

Unlike intergenic regions between convergent gene ends, those separating divergent gene starts are depleted of cohesive cohesin (Fig. 10). Extrusion complexes and histones loaded within these regions mediate their compaction. These regions are tethered to the chromosomal axis if residual cohesive cohesin is present or remain untethered and manifest as a part of lateral loop if it is absent (Fig. 10). Consistent with this, we observed small contact domains corresponding to cytologically visible chromatin knots between adjacent TUs. These knots frequently occur when divergent genes are transcribed in opposite directions from a compact chromatin domain [57], aligning with the described mechanisms.

Extrusion complexes loaded between divergent gene pairs can traverse the genes co-directionally with transcription, bridging flanking regions. Thus, a divergent gene pair can form a loop without strong insulation of neighboring loci. In contrast, as discussed above, convergent gene pairs block extrusion complexes due to cohesive cohesin accumulation between them (Fig. 10). This mechanism explains the observed enrichment of convergent gene pairs at contact domain boundaries.

Simulations based on these mechanisms using a physical chromatin model accurately reproduce both the genome-wide statistical properties of chromatin contact distribution and the specific packaging observed at individual loci.

*Opened questions*. Although the obtained data unequivocally shows that interaction between RNA polymerases and SMC complexes is the major mechanism explaining LBC formation, nuances of this mechanism remain to be elucidated.

It is not clear how many extrusion complexes are involved in LBC organization and what is their subunit composition. It is established that the XCAP-D2 (condensin I subunit) and SMC1A, SMC3, Rad21, STAG1, and STAG2 (cohesin subunits) are present on the LBCs [88, 103]. However, it remains unclear whether RAD21 functions solely within cohesive cohesin or also as a part of extrusive cohesin. This leaves the possibility of one to four types of extruders contributing, including cohesin-STAG1, cohesin-STAG2, condensin I, and condensin II, each potentially varying in lifetime, density, and velocity.

From the observed peak positions of the *P*(s) slope (Supplementary Fig. S7A), we estimate an extruder density of approximately 1 per 100–200 kb in our models. This is comparable to the density of condensin II in interphase or condensin I in prometaphase [117].

Another open question concerns the probability of an extruder traversing chromatin in the direction opposite to RNA polymerase. Banigan *et al.* [37] assumed the permeability of RNA polymerase to SMC with probability ∼0.01 s^−1^, but our analysis suggests that this value is too low to reproduce LBC Hi-C data. In LBCs, RNA polymerase complexes are tightly spaced [109]. Given a polymerase velocity of ∼100 bp/s [93] and the extruder velocity of 675 bp/s [94], the overstep probability would be ∼0.15 s^−1^. This overstep probability indicates that the extruder would frequently become blocked within the gene body. Therefore, the permeability must exceed 0.15 s^−1^ for extruders moving against the direction of transcription to pass through the gene body effectively. This increased permeability would allow extruders to traverse TUs with tightly spaced RNA polymerases, aligning with the observed chromatin organization in LBCs.

Our model highlights the critical role of cohesive cohesin relocation in response to transcriptional activity, alongside interactions between RNA polymerase and extrusion complexes, in shaping LBC architecture. Interestingly, in yeast, transcription has been shown to promote chromatin loop formation even in the absence of loop extrusion ability in the cohesin variants [112]. The authors propose that cohesin can facilitate intrachromatid loop formation by topologically entrapping chromatin near transcription sites. Similarly, the hypertranscription characteristic of the LBC stage could contribute to chromatin loop formation through a transcription-dependent mechanism involving DNA loop capture by cohesin, independent of extrusion activity. This suggests that cohesive cohesins may partially supplement the role of extrusion complexes in establishing LBC architecture, emphasizing a combined mechanism of loop extrusion and transcription-dependent loop capture in shaping these remarkable chromatin structures (Fig. 10).

Another unresolved question is why CTCF-mediated insulation, a hallmark of chromatin organization in typical somatic cells, does not shape LBC contact domains in oocytes of birds in contrast to mouse diplotene oocytes at the NSN stage [42]. One hypothesis is that alterations in cohesin subunits during LBC formation, such as unknown post-translational modifications, could result in complexes that lose their CTCF-interacting ability. An alternative explanation is that CTCF is unable to bind active chromatin in LBCs due to the high density of RNA polymerase complexes occupying these regions. This transcription-driven exclusion could prevent CTCF from establishing its characteristic insulatory boundaries. Further investigation is required to determine the precise mechanisms underlying this phenomenon.

*Principles underlying LBC organization are universal across cell types*. Although LBCs exhibit a unique type of chromatin organization, the mechanisms underlying their structure are universal and can be observed across various cell types. For instance, transcription loops formed by long, highly expressed genes in somatic interphase nuclei show extensive externalization and reduced *cis-*contacts, resembling LBC transcription loops [92]. Similarly, loss of contacts or chromatin “melting” was observed in the case of highly expressed long neuronal genes [118]. LBC transcription loops also resemble actively transcribed genes in polytene chromosomes, which appear as puffs [53]. Hi-C maps of *Drosophila* polytene chromosomes revealed absence of TADs or chromatin contact domains in the puffed regions [119]. In addition, interbands in polytene chromosomes correspond to inter-TAD regions, which contain clusters of actively transcribed genes with a broad expression pattern [120] or the promoters and 5′ ends of such genes [121, 122]. Thus, loss of chromatin contacts within LBC loops is a common feature of highly transcribed genes in different model species and cell types.

Looping of actively transcribed genes, which do not interact with neighboring transcriptionally inactive chromatin but also do not form interactions with active loops from other domains, resembles the local compartments reported in oocytes [41] and meiotic sperm cells [44]. Similar attenuation of long-range interactions within compartments has also been observed in Anopheles mosquitoes [14]. Lack of compartments was also detected in the Drosophila polytene chromosomes [119]. In all four cases, the chromosomes adopt a rod-like structure, which likely explains the absence of long-range homotopic interactions in these models.

Previous studies have demonstrated that RNA polymerase can act as a “moving barrier” to extruding complexes in bacteria [35], yeast [36], slime mold *Dictyostelium discoideum* [38] and even for vertebrate cohesin [37]. However, in vertebrate cells, interactions between cohesin and RNA polymerase generally have a minor impact on chromatin architecture, becoming noticeable only in conditions that extend cohesin’s extrusion activity, such as Wapl + CTCF double knockout, and through extensive data aggregation across the genome [37]. In contrast, our findings suggest that extruder–RNA polymerase interactions as well as cohesive cohesin barrier function play a significantly greater role in the organization of LBCs, explaining the majority of short-range interactions in diplotene oocytes. These results suggest that transcription-mediated repositioning of SMC complexes represents an ancient, conserved mechanism shaping chromatin architecture across the tree of life.

## Supplementary Material

gkag316_Supplemental_Files

## Data Availability

All raw sequencing data and proceed data are available under GEO accession GSE288415. The program code used for LBC model simulation is freely and publicly available at https://github.com/genomech/LBC_model and https://doi.org/10.5281/zenodo.18998039. Any additional data in support of the findings of this study can be obtained from the corresponding authors upon reasonable request.

# Supplementary material for: The 3D genomics of lampbrush chromosomes highlights the role of active transcription in chromatin organization
**Source:** Nucleic Acids Res. 2026 Apr 13;54(7):gkag316. doi: 10.1093/nar/gkag316
**Supplement:** gkag316_Supplemental_Files

# Supplementary information

## ***The 3D genomics of lampbrush chromosomes highlights the role of active transcription in chromatin organization***

T. Lagunov, M. Gridina, A. Nurislamov, T. Kulikova, A. Maslova, V. Konstantinov, A. Popov, A. Krasikova, V. Fishman

|                                                                                                                                                                                                                                                             |           |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| <b>Supplementary Note 1. Two types of oocyte Hi-C libraries</b>                                                                                                                                                                                             | <b>2</b>  |
| <b>Supplementary Note 2. The concordance of Hi-C patterns with structural units of lampbrush chromosomes identified by microscopy analysis</b>                                                                                                              | <b>2</b>  |
| <b>Supplementary Note 3. Validation of lampbrush chromosome chromatin simulations using FISH-mapping microscopy data in individual regions</b>                                                                                                              | <b>3</b>  |
| <b>Supplementary Methods 1. Modeling</b>                                                                                                                                                                                                                    | <b>4</b>  |
| 1D                                                                                                                                                                                                                                                          | 4         |
| 3D                                                                                                                                                                                                                                                          | 5         |
| Simulated Hi-C contacts                                                                                                                                                                                                                                     | 7         |
| Simulated microscopic images                                                                                                                                                                                                                                | 8         |
| <b>Supplementary Figures</b>                                                                                                                                                                                                                                | <b>9</b>  |
| Figure S1. Schematic of the “Cross Pattern Score” (CPS) computation (see Methods).                                                                                                                                                                          | 9         |
| Figure S2. Single cell Hi-C quality controls.                                                                                                                                                                                                               | 11        |
| Figure S3. Chromatin organization of lampbrush chromosomes at different genomic distances. Extended version.                                                                                                                                                | 12        |
| Figure S4. Comparative analysis of A/B compartmentalization strength across chicken embryonic fibroblasts and oocyte stages.                                                                                                                                | 13        |
| Figure S5. Chromatin domains in chicken lampbrush chromosomes.                                                                                                                                                                                              | 15        |
| Figure S6. Comparison between DNA methylation/chromatin accessibility and transcriptional activity.                                                                                                                                                         | 16        |
| Figure S7. Chromatin domain properties.                                                                                                                                                                                                                     | 17        |
| Figure S8. FISH-mapping of the additional combinations of BAC clone-based probes on lampbrush chromosome 1.                                                                                                                                                 | 18        |
| Figure S9. The comparison of the Hi-C map patterns with the lampbrush chromosome chromatin domains identified by microscopy visualization for the LBC4 and LBC13.                                                                                           | 20        |
| Figure S10. Insulation at various genome features.                                                                                                                                                                                                          | 21        |
| Figure S11. Examples of de novo annotated genes which are transcribed at the lampbrush chromosome stage and absent in chicken v23 annotation of the ASM2420605v1 genome assembly.                                                                           | 22        |
| Figure S12. Schematic of the physical polymer model used for the 3D stage of lampbrush-chromosome simulations.                                                                                                                                              | 23        |
| Figure S13. Comparison of lampbrush chromosome chromatin simulation with FISH-mapping microscopy images.                                                                                                                                                    | 25        |
| Figure S14. Scaling curves ( $P(s)$ ) of different stages and types of oocytes.                                                                                                                                                                             | 26        |
| Figure S15. The Hi-C maps averaged near different genes or CTCF sites orientations for chicken oocytes and somatic cells.                                                                                                                                   | 27        |
| Figure S16. The Hi-C maps averaged near different genes or CTCF sites orientations for the lampbrush chromosome (LBC) stage oocytes of type 1 and 2, chicken embryonic fibroblasts (CEF) and the in silico mix of the LBC stage oocytes of type 1 with CEF. | 28        |
| Figure S17. Examples of the gene pair orientation in borders mistyping.                                                                                                                                                                                     | 29        |
| <b>List of Supplementary Tables</b>                                                                                                                                                                                                                         | <b>39</b> |
| <b>List of Online Supplementary Materials</b>                                                                                                                                                                                                               | <b>39</b> |
| <b>Bibliography</b>                                                                                                                                                                                                                                         | <b>40</b> |

### **Supplementary Note 1. Two types of oocyte Hi-C libraries**

Based on sequencing-derived statistics of the prepared Hi-C libraries, two distinct types of oocytes can be identified. 

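In the paper's Supplementary Table S1, the share of inter-chromosomal contacts runs from 0.0849% to 0.669% over the 14 LBC type 1 nuclei and from 0.0871% to 0.126% over the 4 post-LBC type 1 nuclei. It runs from 4.31% to 12.2% over the 6 LBC type 2 nuclei and is 3.47% in the post-LBC type 2 nucleus. The types were thus defined from the same libraries that gave the domain lists. The median domain length of LBC type 2 was 608 kb, 1.03 times that of the automatic list of LBC type 1.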

Type 1 oocytes exhibit less than 0.7% interchromosomal contacts, while type 2 oocytes display more than 3.5% interchromosomal contacts. In addition, type 2 oocytes show an enrichment of long-range contacts (see P(s) in Supplementary Figure S14). The origin of this dichotomy remains unclear. Notably, type 2 oocytes at the lampbrush chromosome (LBC) stage demonstrate clustering of domain boundaries highly similar to those observed in chicken fibroblasts, despite the visual differences in their Hi-C contact maps that do not suggest fibroblast contamination. Moreover, microscopic inspection of the samples supports the absence of somatic cell contamination.

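The automatic list of LBC type 2, from 6 nuclei, was compared with the other lists of boundaries. Its normalized F1 score was 1.76 with the automatic list of LBC type 1, 1.73 with post-LBC type 1 and 1.46 with post-LBC type 2, the lowest of the 6 pairs of automatic lists. Each lay above all 1000 re-positionings, the scale on which 1 is the mean of randomly re-positioned domains. Fibroblast boundaries were not analysed here.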

However, contact maps averaged around CTCF binding sites in type 2 oocytes resemble a mixture of signals from type 1 oocytes and fibroblasts (1) (Supplementary Figures S15-16), raising the possibility of biological mixing. In contrast, the saddle strength profiles of type 2 oocytes deviate from those of computational mixtures between fibroblast and type 1 oocyte nuclei (Supplementary Figure S4), arguing against simple contamination.

Two alternative explanations can be considered: 1) minor contamination of a single oocyte by a single somatic cell, which appears unlikely given experimental precautions, or 2) type 2 oocytes represent an earlier, pre-lampbrush developmental stage, where residual CTCF-associated contact domains remain detectable—a more plausible scenario supported by the data. 

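The boundaries of the post-LBC type 2 list, which comes from 1 nucleus, had a normalized F1 score of 2.13 with those of post-LBC type 1. The score was 1.76 with the automatic list of LBC type 1 and 2.22 with the manually refined one. Whether the normalized score was higher with post-LBC type 1 or with LBC type 1 thus depended on the LBC list. Before normalization, the F1 score was 0.529 with post-LBC type 1, 0.494 with the automatic LBC list and 0.426 with the manually refined one. It was thus highest with post-LBC type 1 whichever LBC list was used. The random means were 0.248, 0.281 and 0.192, so the manually refined list was set against the lowest. The median domain length of post-LBC type 2 was 688 kb, 0.796 times that of post-LBC type 1. With 1 nucleus, no spread between nuclei of this type could be measured.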

For post-LBC oocytes, type 2 likely corresponds to a later developmental stage than post-LBC type 1, as suggested from aggregated observed-over-expected maps (Supplementary Figures S15-16). Only type 1 oocytes were included in the main analyses of contact domains.

### **Supplementary Note 2. The concordance of Hi-C patterns with structural units of lampbrush chromosomes identified by microscopy analysis**

Four regions of interest covered by BAC clone-based probes were analysed by FISH mapping on isolated lampbrush chromosome preparations (Supplementary Table S3).

Region of interest B (70-73 Mb) on lampbrush chromosome 4 comprises 3 apparent contact domains (Supplementary Figure S9A). 

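The span of the 7 BACs of region B on chromosome 4 overlapped 2 manually refined domains of LBC type 1, from 68464001 to 72375000 and from 72384001 to 73910000, with lengths of 3911 and 1526 kb. It overlapped 5 domains of the automatic list. BACs 1 to 5 lay wholly in the longer manual domain and BAC 7 in the other.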

A clear “cross” pattern on chromatin contact map can be seen for region 7. In accordance, the actively transcribed gene within this region forms a medium sized transcription loop with a prominent RNP matrix (Supplementary Figure S9B,C).

Regions 1 and 2 also label transcription loops, but with a different density of RNP fibrils, corresponding to the nuclear RNA-seq profile (Supplementary Figure S9A). The RNP matrix for the transcription loop formed by region 1 is very thin, whereas the RNP matrix for the transcription loop formed by region 2 is more prominent.

The intra-domain regions 3, 4, 5 and 6 comprise untranscribed genomic segments together with short transcribed genes (Supplementary Figure S9A). According to FISH mapping on isolated lampbrush chromosomes, the BAC clone-based probe 4 labels a dense DAPI-positive chromomere and is in close contact with region 5 (Supplementary Figure S9C). 

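BAC 6 of region B, from 72217581 to 72388028, held the manual boundary at 72375000 and, in the automatic list, the boundary at 72368000. BAC 3, from 70665005 to 70856855, held the automatic boundary at 70720000, whereas the nearest boundary of the manual list was 1518 kb away.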

On the obtained Hi-C maps, regions 3 and 6 correspond to the contact domain boundaries. In our FISH mapping, probe 3 labels two chromomere parts connected by an inter-chromomere thread (Supplementary Figure S9C), while probe 6 labels chromatin knots close to the chromomere and region 5 (Supplementary Figure S9C).

On lampbrush chromosome 13, six BAC clone-based probes were localized by FISH mapping (Supplementary Figure S9F). The regions covered by probes 2 and 5 correspond to the “cross” pattern on the Hi-C maps obtained (Supplementary Figure S9F). 

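On chromosome 13, BAC 2 lay wholly in the manually refined domain of LBC type 1 from 4160001 to 5744000 and BAC 5 wholly in the next one, from 5700001 to 8800000. BAC 2 was 386 kb and BAC 5 was 921 kb from the nearest manual boundary. An automatic boundary lay inside each of them, at 5088000 in BAC 2 and at 7696000 in BAC 5.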

According to nuclear RNA-seq data there are two divergent transcription units in each of these genomic regions. FISH mapping revealed that genomic regions 2 and 5 correspond to relatively long transcription loops with tiny chromatin knots in the middle (Supplementary Figure S9D,E). 

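BAC 1 of chromosome 13 lay in the same manual domain as BAC 2, 139 kb from its left end, and BAC 4 in the same manual domain as BAC 5, 1039 kb from the nearest boundary. Neither of them held a boundary in the automatic list, where BAC 4 was 239 kb from the nearest one.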

The intra-domain regions 1 and 4 were mainly mapped within small chromomeres but with additional short transcription loops (Supplementary Figure S9D,E). Regions 3 and 6 were selected as regions at the boundaries of chromatin contact domains on the Hi-C maps (Supplementary Figure S9F). 

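BACs 3 and 6 each held a boundary in both lists of LBC type 1. In the manual list, neighbouring domains overlapped between 5700000 and 5744000 inside BAC 3, and the boundary at 8800000 lay inside BAC 6. The automatic boundaries stood at 5744000 and 8768000. Of BAC 3, 70.6% lay in the manual domain to the right of its boundary, and of BAC 6, 74.7% lay in the manual domain to the left.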

In the nuclear RNA-seq profile, there were two convergent transcription units in each of these genomic regions. On isolated lampbrush chromosome preparations, genomic regions 3 and 6 were mapped within parts of the transcription loops; additionally, region 6 was localized within a chromomere (Supplementary Figure S9D,E).

### **Supplementary Note 3. Validation of lampbrush chromosome chromatin simulations using FISH-mapping microscopy data in individual regions**

To confirm that our simulations reproduce not only genome-averaged Hi-C patterns but also the 3D architecture of individual loci, we simulated chromatin structures for genomic region on chromosome 1 previously analyzed by FISH (Supplementary Figure S13A). To compare the simulation results with FISH data, simulated chromatin structures were flattened and chromatin segments were color-coded in blue scale based on AT-fraction (to mimic DAPI staining) or assigned pseudocolors matching BAC clone hybridization images (Supplementary Figure S13B-D). To visualize the nascent RNA on a chromatin, we plotted each bead using bead size proportional to the model-predicted ones.

The simulated structures recapitulate hallmark features of lampbrush chromosomes observed by microscopy: chromatin knots (Supplementary Figure S13B), transcription loops (Supplementary Figure S13C) and chromomeres (Supplementary Figure S13D). After planar flattening, the apparent radial extent of loops increases. Consistent with experimental observations (2), cohesin co-localizes with chromomere cores in the simulations (Supplementary Figure S13B).

In agreement with BAC 8 FISH-mapping data, a chromatin knot can appear either on the axis or radially displaced (Supplementary Figure S13B). Notably, in the native 3D (non-flattened) configuration both nodules reside near the axis within a typical chromomere radius. This supports a model in which the positions of chromatin knots on transcription loops (and the loop contour itself) are regulated by SMC-mediated tethering of the loop segments to the chromomeres. The same mechanism is consistent with RNA-FISH mapping for BAC 9 (Supplementary Figure S13C), which reveals an asymmetric loop relative to the axis: on one sister chromatid gene end is tethered to a chromomere, whereas on the other one gene end is not tethered.

Supplementary Figure S13D further illustrates the relative arrangement of multiple BAC clones on LBCs. The simulated geometry matches the overall ordering seen by FISH and additionally indicates the extent to which individual BACs may hybridize into adjacent chromomeres, occasionally causing two nearby foci to merge or, conversely, producing the visual impression of extra minor foci.

Finally, we demonstrate that polymer models can successfully simulate the 3D structures of complete chicken chromosomes. We found that the 9 Mb chromosome segment models remarkably resemble to the cytologically observed structures of lampbrush chromosome segments (see online supplementary data at [https://genedev.bionet.nsc.ru/ftp/by\\_User/tlagunov/LBCs/htmls/](https://genedev.bionet.nsc.ru/ftp/by_User/tlagunov/LBCs/htmls/)). These models capture the key

architectural features of LBCs, providing a robust framework for understanding their unique organization and facilitating direct comparisons with experimental data.

## Supplementary Methods 1. Modeling

### 1D

The first stage of modeling consists of creating one-dimensional arrays that carry information about the beads of the polymer chain and the objects placed on it: cohesive cohesins, active extruders and RNA polymerases.

The RNA polymerase approximate size is 15 nm (3), thus it covers the ~45 bp of DNA in the transcription process. So, the 45 bp bead of 15 nm size was chosen for actively transcribed regions. We will assume that a chromosome region without transcriptional activity is densely packed with nucleosomes. We used the 5 times condensation for the chromatin that is packed by nucleosomes (estimation based on (4)). Thus, the inter-gene chromosome regions were represented by beads containing 225 bp of 15 nm size.

LBC genes differ from each other by their length and transcription activity (i.e. total RNA-seq signal, see Methods). We assume the constant RNA polymerase velocity (~100 bp/sec (5)), thus the simulated genes should differ from each other by RNA polymerase density. Using the available marking of transcription units with the high activity in combination with their *rnap\_sep* it will be possible to immediately select chromatin regions where there will be almost no possibility of nucleosome landing due to the high density of RNA polymerases (*rnap\_sep* < 300 bp). This estimation contributes with the maximum reported distance between RNA polymerases of newt lampbrush chromosomes (~80 nm equal to ~245 bp for naked DNA, (6)). Dividing the length of such a region by the length occupied by a single RNA polymerase (45 bp) we obtain an integer number of beads on it, where each one accounts for approximately 45 bp. For less actively transcribed genes (*rnap\_sep* ≥ 300 bp) the linear condensation approximation was used (1). The direction of movement and the probability of landing for future RNA polymerases are also indicated here. An analogical operation is carried out with regions outside of highly active transcription units where each bead accounts for approximately 225 bp. All the resulting beads are collected into a single array – one sister chromatid.

$$1) BS = 45 \min\left(\frac{\lambda_t}{300}, 5\right)$$

Landing probability for RNA polymerases calculates as  $\frac{\tau}{V_p \lambda_t}$ , where  $\tau$  - time step duration in seconds,  $V_p$  - polymerase velocity,  $\lambda_t$  - estimated distance (separator) between polymerases for gene  $t$ .

At each time step (equal to 0.2 seconds), RNA polymerases land on the bead at the beginning of the transcription unit with a given probability if it is free. Previously landed RNA polymerases move to the next bead after a sufficient number of time steps, depending on the size of the current bead. The total accumulated length of the RNA tail for each RNA polymerase is recorded. Intron sequences are excised at the designated locations. If a bead in the direction of RNA polymerase movement is occupied by cohesin or loop-extruding factors (LEF), then the RNA polymerase begins to push this subunit and all subsequent subunits in the direction of movement until they run into another RNA polymerase. After the collision of SMC subunits, the RNA polymerase does not stop moving, removes LEFs located on its path and ignores cohesive cohesins.

At the initial moment of time, cohesins are loaded onto the chromatids. One part of the complex is loaded on the first chromatid, and the second one is symmetrically loaded on the other. The

cohesin packing density is equal to 100 Kb (estimation of 8-10 cohesins per Mb in late prometaphase (7)).

All active extruders of the model are also loaded onto chromatin at the initial time with a packing density of 90 Kb. As mentioned earlier in the Methods, condensins are loaded only on a pair of beads free of other objects, placing one of their subunits on one bead (thereby occupying it). In accordance with their speed, each time step attempts to move one of the subunits to the third bead (achieving the step length of ~40nm (8)) from the current position in the direction of movement, while the other does not move. But if the third bead is occupied by another LEF or RNA polymerase then the LEF tries to step on the second bead or on the first bead (if the second one is occupied too). If all three beads in the direction of moving are occupied, then the LEF subunit is stuck. Regardless of the movement success, the active subunit is fixed in place and the cycle is repeated for the other, thus effectively reproducing bidirectional extrusion. If there is an RNA polymerase in the path of movement, the active extruder can step over it with probability of 0.01 (based on (9)). Passing through another LEF or cohesive cohesin is not performed.

### 3D

Simulation of objects with a large number of beads requires large computing power (for example, a 20 Mb region corresponds to ~500,000 beads), so the optimal approach is to cluster them into new bigger beads that reproduce properties of a group of 10 beads. Physical parameters of new beads are calculated based on fractal dimensions.

The bond distance between neighboring beads is calculated as follows. First, the average fractal dimension ( $D_f$ ) for the cluster is calculated ( $D_f = 1$  corresponds to a straightened DNA strand, such places are usually encountered during active RNA polymerase binding,  $D_f = 3$  corresponds to the densest chromatin packing, places with a high concentration of nucleosomes) (2). In case of different bead types in one cluster (active genes, less active genes, non-transcribed chromatin), the average value of fractal dimension in a cluster was used. Then, the estimated fractal dimension value was used to calculate the linear size of the cluster  $L$ , simulated as bond length (3).

$$2) D_f = \frac{BS_c}{90} + 0.5$$

$$3) L = r_b \cdot cs^{\frac{1}{D_f}}$$

Here  $D_f$  is the fractal dimension,  $BS_c$  is the size of the bead cluster  $c$  in bp,  $r_b$  is the size of the base bead,  $cs$  is the number of beads in the cluster.

Another parameter of the bead cluster is the radius. It is determined from the following considerations: if this is a cluster of only nucleosomes, then the fractal dimension is maximal ( $D_f = 3$ ) and the formula (3) can be used, otherwise it becomes necessary to take into account the nascent RNA-protein complexes, simulated as chains hanging from the polymerases. The effective size of beads formed from such chains is calculated using the following formulas (4,5) (based on (6)).

$$4) R_t = \frac{a^{\frac{5}{4}} N^{\frac{3}{4}}}{\pi^{\frac{1}{4}} \lambda_t^{\frac{1}{4}}}$$

$$5) N = \frac{l_b \cdot 0.33}{2a}$$

Here  $N$  is the total number of chain links (monomers) emanating from the RNA polymerases of one cluster;  $a$  is the size of one monomer equal to 15 nm (estimated from SEM microphotographs in (10)),  $l_b$  is a total length of RNA on the RNA polymerase in base pairs (1 bp length is 0.33 nm).

The above  $\lambda_t$  was calculated based on the marked transcription units as  $k_{stage}/FPKM_t$  normalized to the minimum possible distance between RNA polymerases - 45 bp (the distance between neighbor RNA polymerases that touch each other).  $k_{stage} = 65$  for the lampbrush chromosome stage and  $k_{stage} = 1200$  for the post-lampbrush chromosome stage (the values were estimated based on the linear compaction of transcription loops). It is worth noting that in the case of overlapping sections of transcription units, the section with the smaller FPKM was excluded from the calculations.

The number and lifetime of LEFs were determined in two steps: a baseline estimate of the number of extruders based on the peak in the derivative  $P(s)$ , which corresponds approximately to the average loop size (11), on the other hand, an abrupt drop in  $P(s)$  after 1 Mb probably indicates the removal of condensins (the end of their lifetime). After that, the manual fitting of the lifetime and number of condensins was applied to the simulated region with BAC clones (achieving the correspondence of Hi-C contact maps and FISH microscopic images).

At the stage of spatial modeling, the bead-clusters of the chromatids are arranged in the form of a flat fractal (the sister chromatid is arranged parallel at a distance equal to the length of the cohesin), which ensures optimal initial conditions (compact size, sister chromatid spatial separation and absence of entangles).

LEFs and cohesins create harmonic bonds between given beads, at each time step all bonds are reassigned in accordance with 1D arrays. After each such reassignment of bonds, 1500 iterations of the molecular simulation are performed, which is sufficient for the system to reach local equilibrium (energy minimization at the initial conformation is performed in 15000 iterations to avoid residual stresses in newly formed bonds).

The potentials effects on the beads movement are (Supplementary Figure S12):

- Linear connectivity. Represents an existence of a polymer chain (DNA) or SMC complex (~40 nm) connecting bead clusters (6-8).
- Volumetric attraction and repulsion of bead clusters containing only nucleosomes (9). Here, the adhesion of nucleosomes caused by liquid-liquid phase separation, the presence of short nucleosome tails (weak effect, its influence on the observed structures is assumed to be insignificant), and the effects of volume repulsion were taken into account.
- Repulsive volumetric interaction caused by bead clusters with RNA polymerases. The presence of the RNA-protein complex hanging as a chain from the RNA polymerases must be taken into account when calculating interactions between beads, and included in the interaction potential (10).

$$6) U_{harm} = \frac{b(l-L)^2}{2}$$

$$7) D = wiggle \cdot L$$

$$8) b = \frac{2U_{harm}}{D^2}$$

$$9) U_{nucl}(r) = H(\sigma + R_1 + R_2 - r)E_{nucl} \left( \frac{r}{R_1 + R_2} - 1 \right)^2$$

$$10) U_{poly}(r) = H(R_1 + R_2 - r)E_{poly} \left( \frac{r}{R_1 + R_2} - 1 \right)^2$$

Here  $b$  is an elasticity coefficient,  $l$  is a distance between adjacent bead clusters,  $L$  is a link length between beads, *wiggle* is an wiggle percentage of length (0.02 for LEFs and cohesins),  $D$  is a distance at which bond energy equals  $kT$  (1 nm for all bonds between bead clusters),  $H$  is a Heaviside step function,  $\sigma$  is an adhesion term representing nucleosome tails,  $r$  is a distance between bead clusters.

The energies  $E_{nucl}$ ,  $E_{poly}$  and  $\sigma$  were selected for the best fit to the Hi-C data and microscopic images. Interestingly, the adhesion distance of nucleosomes given as  $\sigma$  converges with the length of short nucleosome tails (12).

The influence of the persistent length is directly determined by an extremely small parameter ( $1e-3$ ); it is believed that the repulsion between beads fully realizes persistence length.

The masses of the beads were taken to be equal to 0.1 Da, which allowed the influence of Brownian motion to be increased many times, thereby reducing the time required for calculation.

The chromosome 1 part from 55 Mb to 64 Mb was simulated. The 3D simulation stage was initiated 5 maximal LEF lifetimes after LEF loading and then run for an additional 2 maximal LEF lifetimes—sufficient for the polymer to reach a stable 3D configuration. For each parameter setting, we performed 20 independent replicas, yielding 20 single-oocyte fragments per setting. The parameter space followed a  $4 \times 2$  design: four encounter regimes governing how loop-extruding SMC complexes bypass (i) RNA polymerase and (ii) cohesin in its cohesive state, crossed with two RNA polymerase densities corresponding to the LBC and post-LBC stages. The four regimes were:

- (i) low loop-extruding SMC bypass probability for cohesive cohesin ( $p=0.05$  when the next bead was available) and near-certain bypass of RNA polymerase ( $p=1.0$  when the next bead was available);
- (ii) low bypass probability for both barriers (cohesive cohesin  $p=0.05$  when the next bead was available; RNA polymerase  $p=0.2$  when the next bead was available);
- (iii) near-certain bypass probability of cohesive cohesin ( $p=1.0$  when the next bead was available) and low bypass of RNA polymerase ( $p=0.2$  when the next bead was available);
- (iv) near-certain bypass probability of both barriers ( $p=1.0$  when the next bead was available).

#### Simulated Hi-C contacts

When talking about the captured conformations of "oocytes", the question arises of collecting contact maps under conditions of different bond lengths between beads and the number of contacts taken into account. The contacts themselves are collected as beads located at a maximum distance of 10 minimum cluster radius equal  $\sim 160$  nm (minimum cluster radius is  $\sim 16$  nm). Thus, we obtain a matrix of the number of pairwise contacts of beads. To reduce the map to a more realistic form, the number of contacts must be aligned with the number of *DpnII* restriction sites (normally no more than 4 counts for each *DpnII* site per single oocyte). Each value of contacts  $C_{ij}$  of bead pair  $i$  and  $j$  was divided by square root of their coverage multiplication to force the sum of contacts of each bin close to 1. Next, value  $C_{ij}$  was multiplied by square root of the desired bin coverage multiplication which is equal to the bead size  $B_i$  in base pairs divided by 256 (average *DpnII* site presence in genome) and multiplied by 4 (11). This procedure was applied

twice to reduce standard deviation of bins coverage. Knowing the sizes of the beads in base pairs, the resulting matrix is converted into a contact map in bp units and saved as “.mcool” maps with an experiment-like resolution list.

$$11) C_{ij} = \frac{C_{ij} \sqrt{\frac{4B_i \cdot 4B_j}{256 \cdot 256}}}{\sqrt{cov_i \cdot cov_j}}$$

### Simulated microscopic images

Chromosome preparations examined in light microscopy are essentially flattened for the purpose of fixation, labelling, presentation in a more convenient form for visual analysis and due to the limitations of microscopic equipment. During this process, some three-dimensional patterns are distorted and in the case of lampbrush chromosomes, they can become more pronounced. For example, loops with high transcriptional activity located close to each other could be more relaxed in 3D, but in the process of flattening, the displaced volume of RNA is forced to redistribute in the 2D dimension, creating additional pressure both inside and outside the loops. Such loops can become more elongated and at the same time be observed as lateral, rather than superimposed on the core. The model objects we created are intact three-dimensional conformations of chromatin (it is possible to collect artificial contact maps from them). To reproduce microscopic images, we acted on this conformation with an external force along the Z axis (since the simulated chromosome is usually elongated along the X axis):

$$12) U_{flat}(z) = H(|z|) \cdot z^2 \cdot E_{flat}$$

Here  $U_{flat}$  is flattening potential along the z axis,  $E_{flat} = 10^{-6}$  is a force multiplier chosen to be soft enough to smoothly compress the chromatin over  $10^7$  molecular dynamic steps (compression time) without introducing significant distortions into it.  $H$  - Heaviside function.

## Supplementary Figures

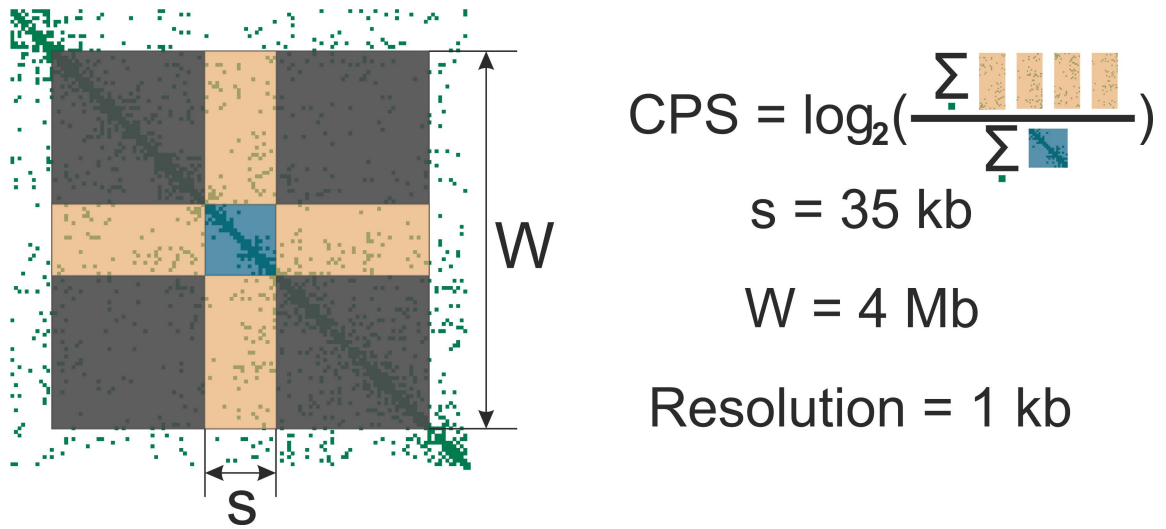

**Figure S1. Schematic of the “Cross Pattern Score” (CPS) computation (see Methods).**

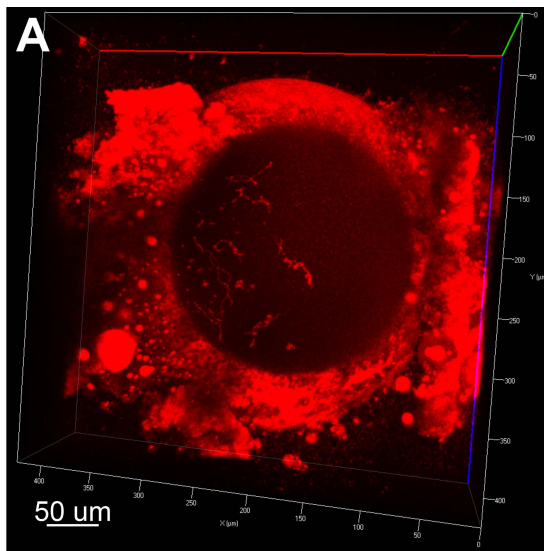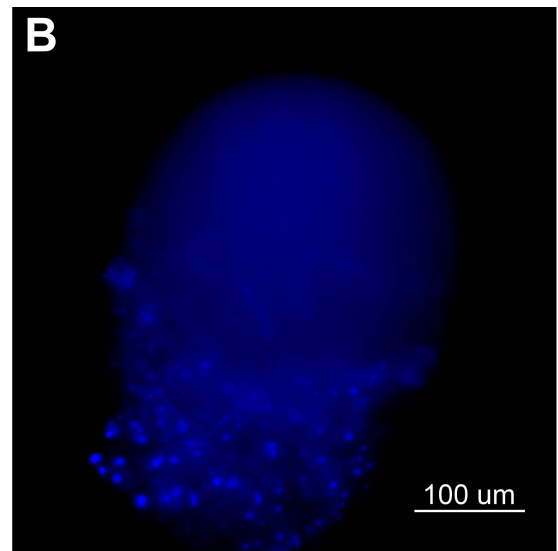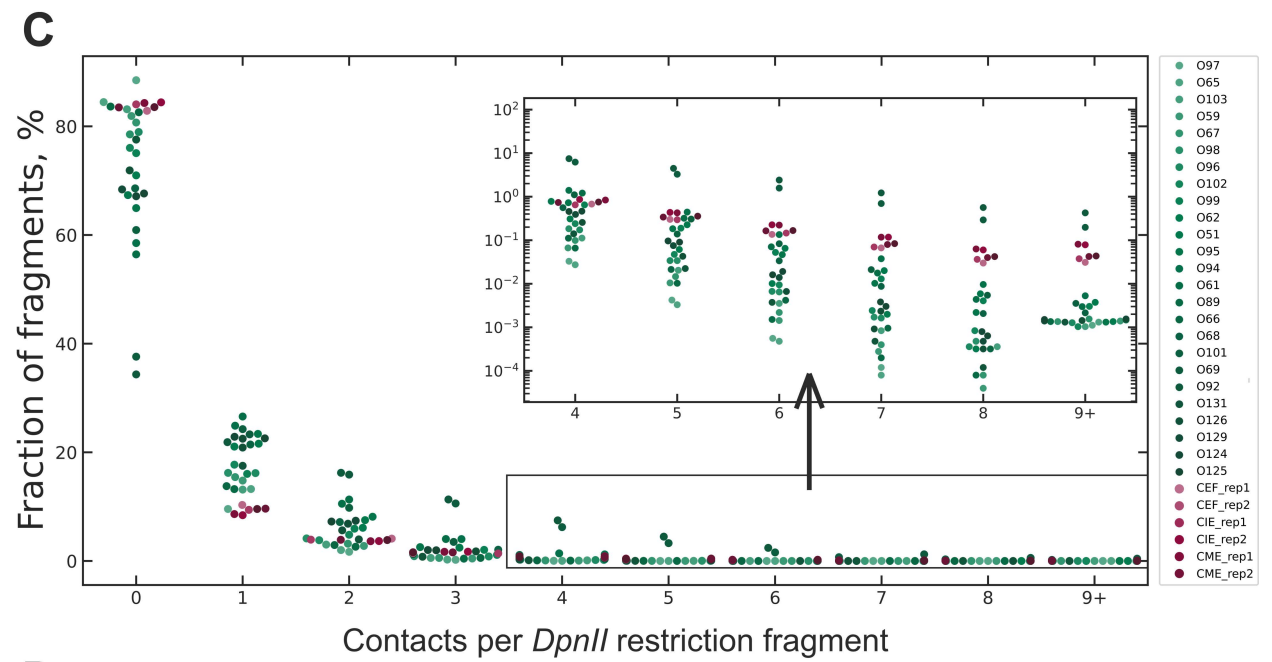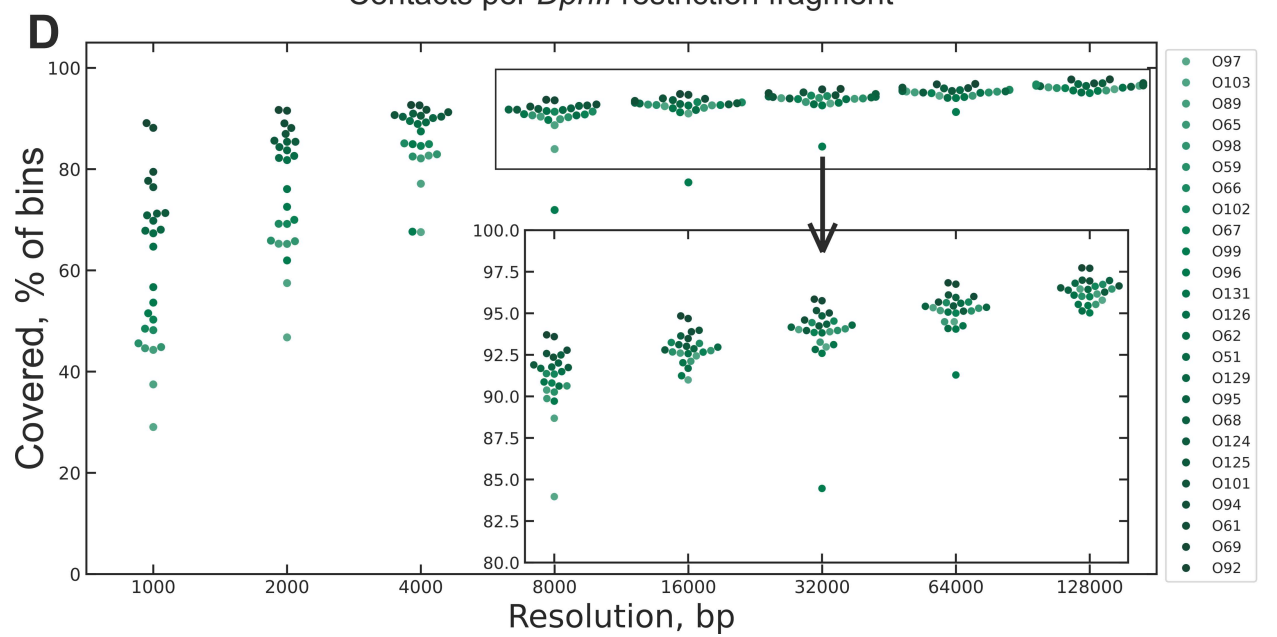

**Figure S2. Single cell Hi-C quality controls.**

- A) Lampbrush chromosomes stained with SYTO 61 (red) after formaldehyde fixation preserve their morphology.
- B) DAPI-stained sample containing chicken oocyte nucleus with manually added erythrocytes.
- C) Fraction of *DpnII* fragments with number of Hi-C contacts ranging from 1 to 8 (or more) after duplicate filtering of single oocytes, chicken embryonic fibroblasts (CEF, see Methods), chicken immature and mature erythrocytes (CIE and CME, see Methods).
- D) Fraction of bins with at least one measured interaction shown for each single nucleus Hi-C sample at different resolutions.

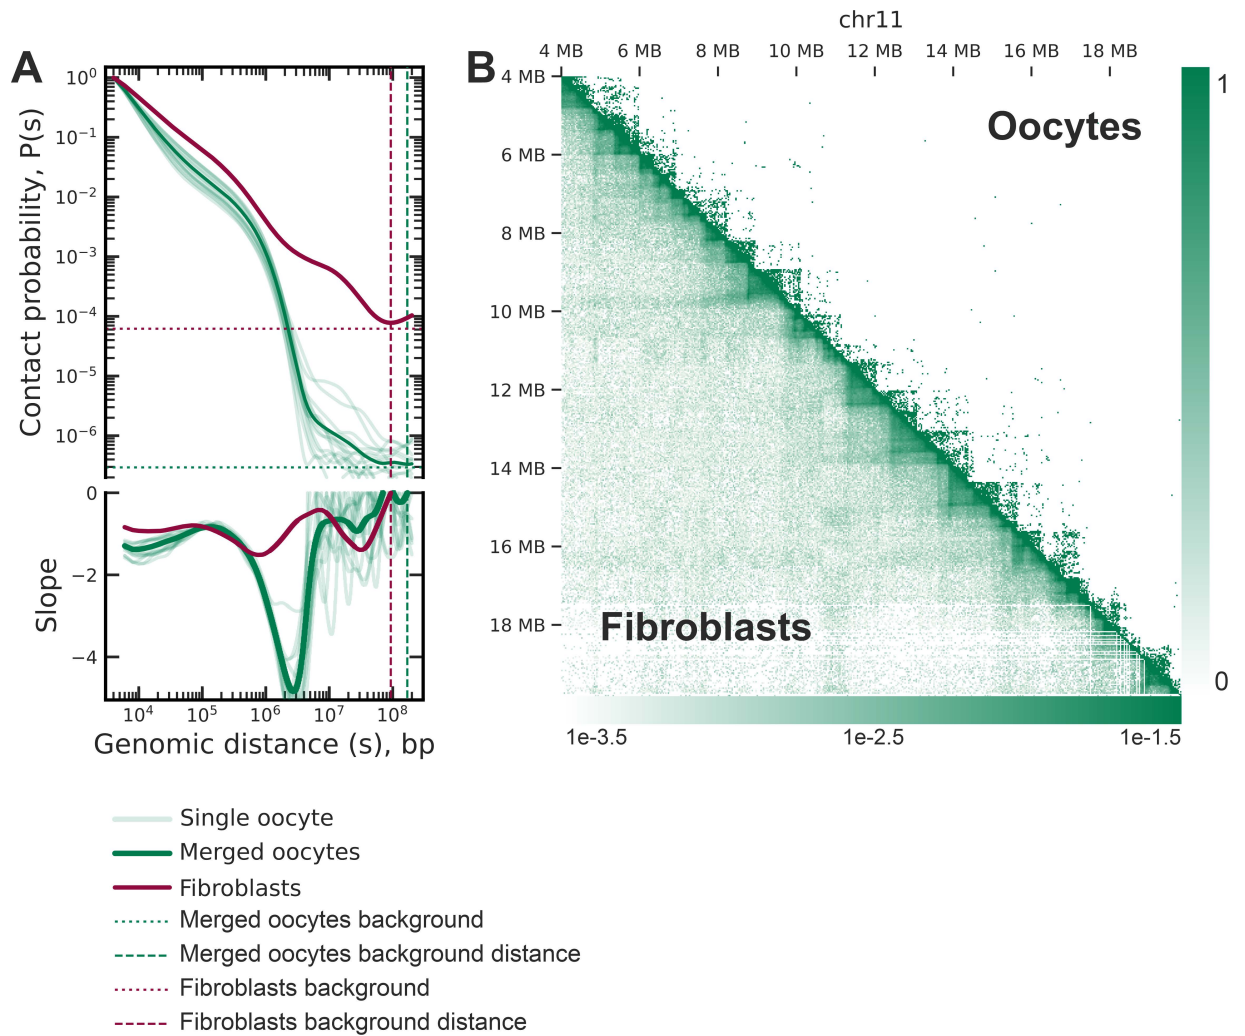

**Figure S3. Chromatin organization of lampbrush chromosomes at different genomic distances. Extended version.**

A) Contact probability versus the genomic distance for single and merged oocyte data (lampbrush chromosome stage, LBC) and chicken embryonic fibroblasts (see Methods). Horizontal dashed lines indicate background inter-chromosomal contact probabilities, while vertical dashed lines denote genomic distances at which these background levels are reached.

B) Hi-C contact maps comparing pseudo-bulk chicken oocytes and fibroblast cells for chromosome 11. The fibroblast map was balanced using *cooler balancing* tool (see Methods). Each bin represents 32 Kb.

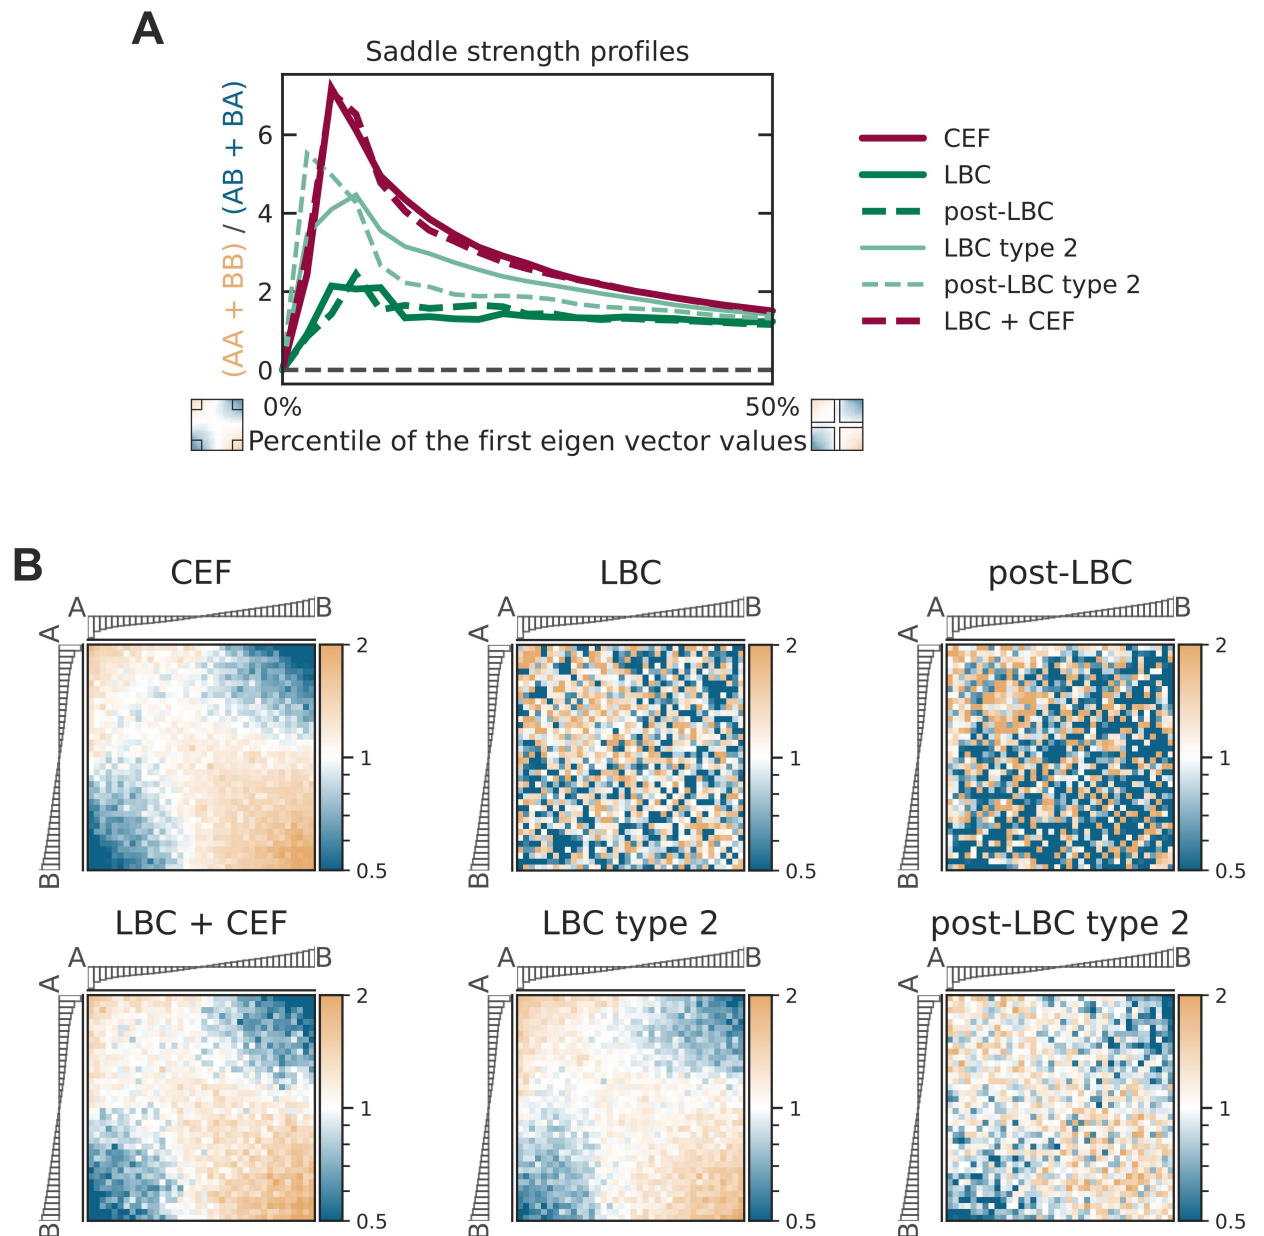

**Figure S4. Comparative analysis of A/B compartmentalization strength across chicken embryonic fibroblasts and oocyte stages.**

A) Saddle strength profiles derived from Hi-C data for the following conditions: downsampled bulk chicken embryonic fibroblasts (CEF, see Methods), oocytes at the lampbrush chromosome (LBC) stage, post-LBC oocytes, LBC and post-LBC oocytes of type 2 (see Supplementary Note 1), and a merged dataset combining LBC and CEF (representing a putative LBC type 2 chromatin state). The X-axis indicates the percentile of the first principal eigenvector used for binning, with increasing percentiles corresponding to broader averaging windows. The Y-axis reflects the compartmentalization strength, calculated as the ratio of intra-compartment (AA + BB) to inter-compartment (AB + BA) contact frequencies. Eigenvector decomposition was performed on CEF Hi-C data at 100 Kb resolution.

B) Saddle plots representing log-transformed observed-over-expected contact enrichments across percentile bins of the first eigenvector values. Each heatmap shows average compartmental interaction strength across all autosomes for each pair of percentile groups. Marginal barplots display the mean eigenvector values for each percentile group. Color intensity reflects the normalized interaction enrichment, with higher values corresponding to stronger compartmental segregation.

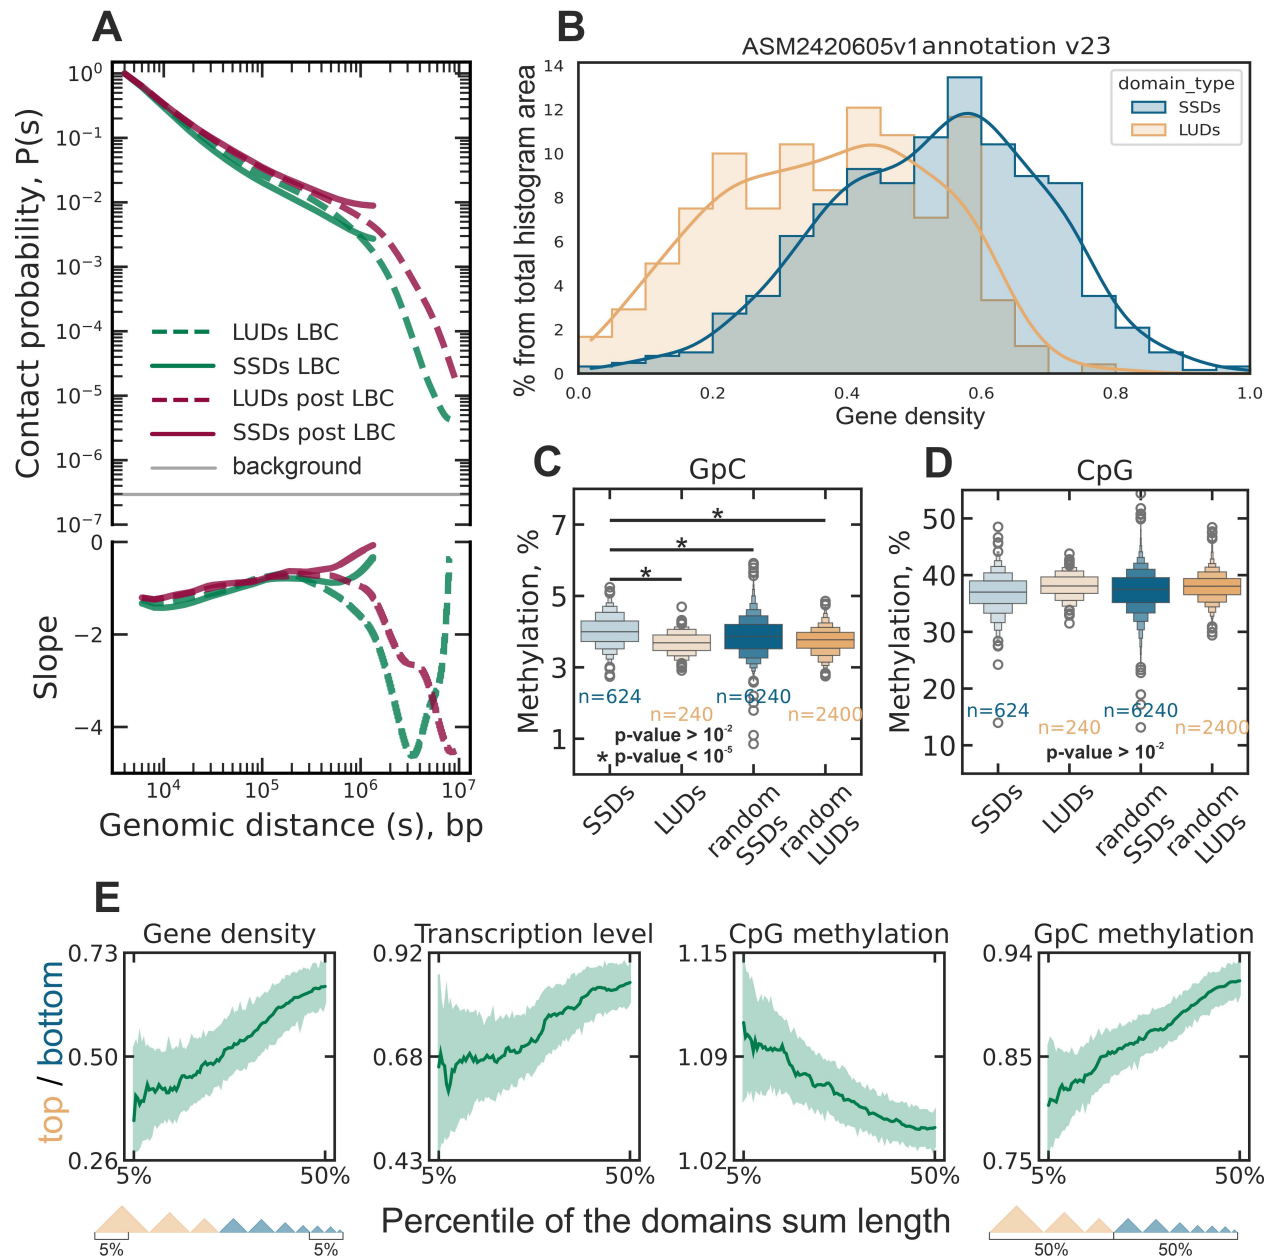

**Figure S5. Chromatin domains in chicken lampbrush chromosomes.**

- A) Contact scaling curves ( $P(s)$ ) for LUDs and SSDs in normal and late oocytes.
- B) The gene density distribution in LUDs and SSDs (based on ASM2420605v1 assembly, v23 annotation (13)).
- C) The GpC methylation distribution in LUDs and SSDs (with randomly shuffled domains as control). The GpC methylation profile was obtained from NOMe-seq experiment (see Methods).
- D) The CpG methylation distribution in LUDs and SSDs (with randomly shuffled domains as control). The CpG methylation profile from NOMe-seq experiment was merged with the methylation profile from (14) (see Methods).
- E) Percentile–coverage curves for gene density, transcriptional output, CpG methylation, and GpC methylation. Domains were ranked by length, and for each genome coverage fraction ( $X = 0\text{--}50\%$ ), the largest and smallest subsets whose cumulative lengths equaled  $X\%$  of the genome were selected. For each feature, the length-weighted mean values were calculated in both subsets and plotted their ratio (long/short), with 95% confidence intervals estimated by bootstrap resampling.

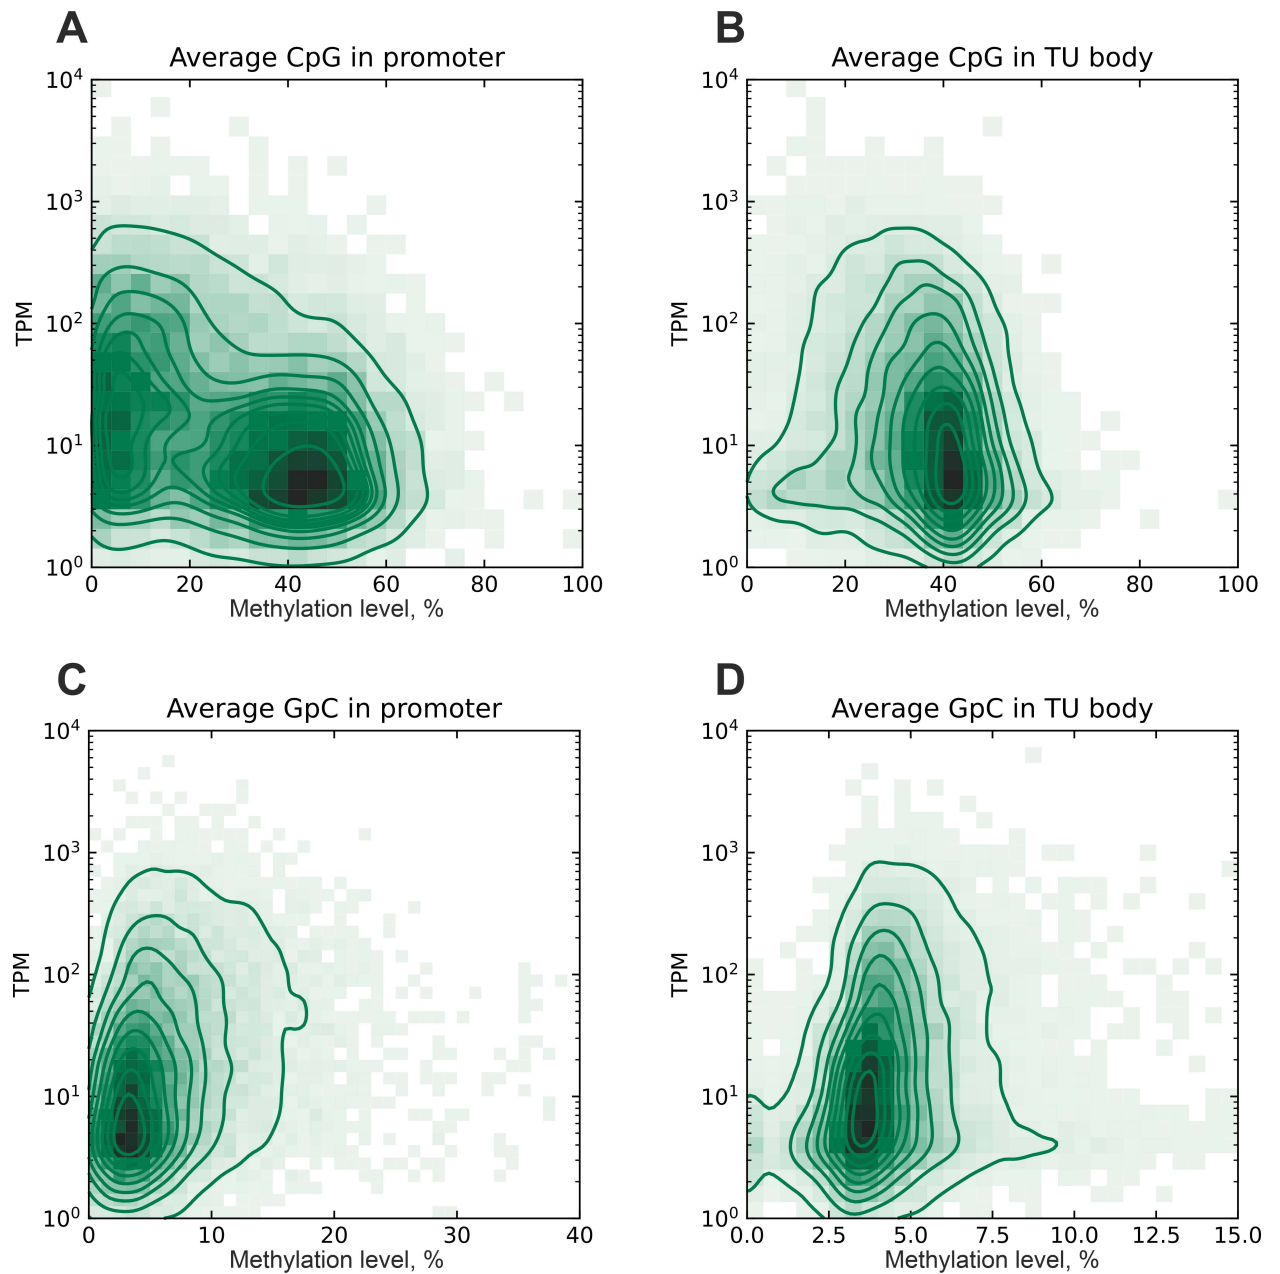

**Figure S6. Comparison between DNA methylation/chromatin accessibility and transcriptional activity.**

CpG methylation level in promoter (A) and gene body (B) vs the transcription activity. GpC methylation (NOME-seq measured proxy of chromatin accessibility) level in promoter (C) and gene body (D) vs the transcription activity.

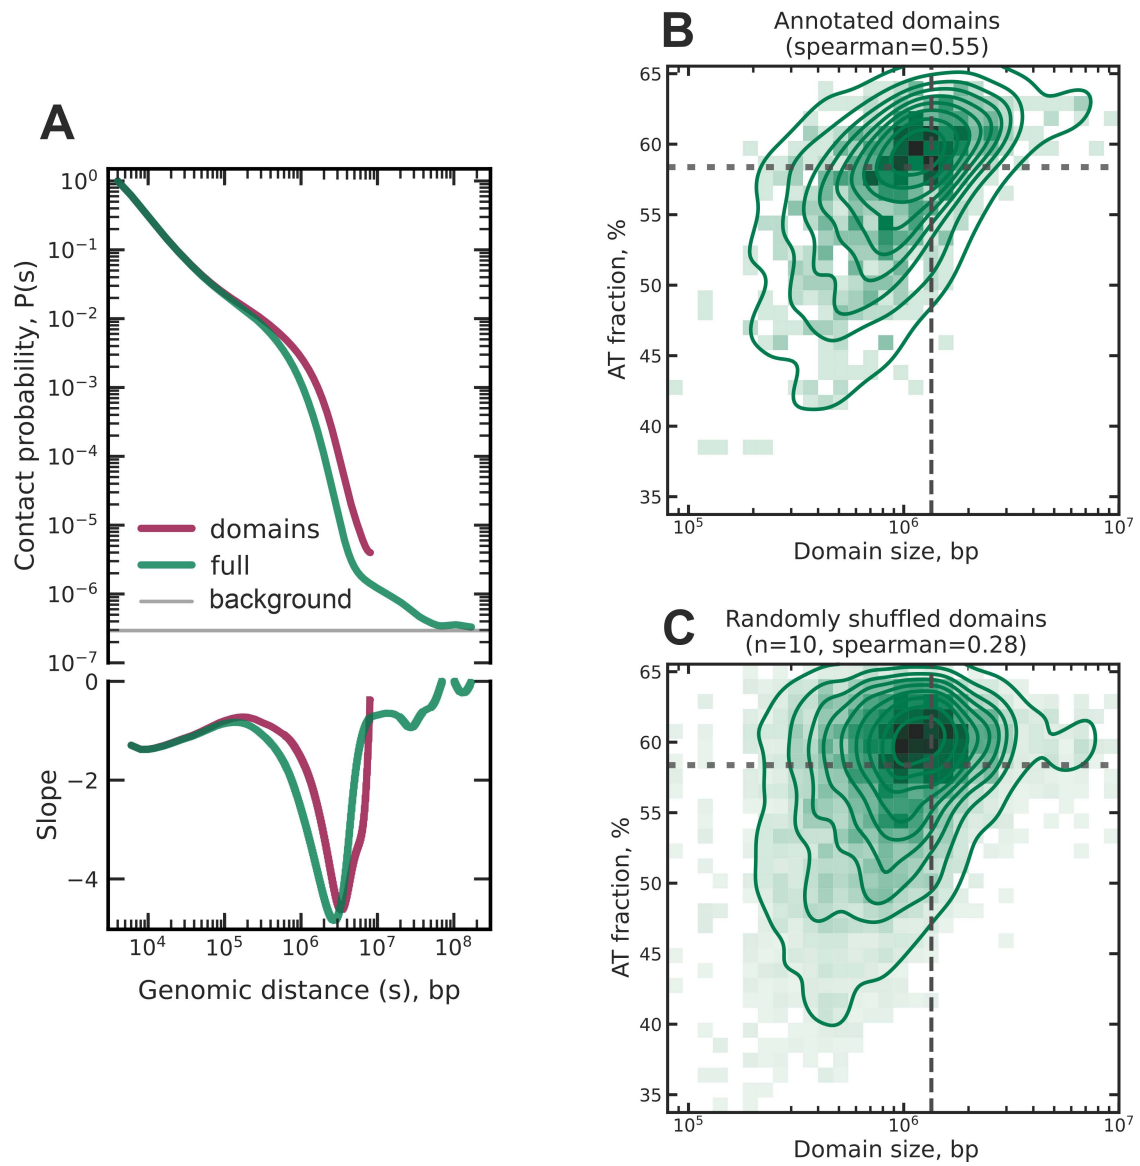

**Figure S7. Chromatin domain properties.**

A) Scaling curves ( $P(s)$ ) comparing intra-domain contacts and all chromosomal contacts for normal oocytes.

B) Domain AT fraction vs length. Vertical dashed line demonstrates the N50 of domain sizes (threshold between LUDs and SSDs). Horizontal dashed line demonstrates average AT fraction for the chicken genome.

C) Same as B for randomly shuffled domains.

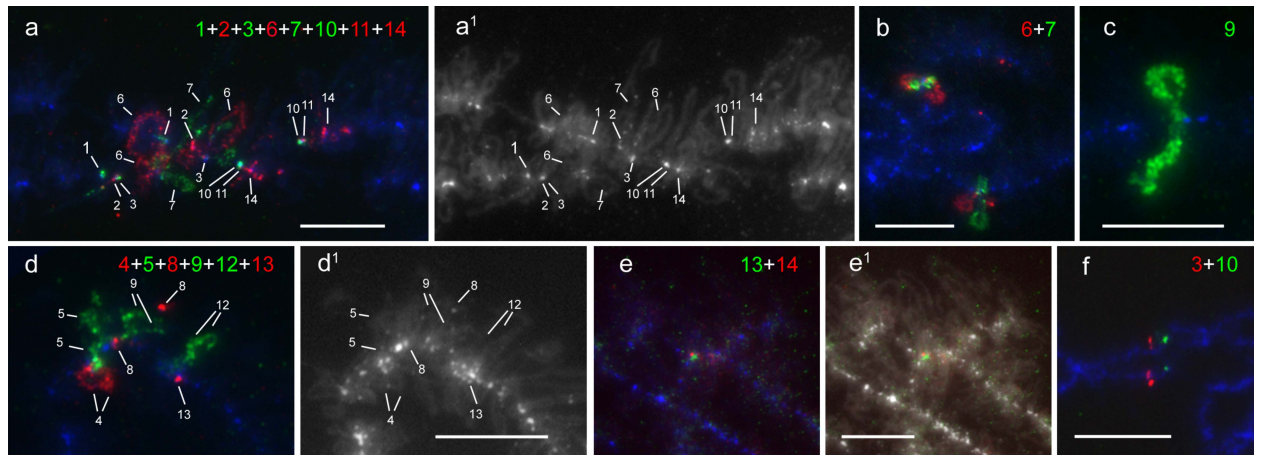

**Figure S8. FISH-mapping of the additional combinations of BAC clone-based probes on lampbrush chromosome 1.**

FISH mapping images for different combinations of BAC clone-based probes on lampbrush chromosome 1 (probe combinations of the corresponding colours are indicated on the panels). Genomic positions of BAC clones and corresponding Hi-C map pattern are shown on the Figure 5A. Chromosome fragments are oriented with their left end toward the left telomere. DNA+RNA FISH is shown on panels a, b, d, e, f, g; RNA FISH is shown on panel c. All panels include DAPI signal (blue or grayscale). On the panels a, a1 and d, d1 fluorescent signals from each of BAC clone-based probes are indicated. Panels a1 and d1 represent grayscale DAPI images with the positions of FISH-signals seen on a and d, correspondingly. On the panels c, d and d1 half-bivalents are shown. Schematic representation of chromomere-loop organization for a fragment of lampbrush chromosome 1 derived from FISH mapping data is shown on the Figure 5C. Scale bars: 10  $\mu$ m.

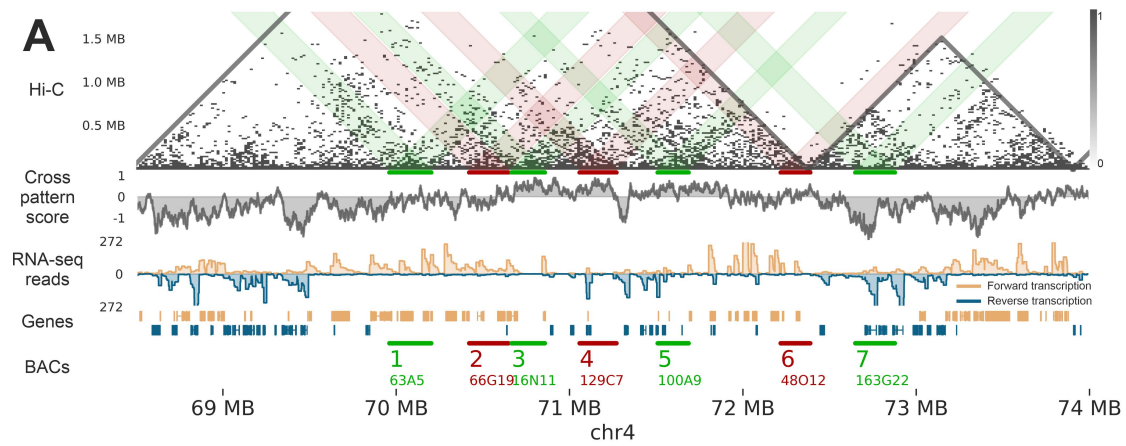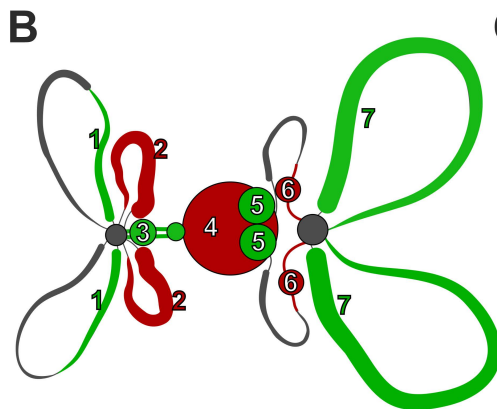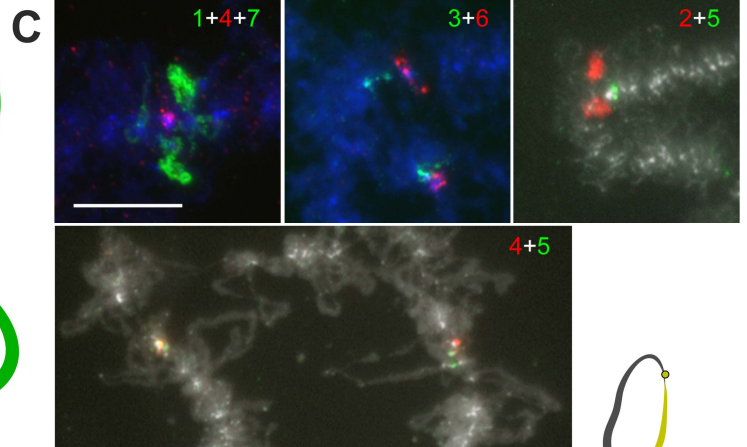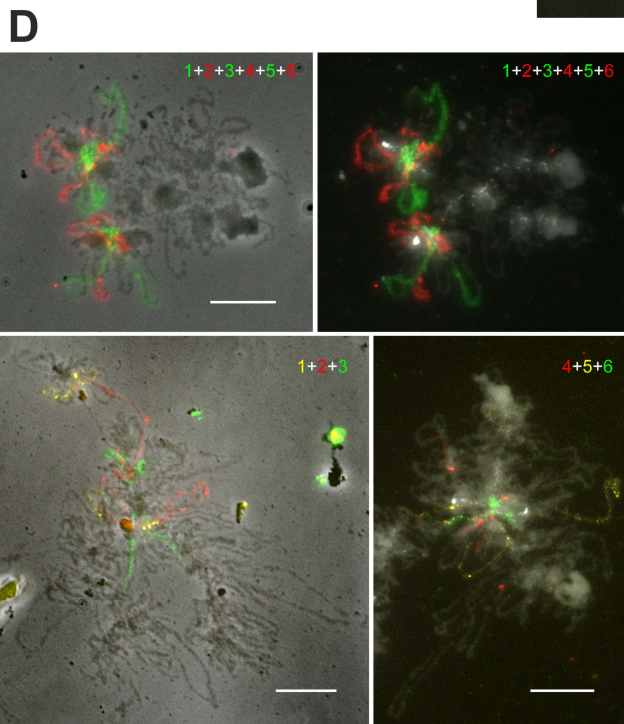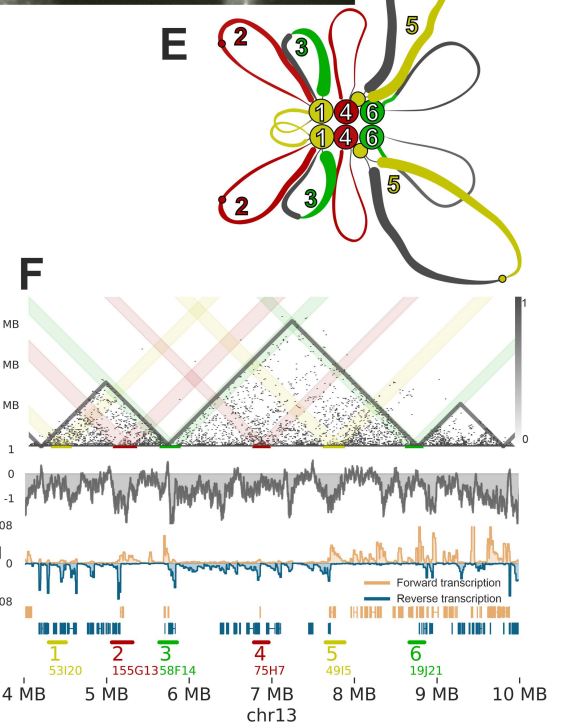

**Figure S9. The comparison of the Hi-C map patterns with the lampbrush chromosome chromatin domains identified by microscopy visualization for the LBC4 and LBC13.**

A) From top to bottom respectively: the oocyte nuclei Hi-C map of the chromosome 4 ROI B, with the colored highlights depicting interactions of the regions covered by BAC clone based probes; Cross Pattern Score (see Methods); total stranded RNA-seq data for lampbrush stage oocyte nuclei (15); annotation of transcription units (based on *de novo* transcriptome annotation, see Methods); numbers and names of BACs (see Table S3). Resolution 16 kb.

B) The scheme of the chromomere-loop organisation of lampbrush chromosome 4 ROI B, based on the FISH-mapping data (half-bivalent is shown). The numbers indicate the location of BAC clone based FISH-probes aligned on chromosome 4 ROI B.

C) Fragment of chicken lampbrush chromosome 4 showing DNA+RNA FISH mapping images of different BAC clone based probes combinations in the ROI B. Either half-bivalent or two half-bivalents are shown. Fluorescent images are merged with chromatin stained with DAPI (blue or grayscale).

D) Fragments of or whole chicken lampbrush chromosome 13 showing DNA+RNA FISH mapping images of different combinations of BAC clone based probes. Either half-bivalent or two half-bivalents are shown. Fluorescent images are either merged with phase contrast images or with chromatin images stained with DAPI (grayscale).

E) The scheme of the chromomere-loop organisation of lampbrush chromosome 13 fragment, based on the FISH-mapping data (half-bivalent is shown). The numbers indicate the location of BAC clone based FISH-probes aligned on chromosome 13.

F) From top to bottom respectively: the oocyte nuclei Hi-C map of chromosome 13 fragment, with the colored highlights depicting interactions of the regions covered by BAC clone based probes; Cross Pattern Score (see Methods); total stranded RNA-seq data for lampbrush stage oocyte nuclei (15); annotation of transcription units (based on *de novo* transcriptome annotation, see Methods); numbers and names of BACs (see Table S3). Resolution 16 kb.

Scale bars – 10  $\mu$ m.

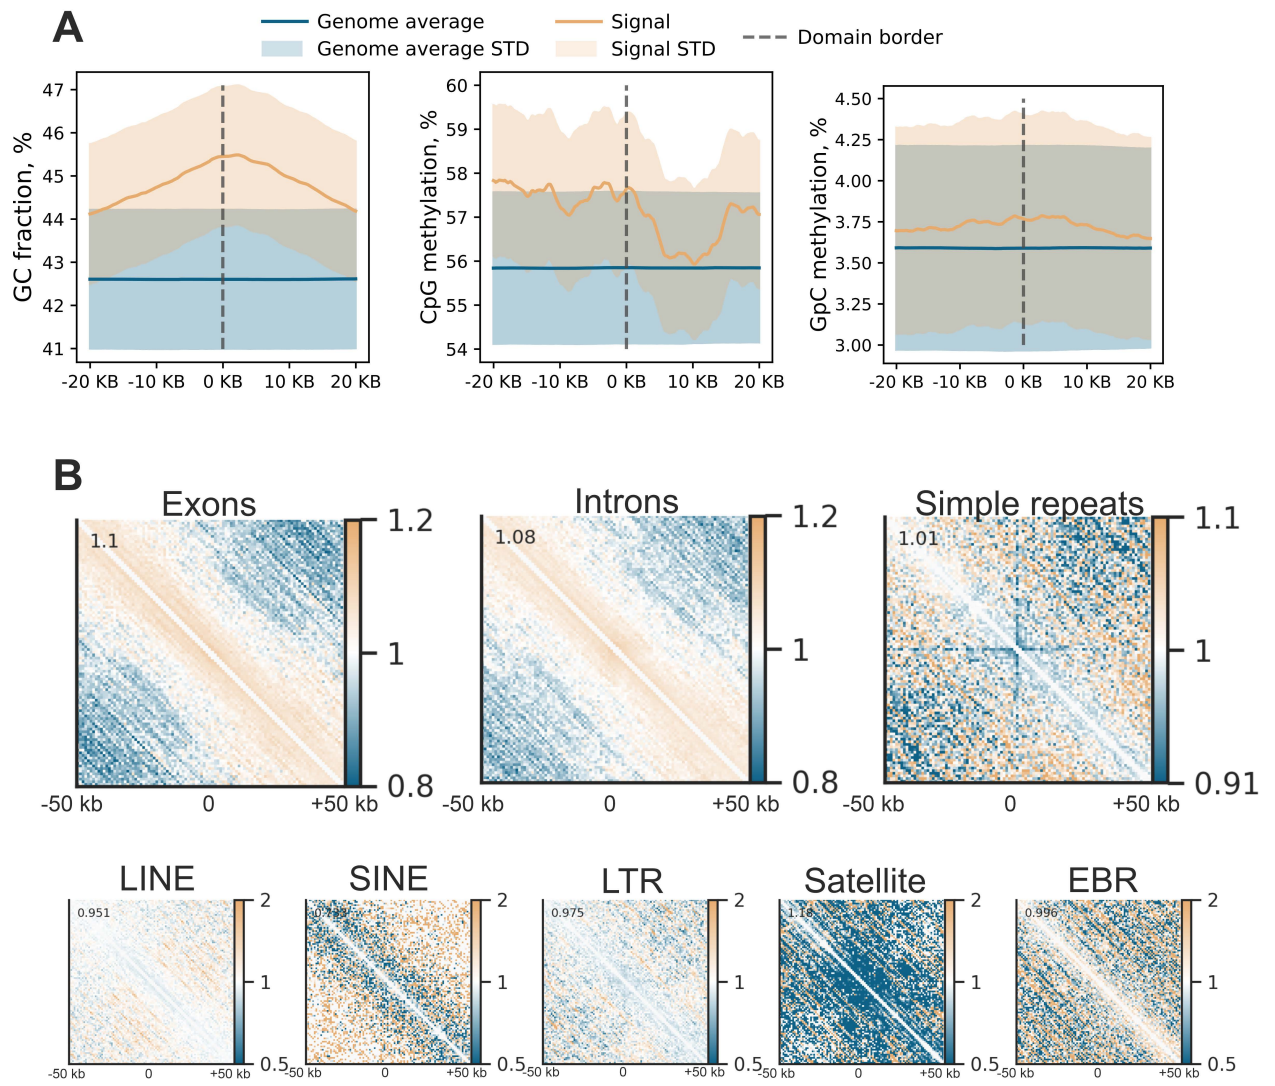

**Figure S10. Insulation at various genome features.**

A) GC fraction, CpG and GpC methylation across the domain boundaries.

B) The Hi-C contact maps for chicken oocyte nuclei averaged across different annotated genome elements

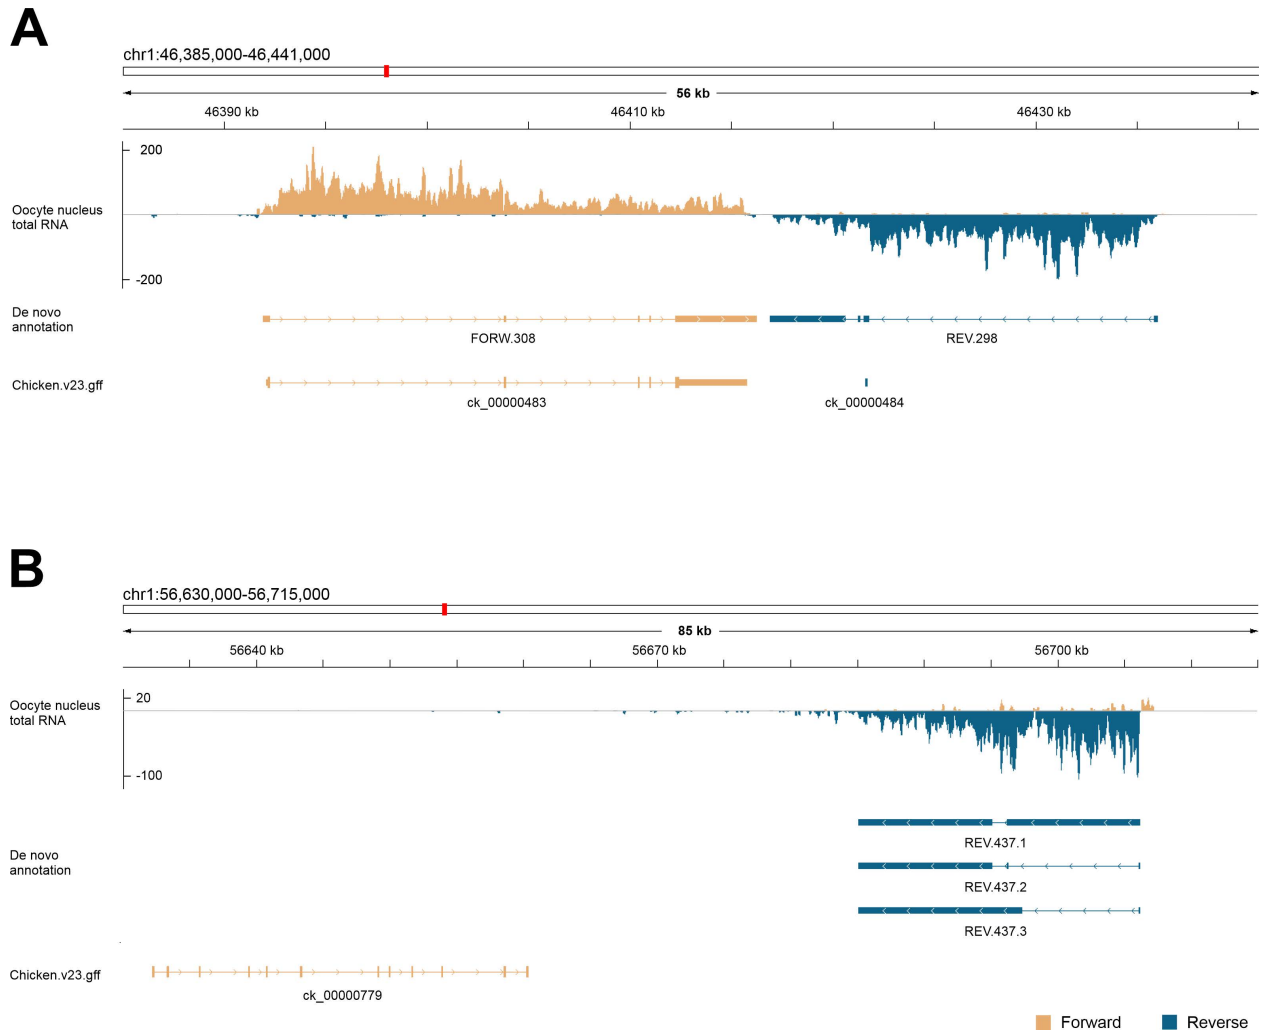

**Figure S11. Examples of de novo annotated genes which are transcribed at the lampbrush chromosome stage and absent in chicken v23 annotation of the ASM2420605v1 genome assembly.**

A) De novo annotated gene FORW.308 corresponds to ck\_00000483 in chicken v23; de novo annotated gene REV.298 is absent in chicken v23 annotation.

B) ck\_00000779 is not expressed at the LBC; de novo annotated gene REV.437 is absent in chicken v23 annotation. The track “De novo annotation” depicts genes annotated in this work (see Methods). The track “chicken.v23.gff” depicts the chicken v23 annotation of the ASM2420605v1 genome assembly (13). Oocyte nucleus total RNA-seq data was taken from (15).

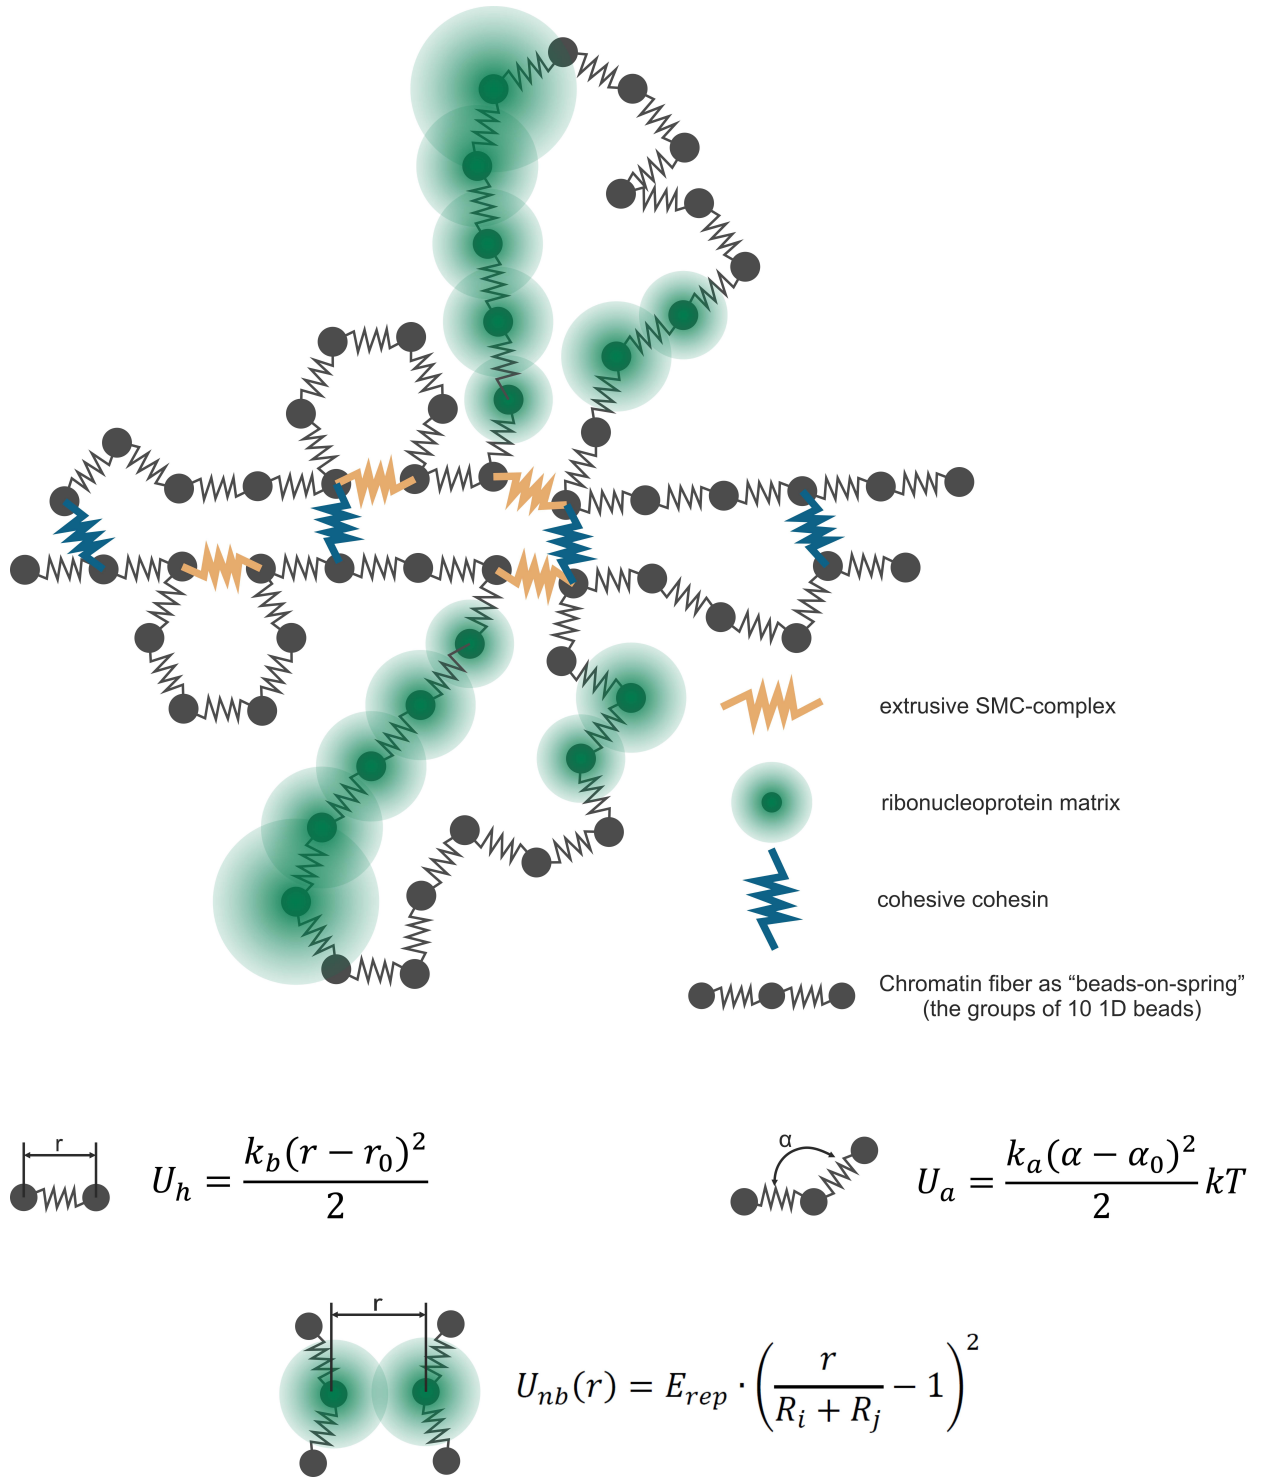

**Figure S12. Schematic of the physical polymer model used for the 3D stage of lampbrush-chromosome simulations.**

Chromatin is represented as a bead-on-spring polymer (groups of ten 1D bins per 3D bead). SMC complexes are modeled as additional harmonic bonds connecting non-adjacent beads. The ribonucleoprotein (RNP) matrix is implemented as soft, mutually repulsive domains whose force decays approximately linearly with separation (i.e., a quadratic repulsive potential). The expressions show the functional form of the bonded (stretch and angle) and non-bonded repulsive interactions; parameter definitions and values are provided in Methods and Supplementary Note 3.

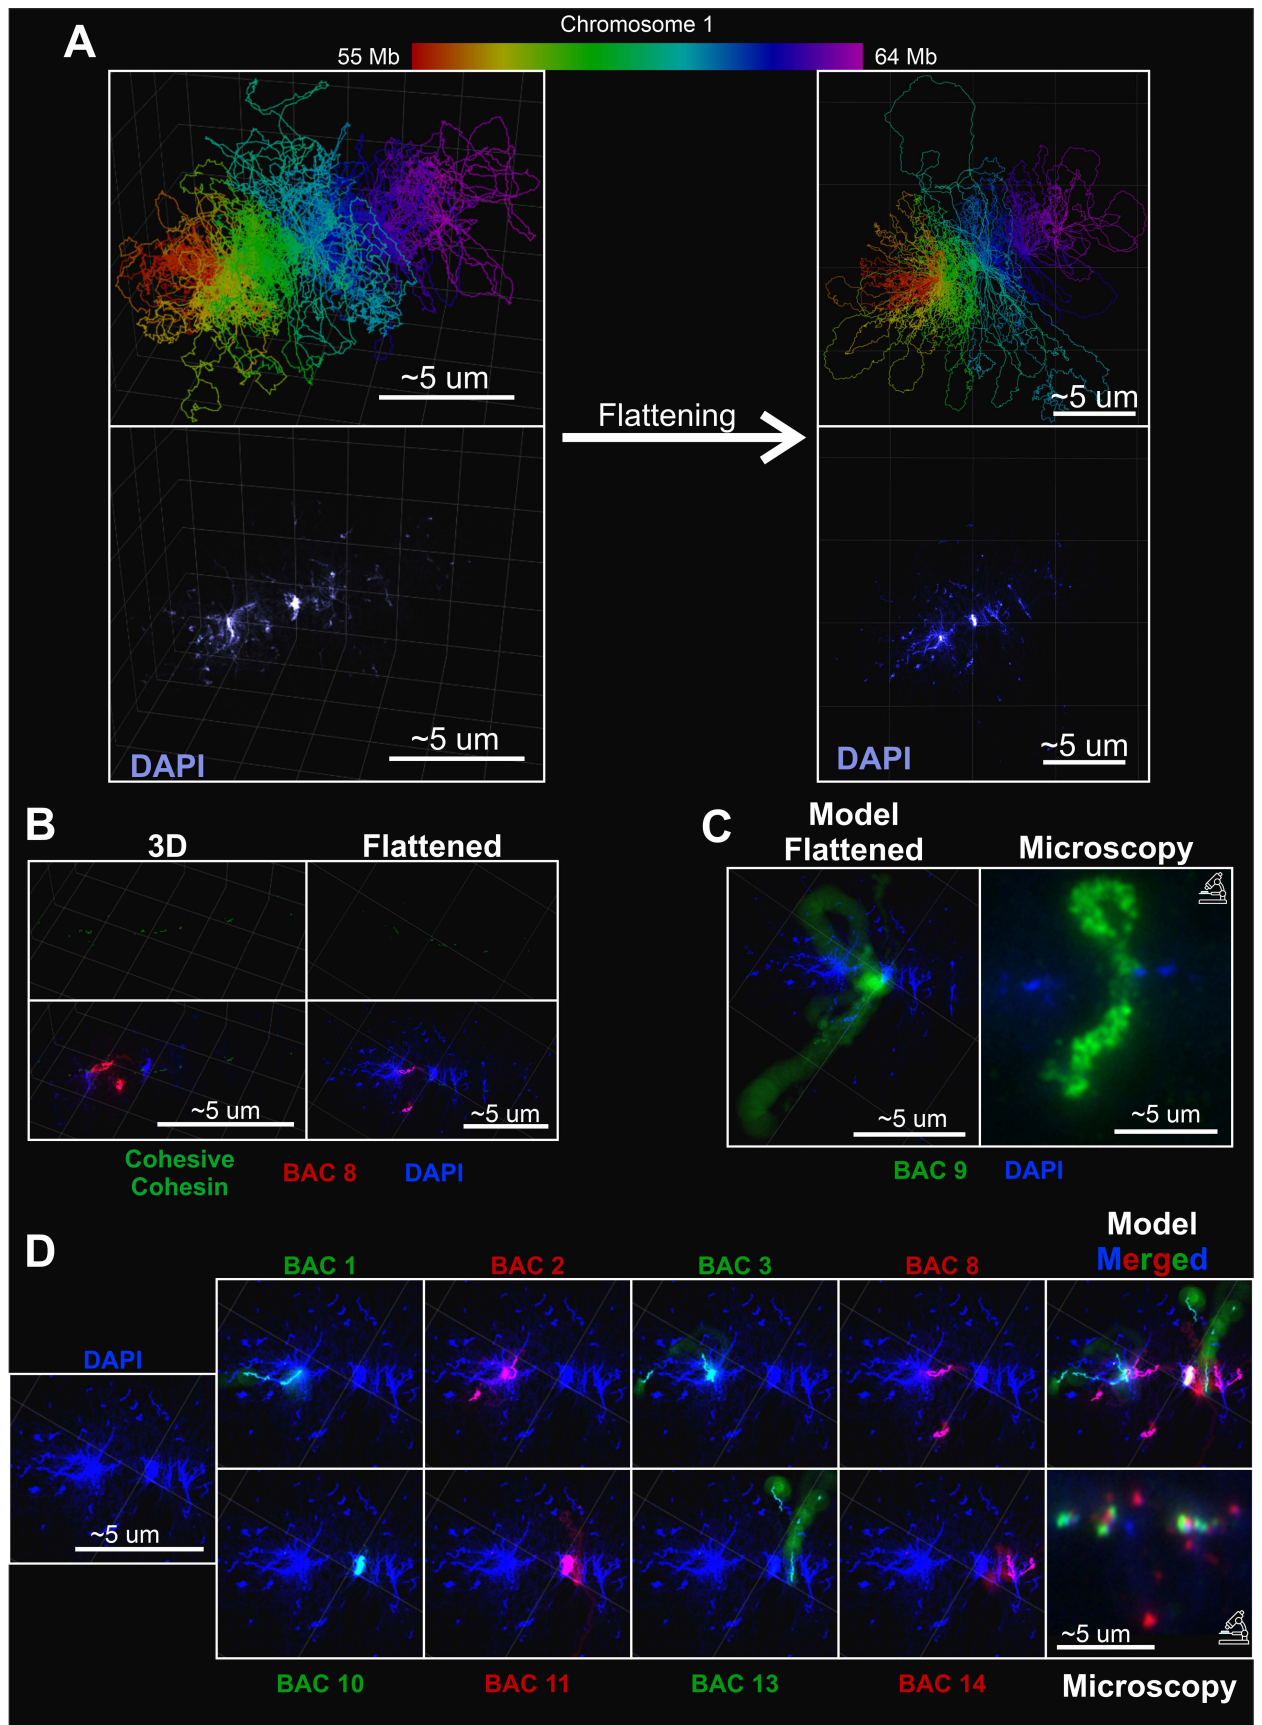

**Figure S13. Comparison of lampbrush chromosome chromatin simulation with FISH-mapping microscopy images.**

A) Visualization of the polymer model for chromosome 1, 55–64 Mb. Left: 3D configuration in free space; right: the same configuration after flattening (see Methods). Top row: segments are colored by genomic coordinate (rainbow colormap); bottom row: segments are shaded by AT-fraction (DAPI-like intensity).

B) Comparison of the 3D configuration and its flattened configuration. Top panels: only cohesive cohesin complexes are shown. Bottom panels: the same views with DAPI-like intensity and an overlaid simulated FISH signal for BAC 8 (see Methods).

C) Comparison of BAC 9 and DAPI signals in the flattened simulation and in the corresponding microscopy image. Simulated panels display DAPI-like intensity with the FISH-like BAC 9 locus overlaid; experimental panels show DAPI staining and BAC 9 RNA FISH.

D) Comparison of the flattened simulation with the corresponding microscopy image (see Methods). The experimental panel shows DAPI staining with DNA+RNA FISH for BAC clones 1, 2, 3, 8, 10, 11, 13, and 14. The modeled panel displays DAPI-like intensity for the same genomic interval with the corresponding BAC loci overlaid. For the modeled dataset, we present DAPI-like alone, DAPI-like with each BAC shown individually, and the merged overlay of all signals.

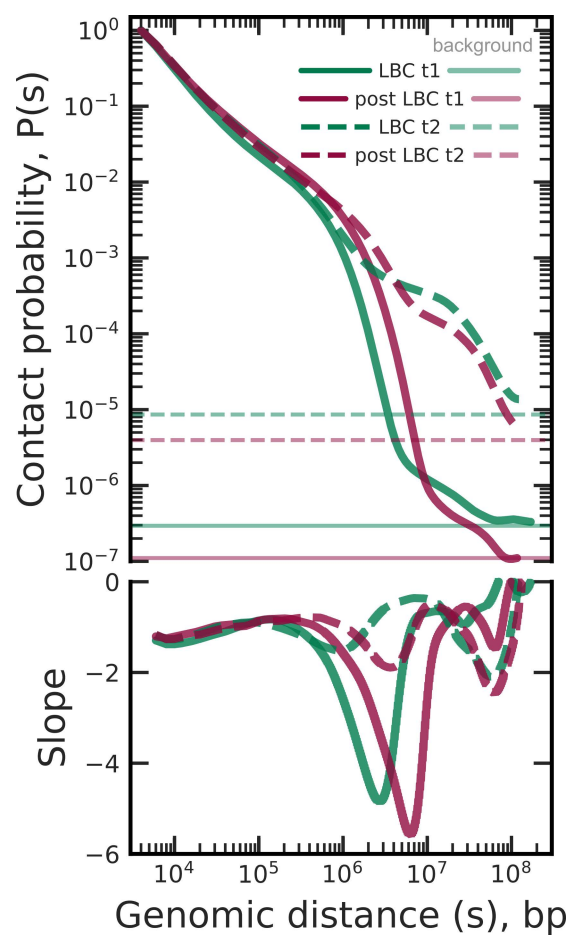

**Figure S14. Scaling curves (P(s)) of different stages and types of oocytes.**  
See Supplementary Note 1 for details of oocyte types

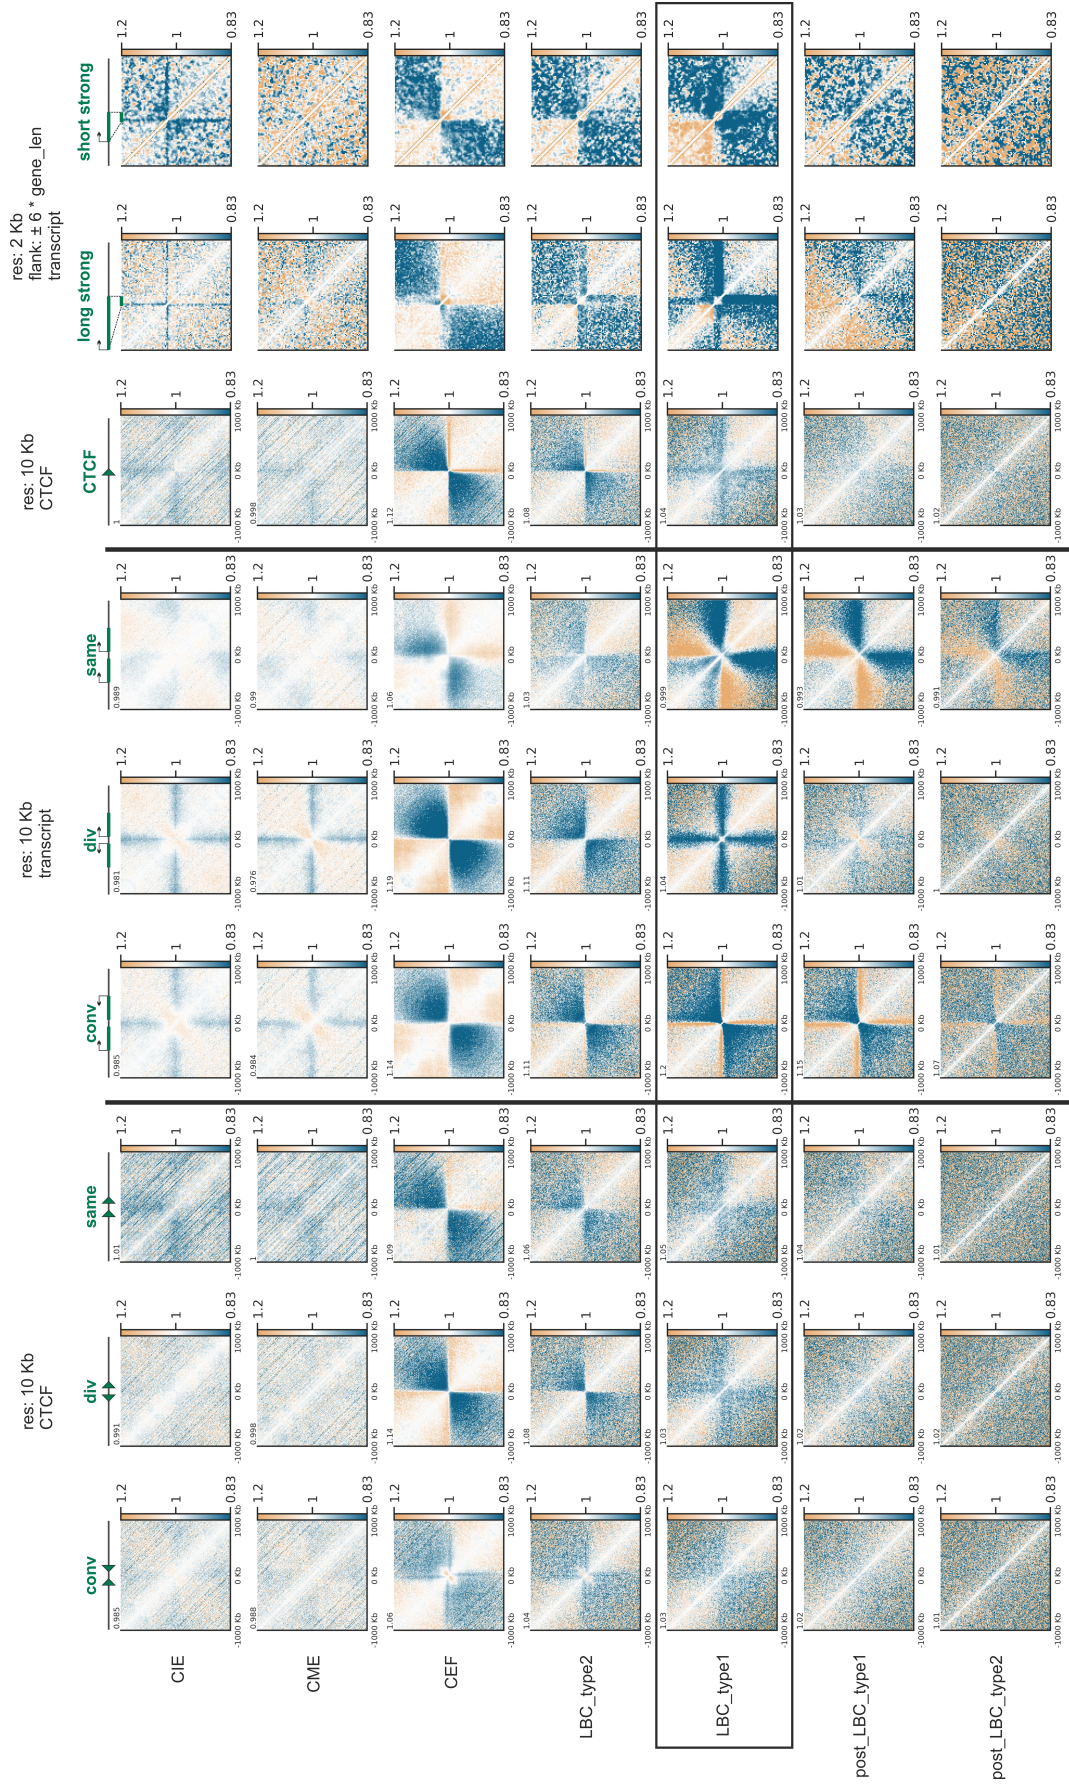

**Figure S15. The Hi-C maps averaged near different genes or CTCF sites orientations for chicken oocytes and somatic cells.**

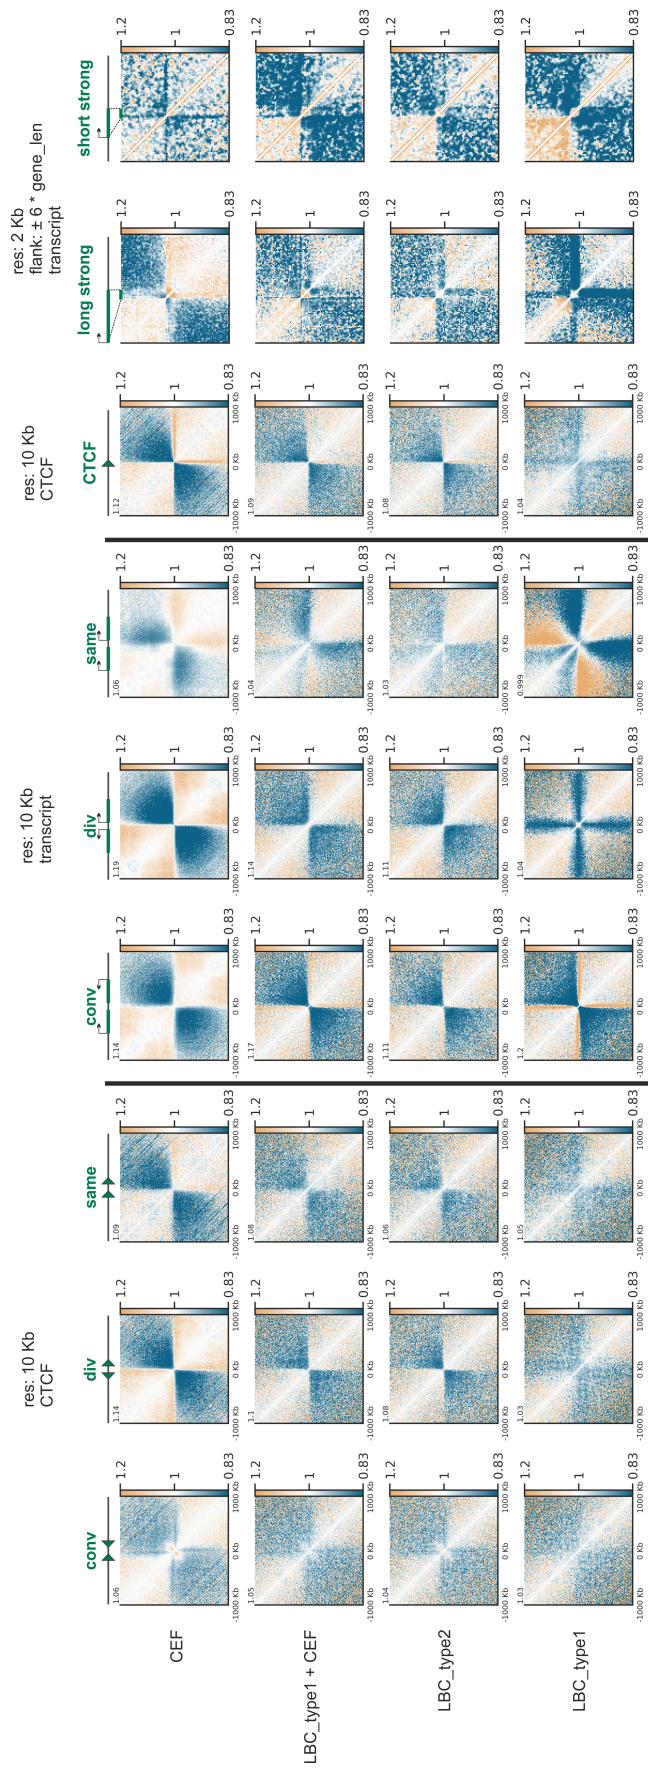

**Figure S16. The Hi-C maps averaged near different genes or CTCF sites orientations for the lampbrush chromosome (LBC) stage oocytes of type 1 and 2, chicken embryonic fibroblasts (CEF) and the *in silico* mix of the LBC stage oocytes of type 1 with CEF.**

### Figure S17. Examples of the gene pair orientation in borders mistyping.

All borders in Hi-C map were assigned to the closest gene pair orientation type. The closest gene pair was chosen by measuring the distance between the exact border coordinate and the middle point inside the gene pair. Note that, the genes with length less than 5 Kb and FPKM  $\leq 0$  were excluded from the couples formation. Additionally, one should note that the error in defining domain boundaries is greater than 16 Kb for some domains. All figures contains the red border tracks (the red line denotes  $\pm 16$  Kb from the border coordinate) for each of four possible orientations: Forward-Reverse (FR, convergent), Forward-Forward (FF, co-directional), Reverse-Forward (RF, divergent) and Reverse-Reverse (RR, co-directional). The histograms denotes the total stranded RNA-seq data for lampbrush-stage oocyte nuclei (15), the “valid\_transcripts.gtf” file contains the annotation of transcription units based on de novo transcriptome analysis with one alternative transcript with the highest FPKM chosen for each gene (see Methods).

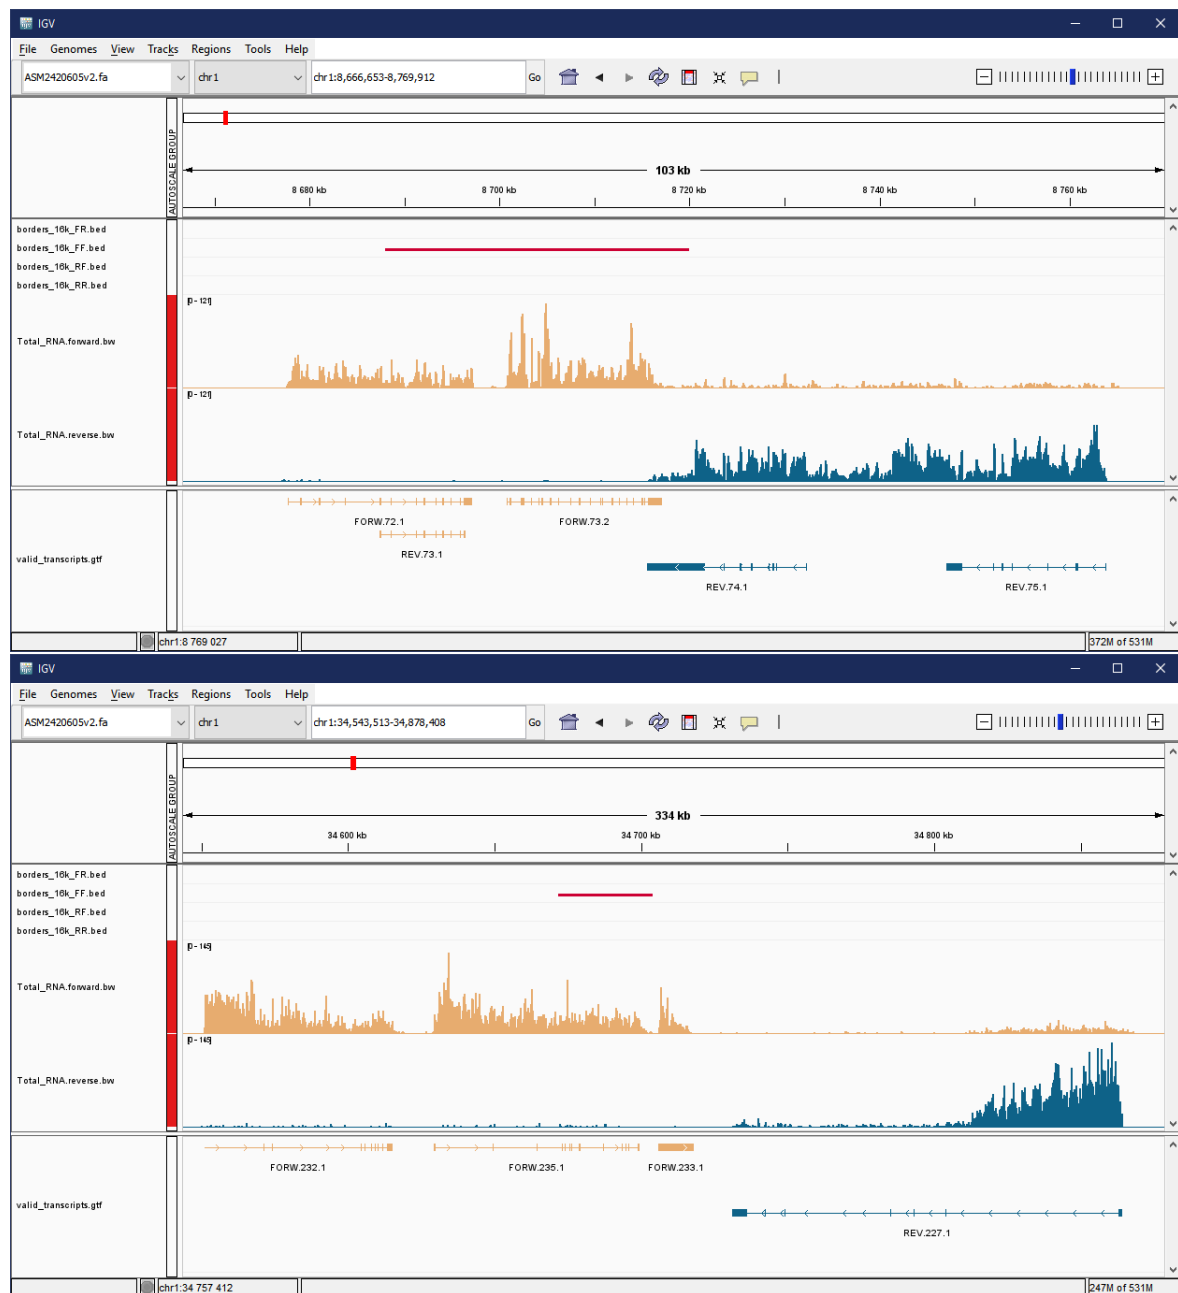

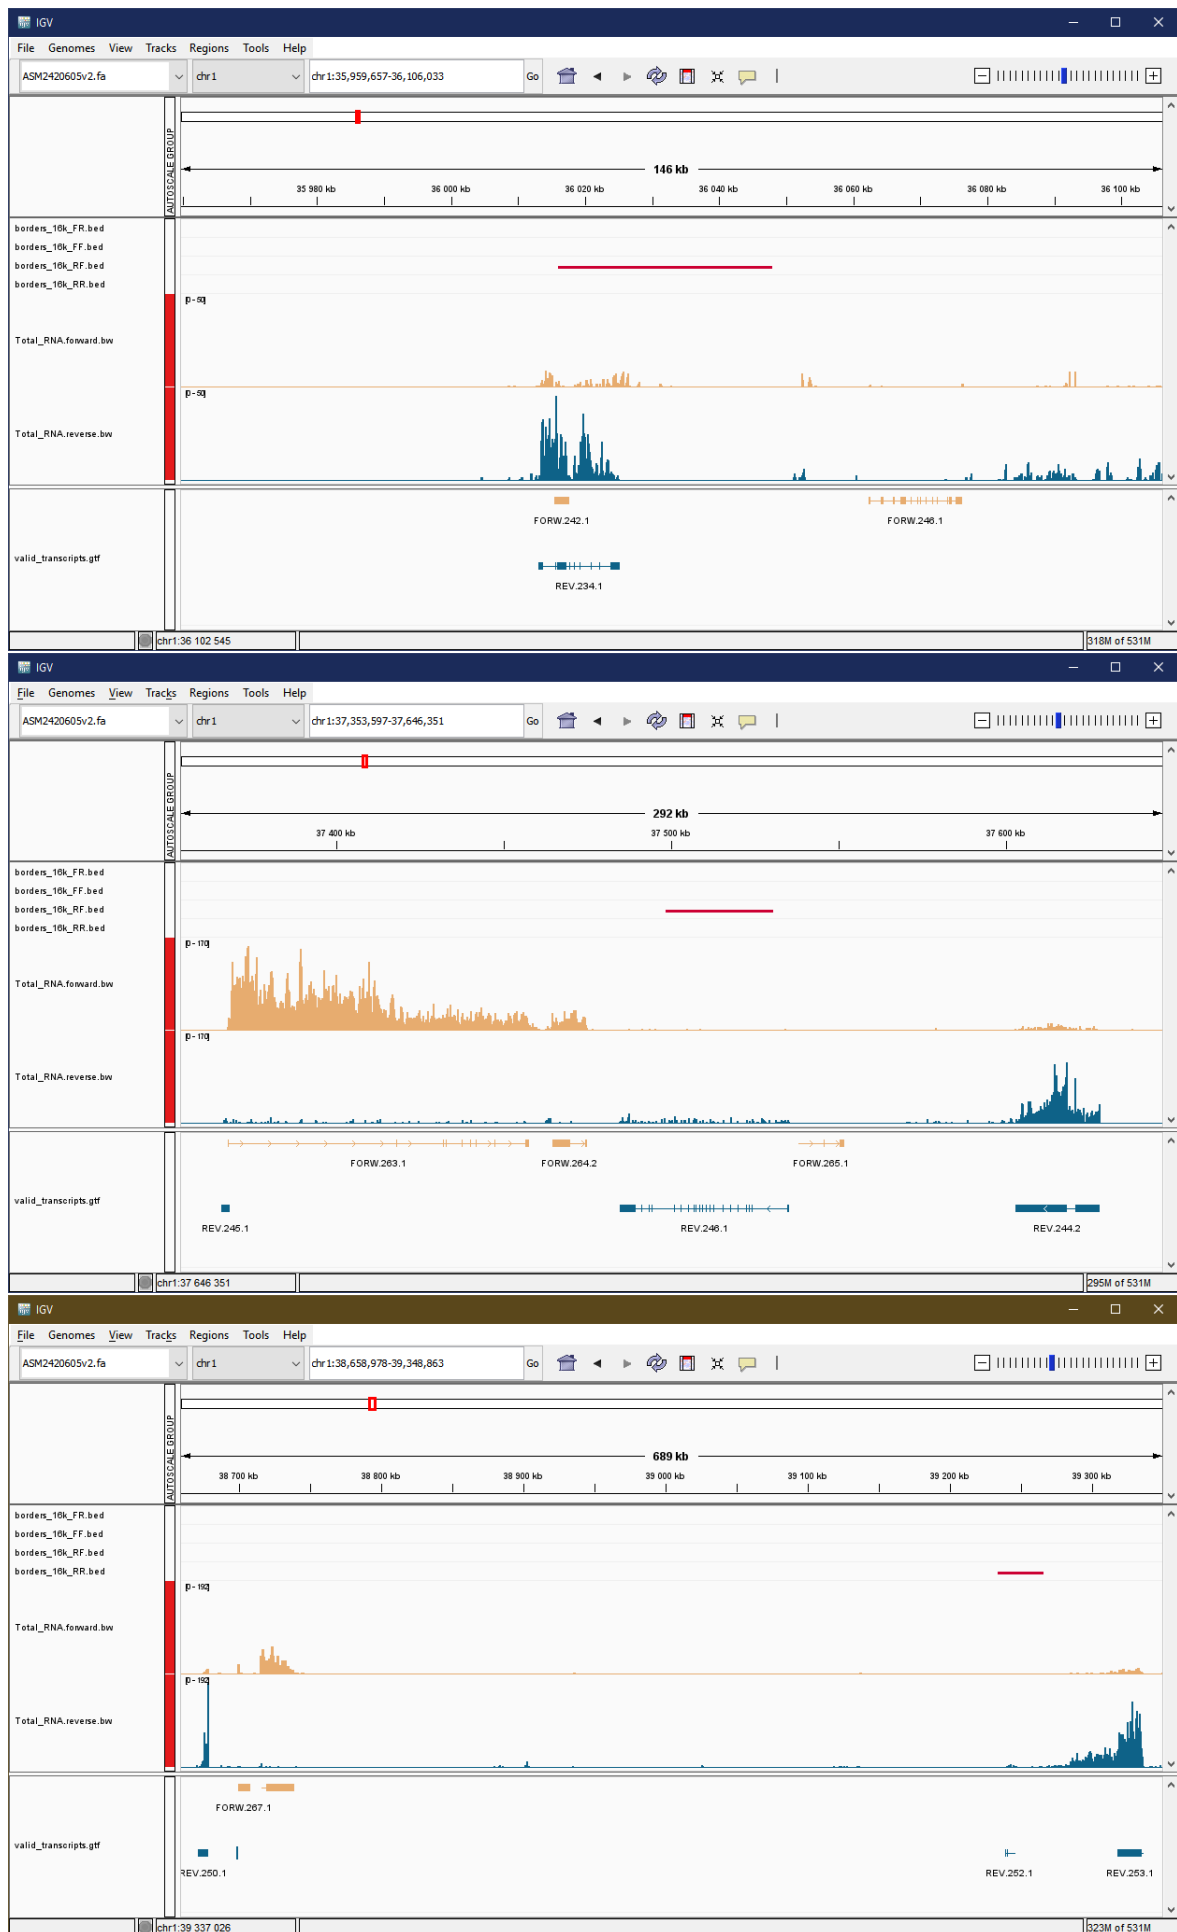

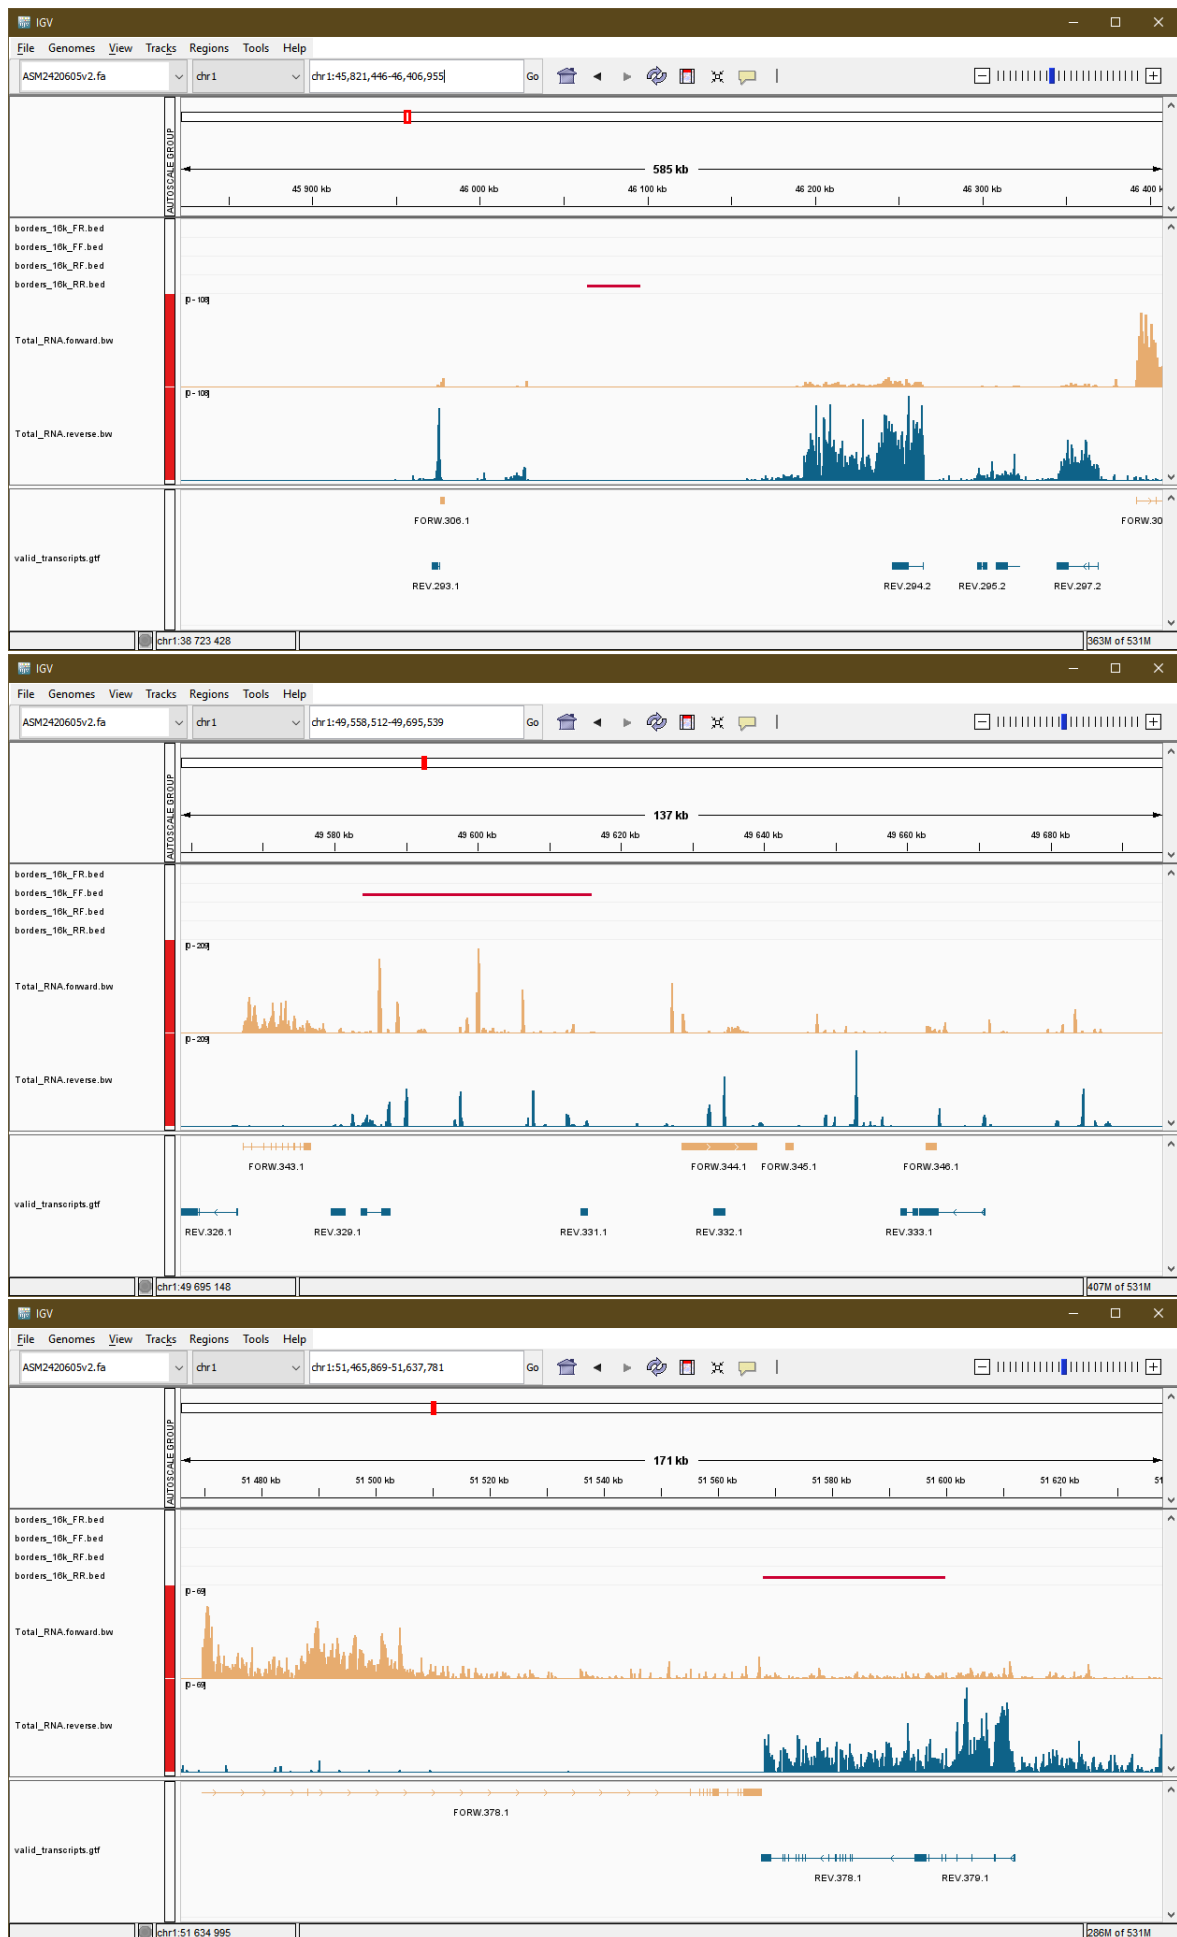

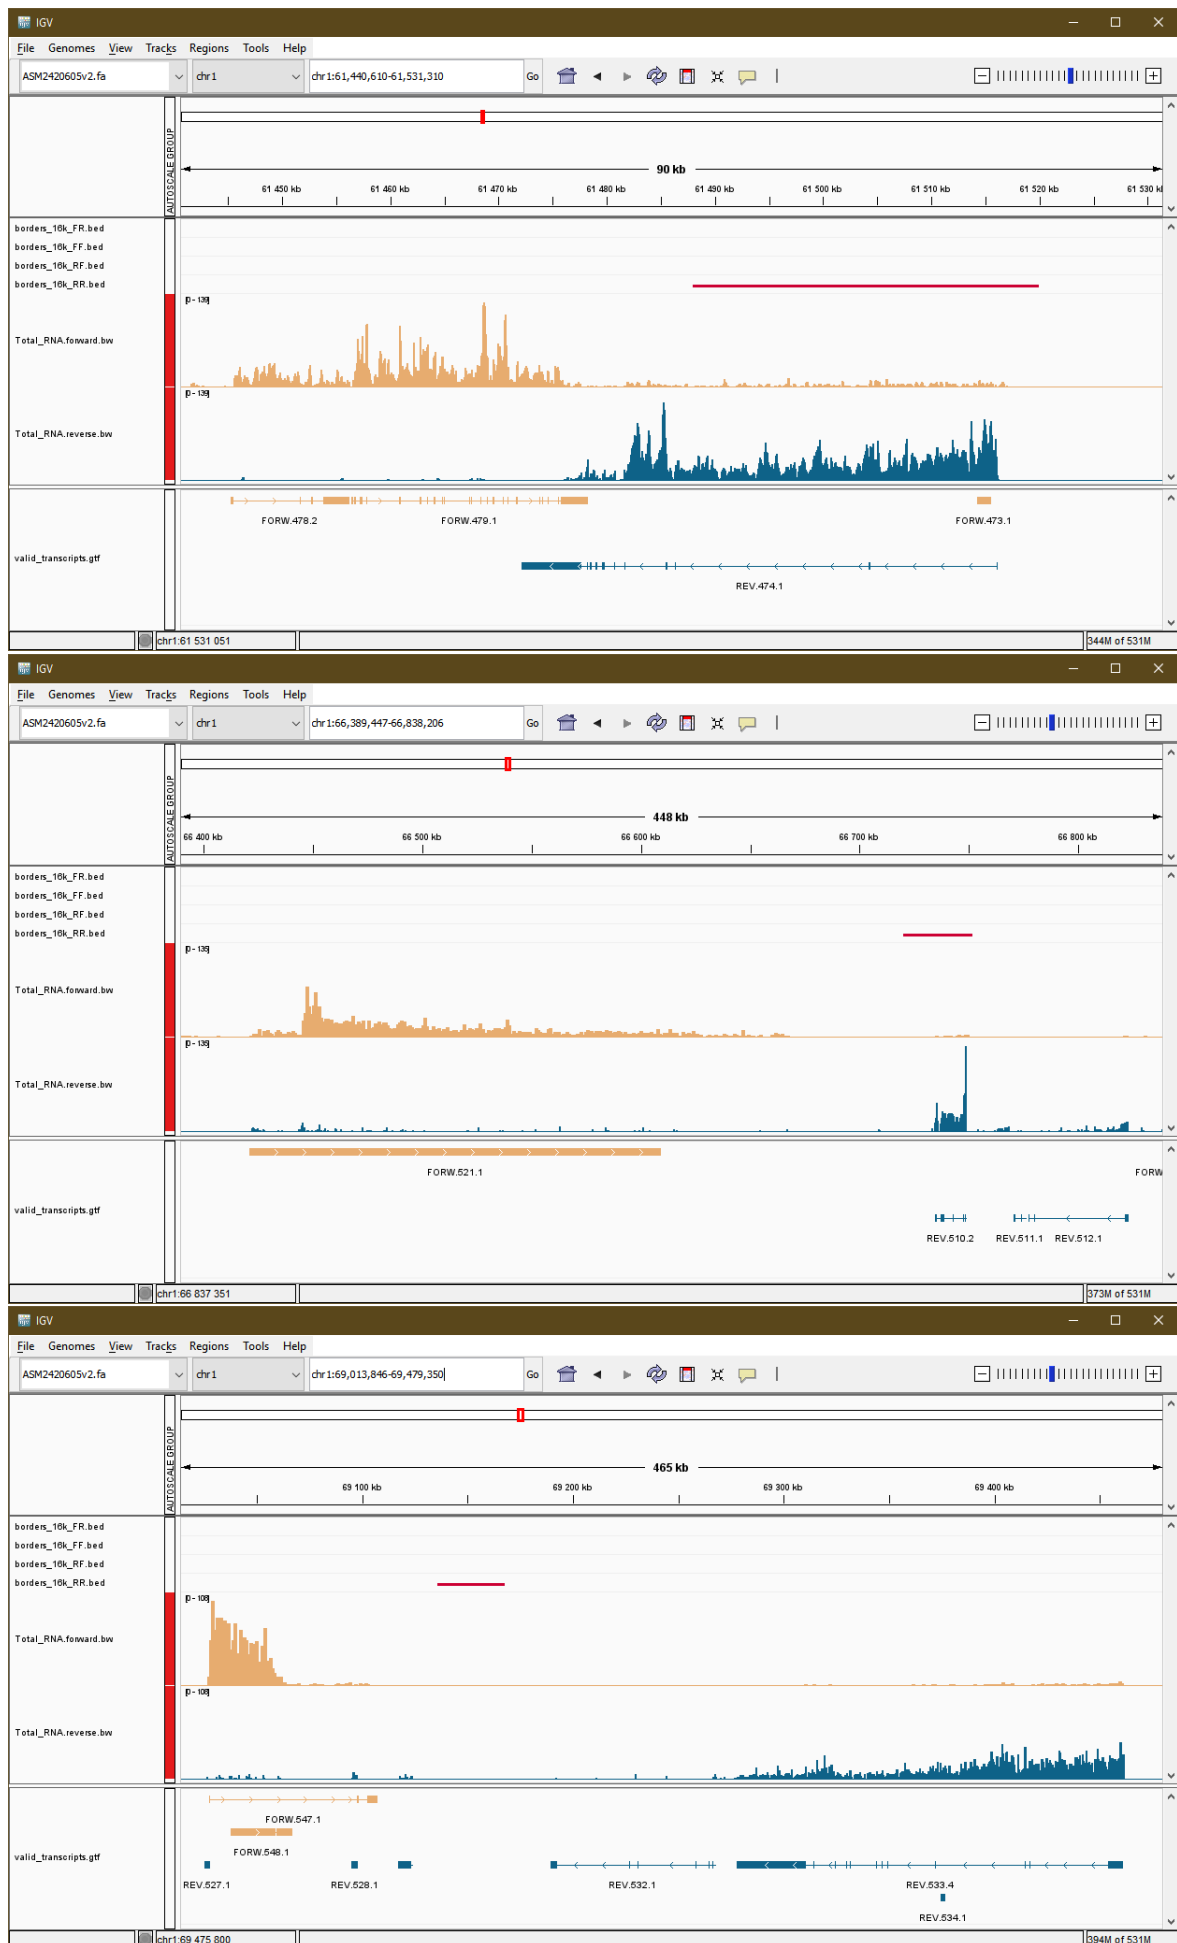

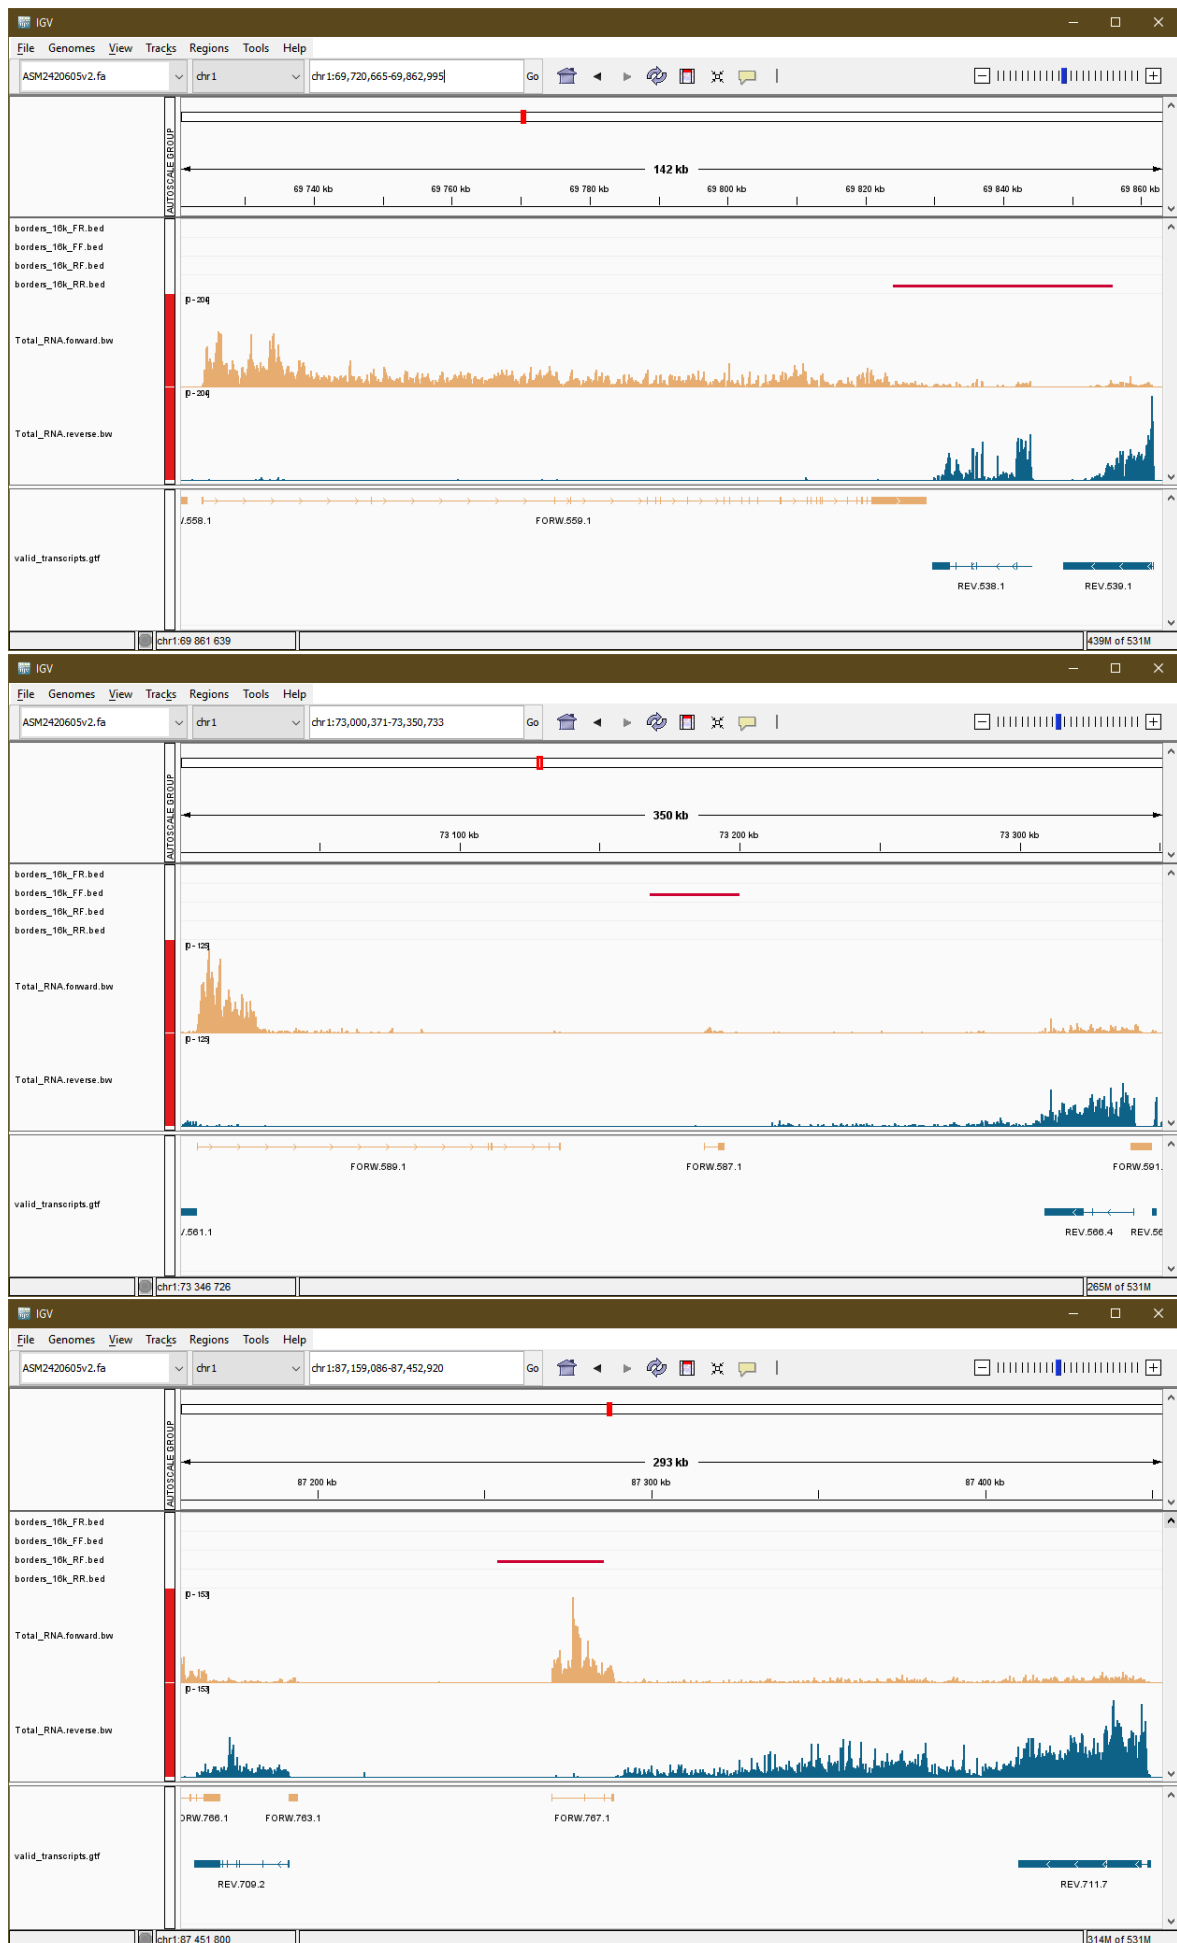

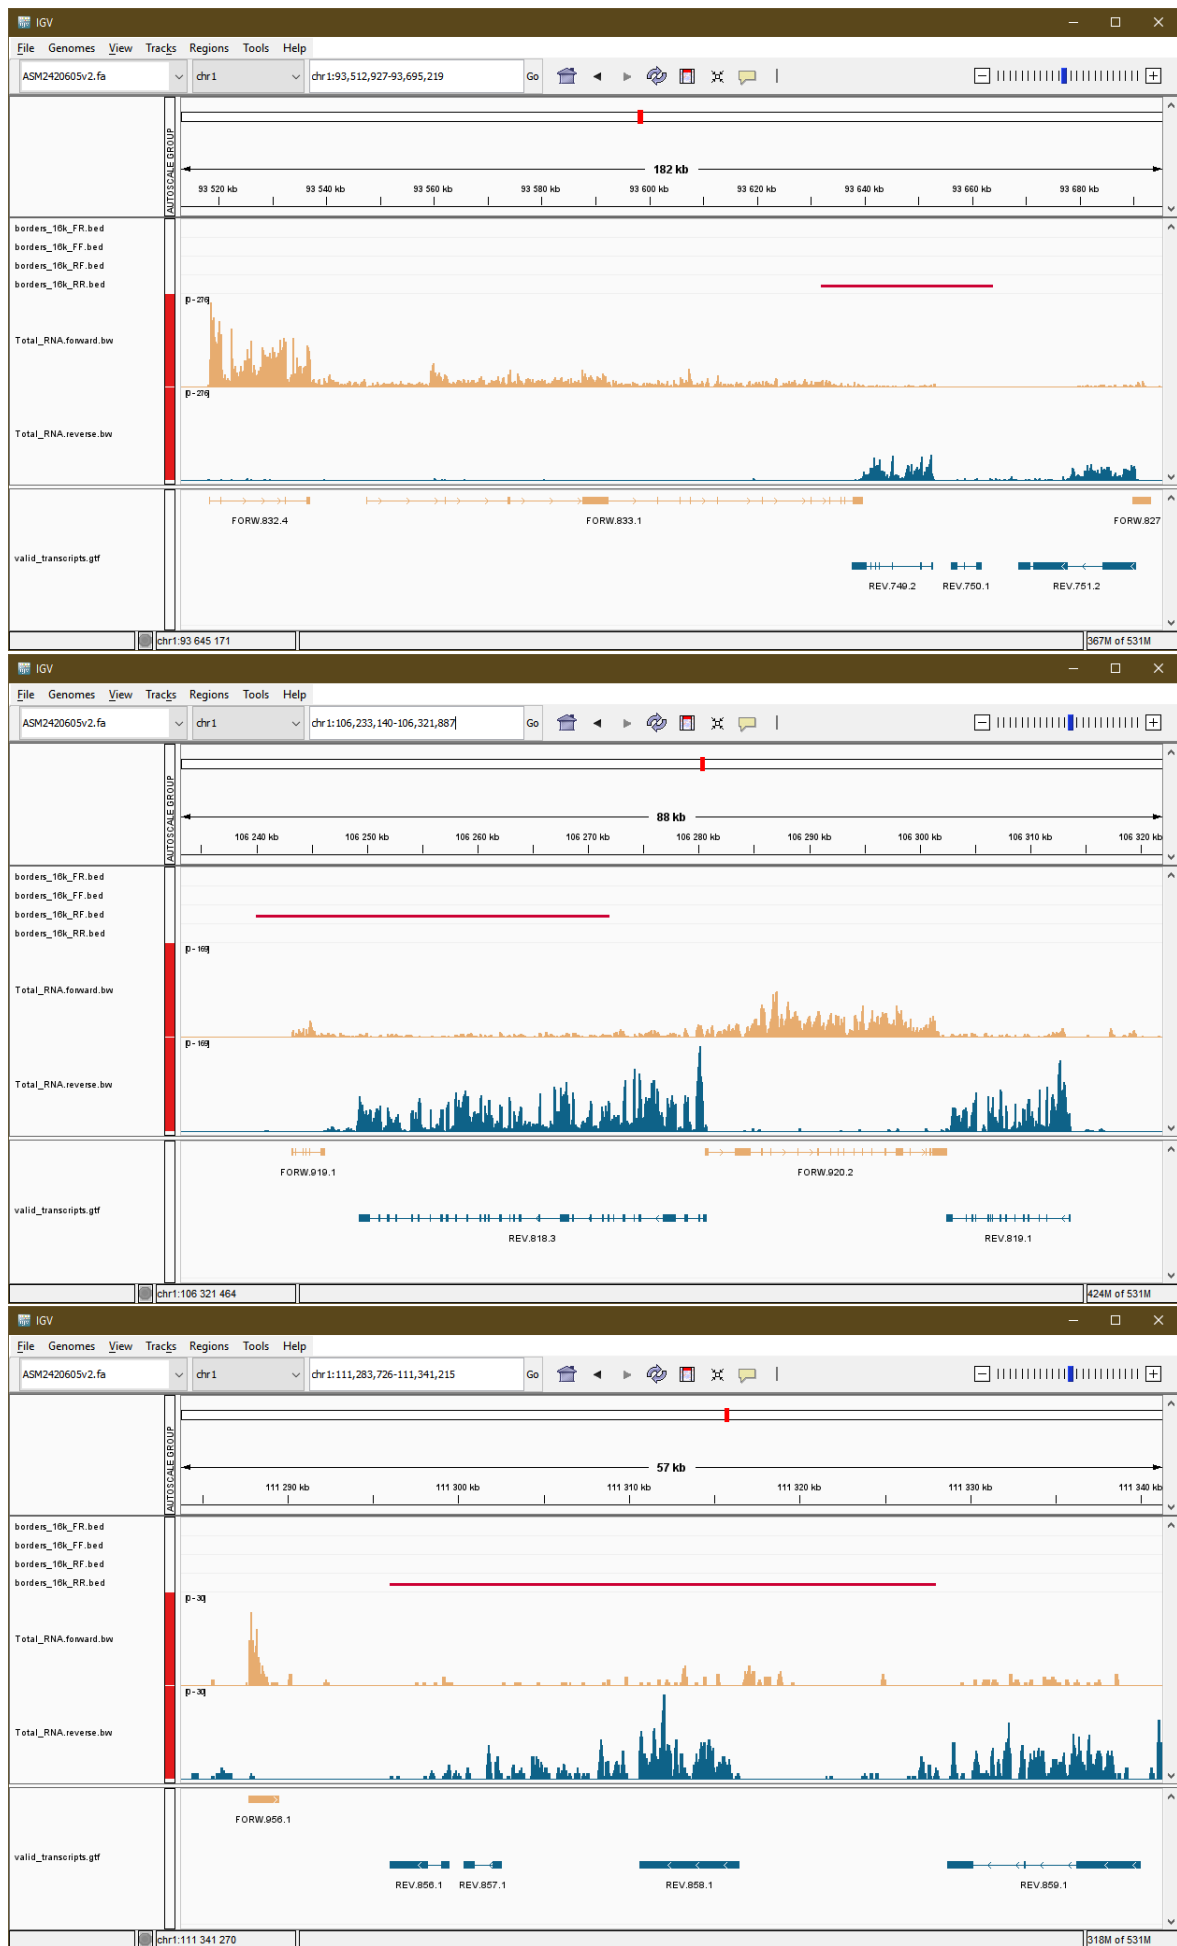

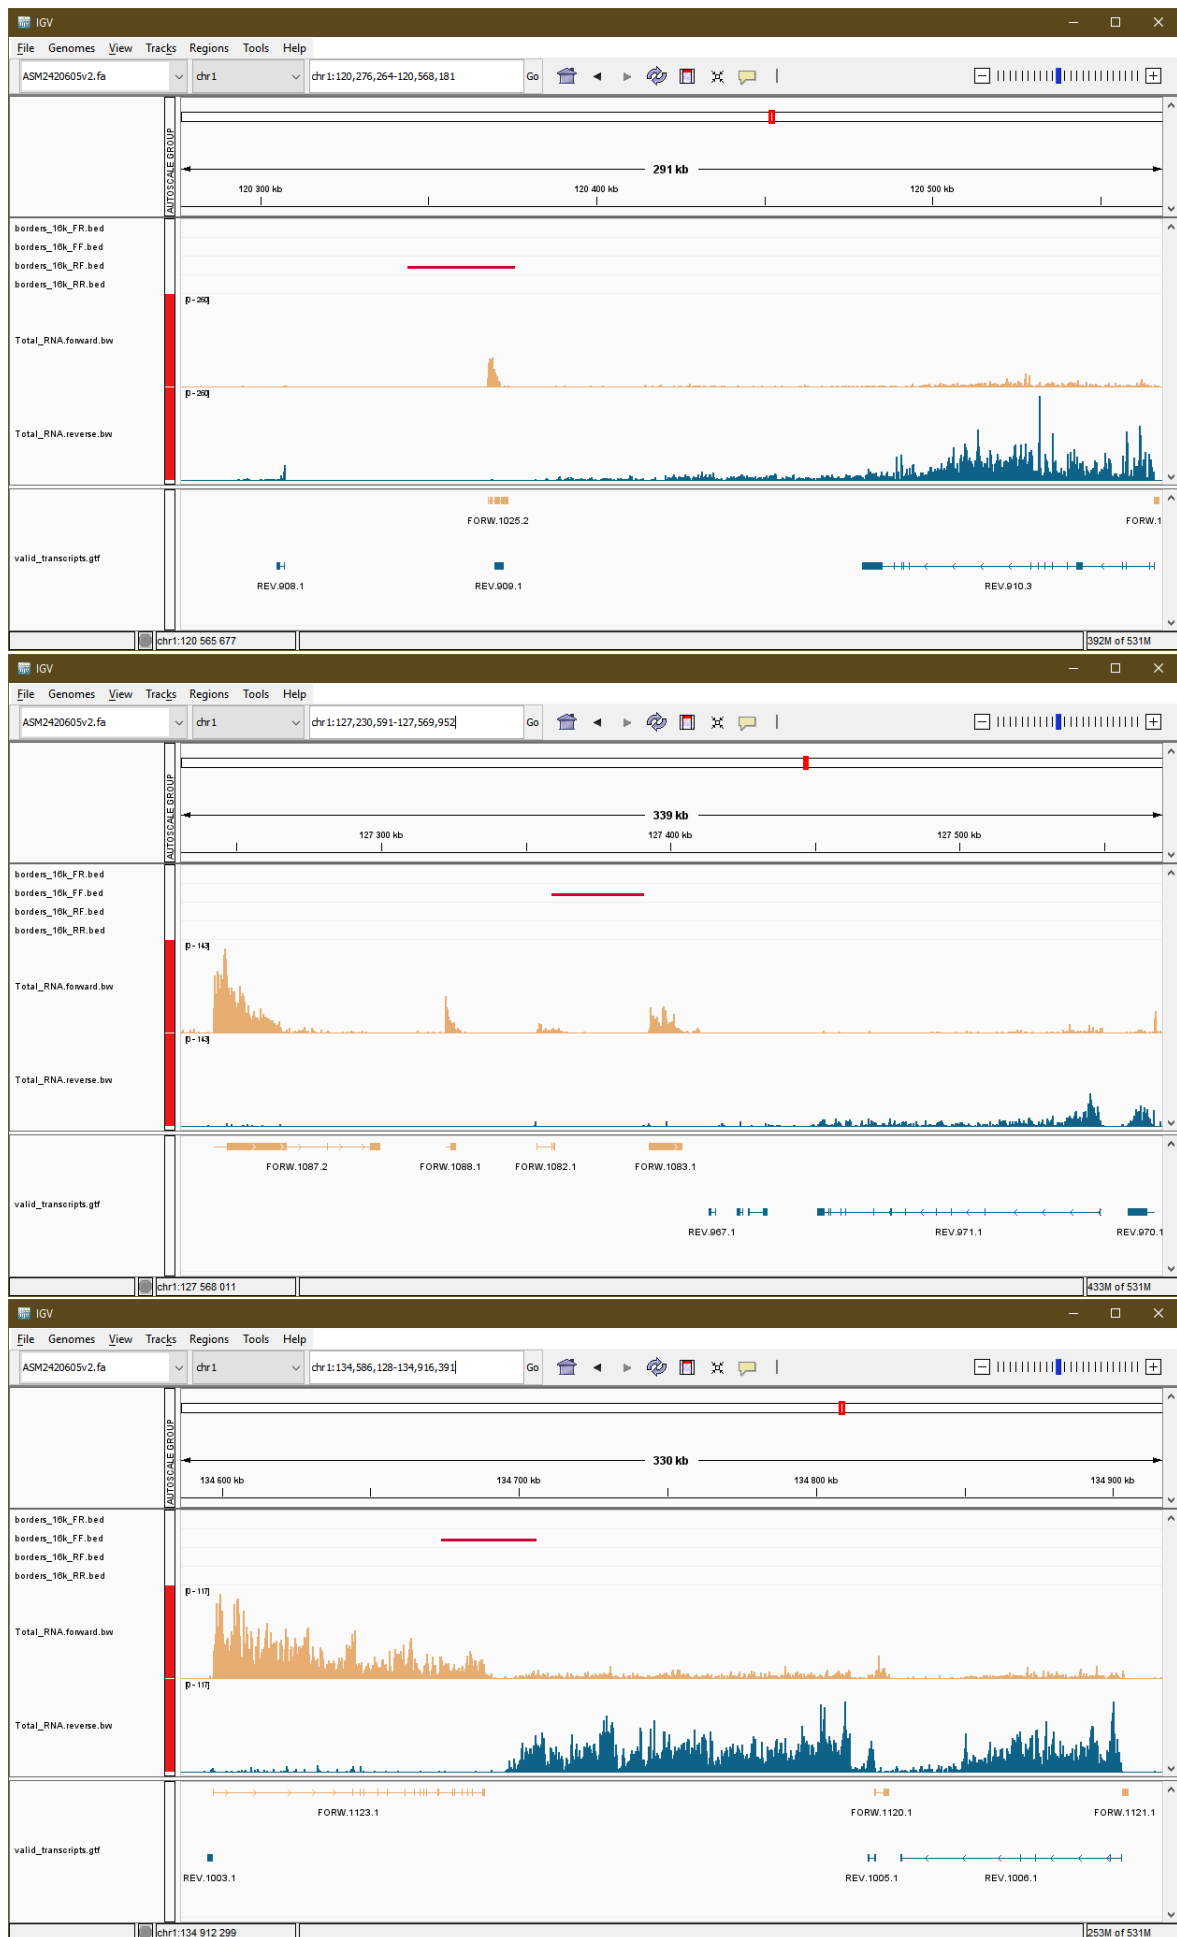

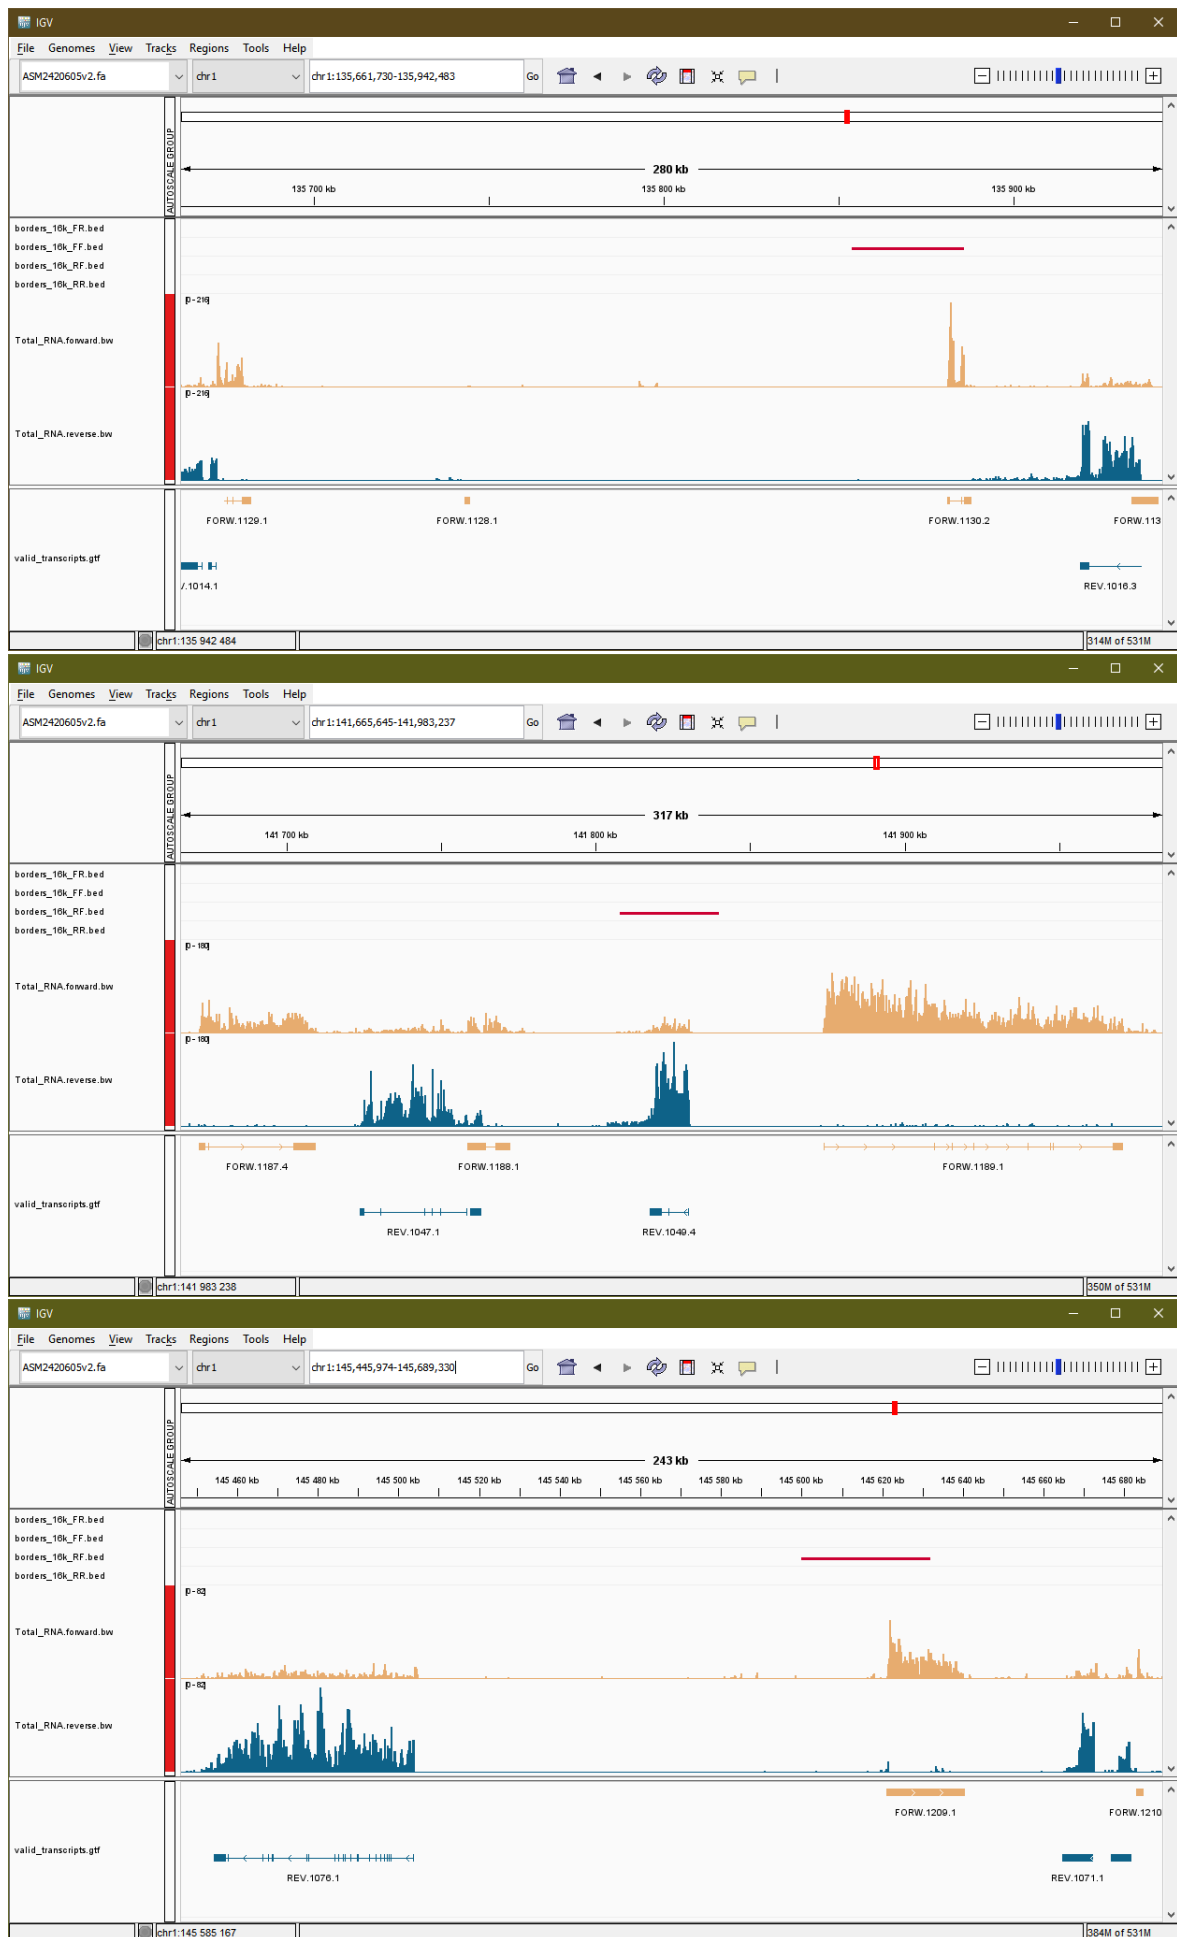

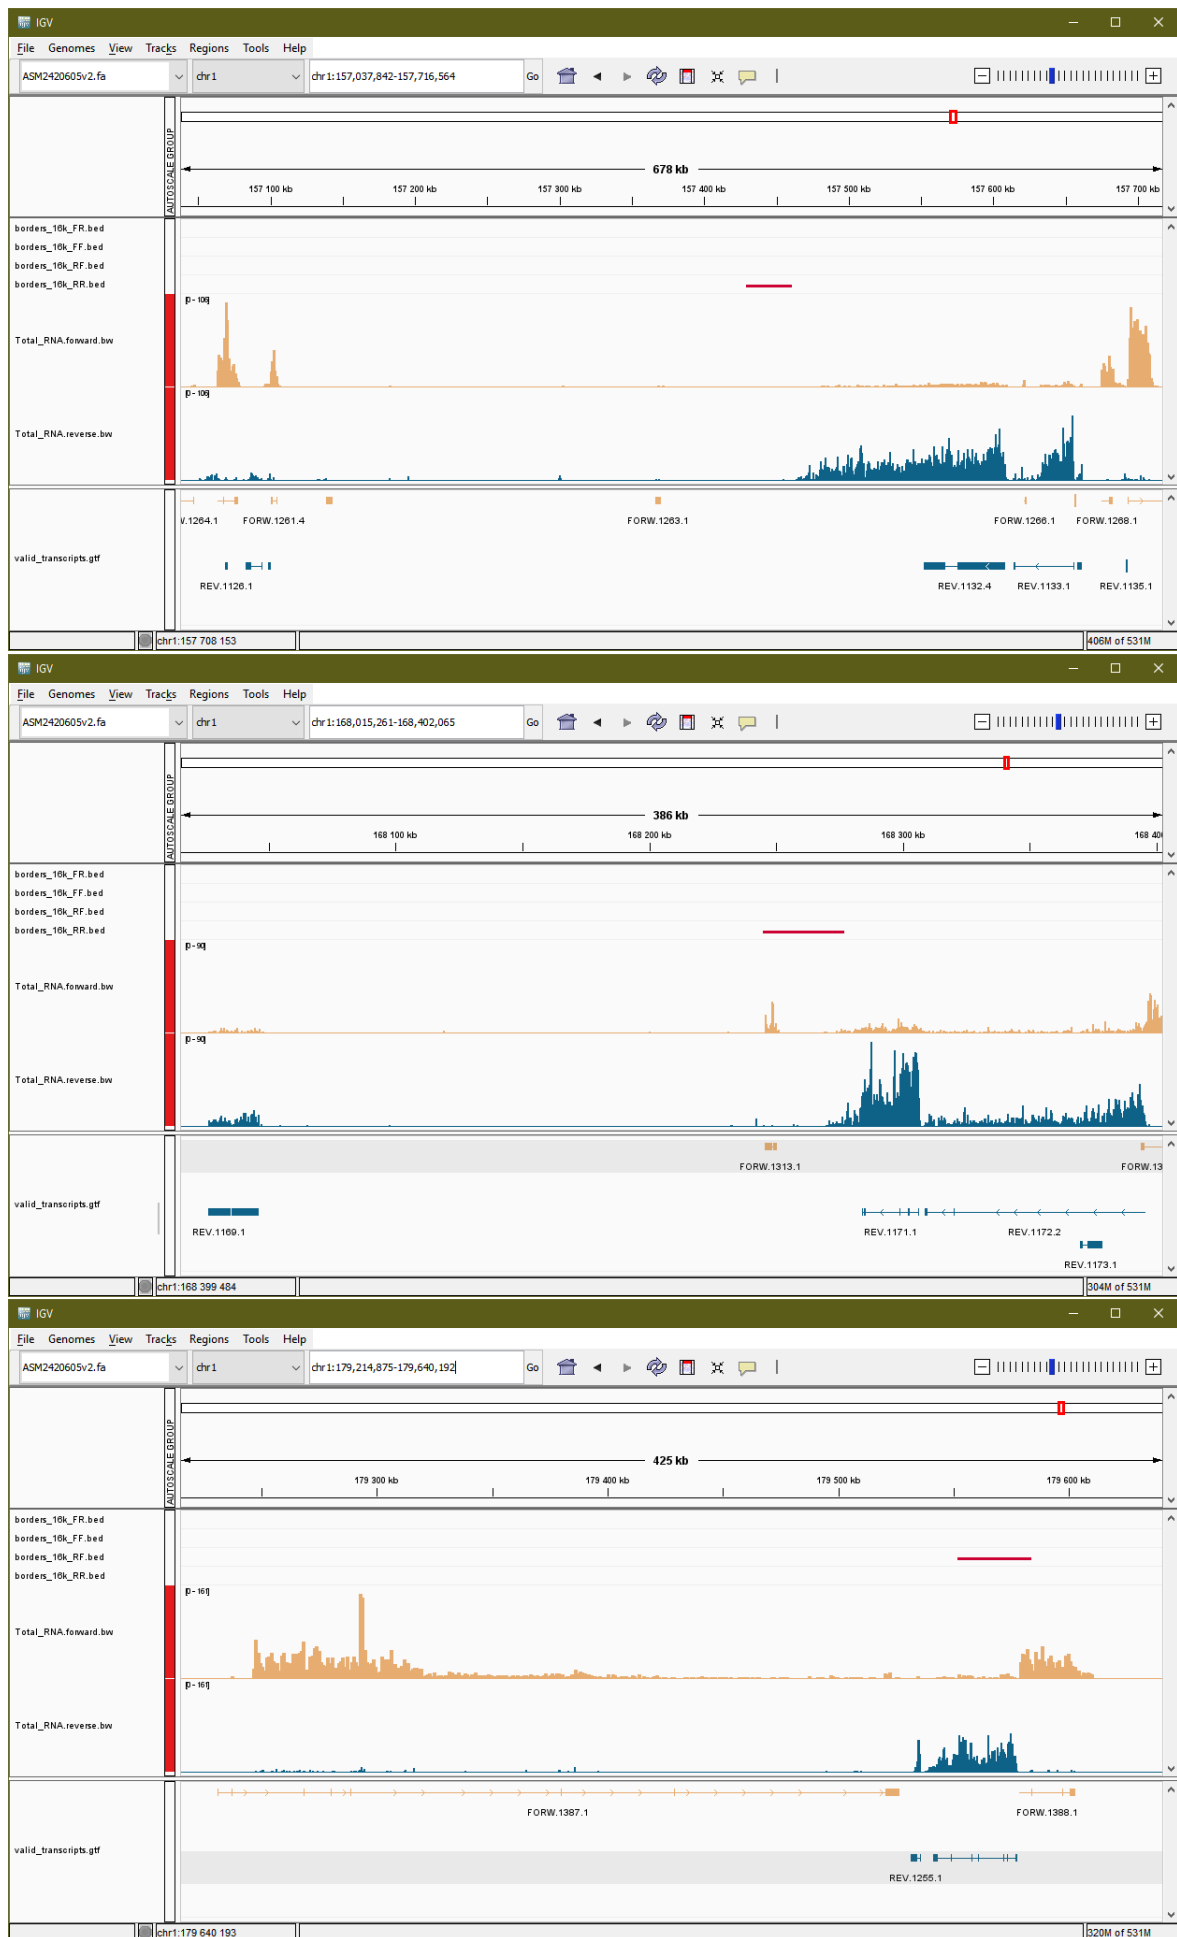

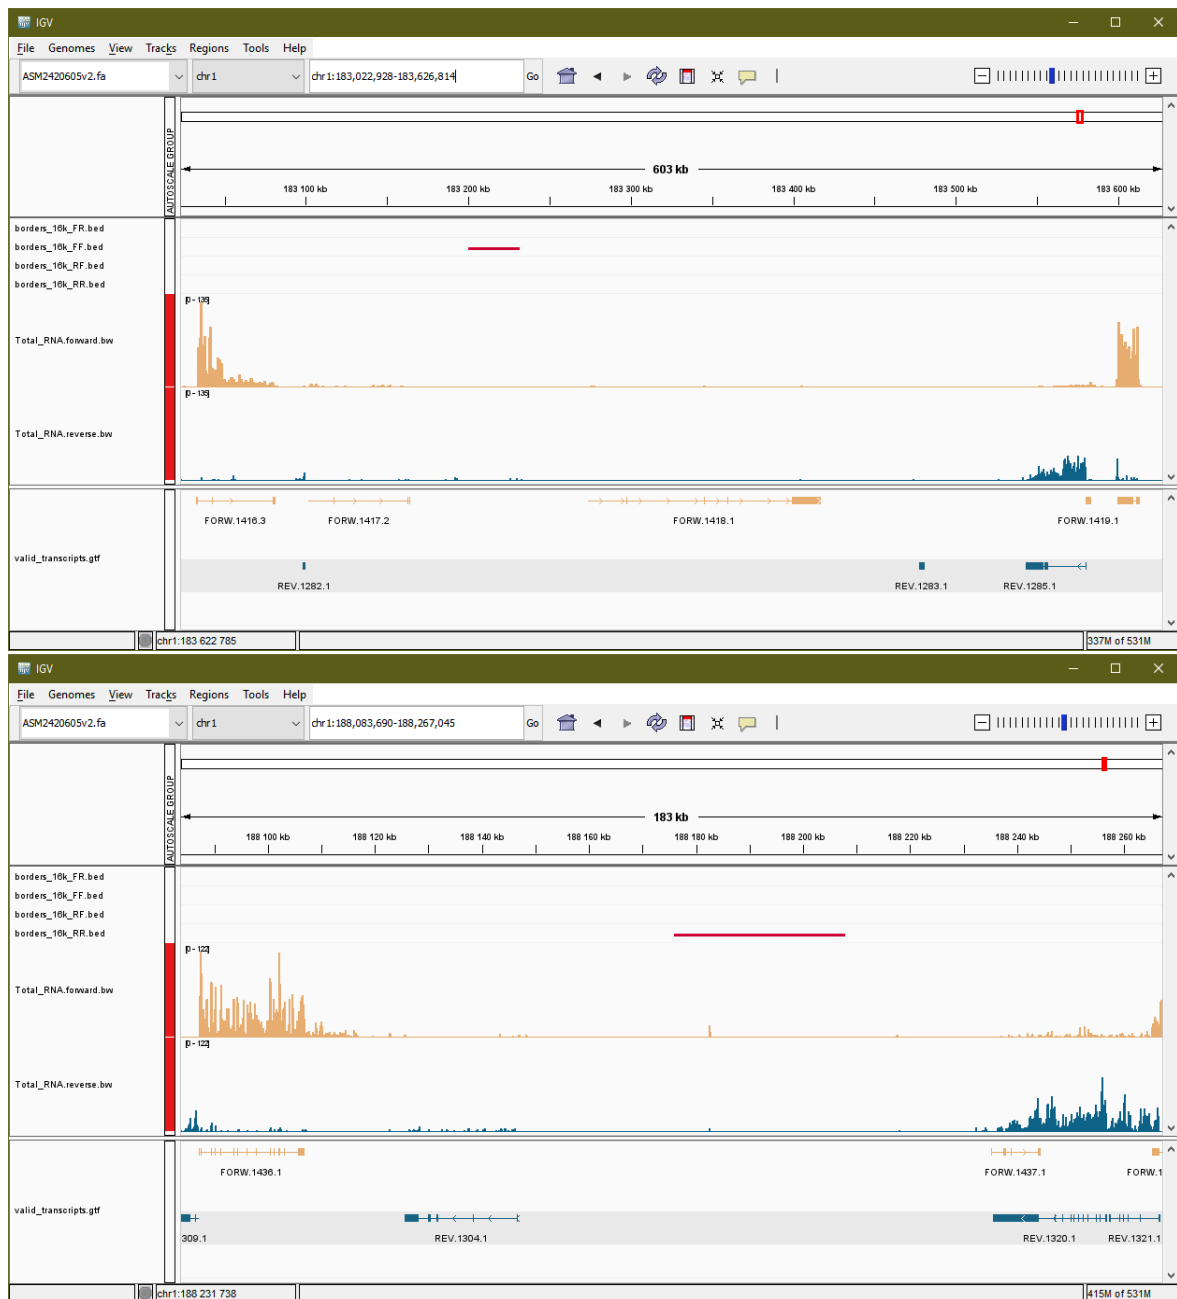

### **List of Supplementary Tables**

Table S1. Single nucleus Hi-C libraries quantitative characteristics for the data quality control.

Table S2. Sizes of isolated oocyte nuclei.

Table S3. The list of BAC clones containing fragments of chicken genomic DNA that were used for FISH mapping.

Table S4. Transcription activity of genes for the CTCF and different cohesin and condensin subunits.

### **List of Online Supplementary Materials**

[Online S1. 3D structure of the lampbrush chromosome 1 loci.](#)

[Online S2. Flattened structure of the lampbrush chromosome 1 loci.](#)

[Online S3. 3D structure of the post-lampbrush chromosome 1 loci.](#)

[Online S4. Flattened structure of the post-lampbrush chromosome 1 loci.](#)

## Bibliography

1. Fishman,V., Battulin,N., Nuriddinov,M., Maslova,A., Zlotina,A., Strunov,A., Chervyakova,D., Korablev,A., Serov,O. and Krasikova,A. (2019) 3D organization of chicken genome demonstrates evolutionary conservation of topologically associated domains and highlights unique architecture of erythrocytes' chromatin. *Nucleic Acids Research*, **47**, 648–665.
2. Krasikova,A., Barbero,J.L. and Gaginskaya,E. (2005) Cohesion proteins are present in centromere protein bodies associated with avian lampbrush chromosomes. *Chromosome Res*, **13**, 675–685.
3. Pradhan,B., Barth,R., Kim,E., Davidson,I.F., Bauer,B., Van Laar,T., Yang,W., Ryu,J.-K., Van Der Torre,J., Peters,J.-M., *et al.* (2022) SMC complexes can traverse physical roadblocks bigger than their ring size. *Cell Reports*, **41**, 111491.
4. Leidescher,S., Ribisel,J., Ullrich,S., Feodorova,Y., Hildebrand,E., Galitsyna,A., Bultmann,S., Link,S., Thanisch,K., Mulholland,C., *et al.* (2022) Spatial organization of transcribed eukaryotic genes. *Nat Cell Biol*, **24**, 327–339.
5. Wang,M.D., Schnitzer,M.J., Yin,H., Landick,R., Gelles,J. and Block,S.M. (1998) Force and velocity measured for single molecules of RNA polymerase. *Science*, **282**, 902–907.
6. Marko,J.F. and Siggia,E.D. (1997) Polymer Models of Meiotic and Mitotic Chromosomes. *MBoC*, **8**, 2217–2231.
7. Samejima,K., Gibcus,J.H., Abraham,S., Cisneros-Soberanis,F., Samejima,I., Beckett,A.J., Pučeková,N., Abad,M.A., Medina-Pritchard,B., Paulson,J.R., *et al.* (2024) Rules of engagement for condensins and cohesins guide mitotic chromosome formation. 10.1101/2024.04.18.590027.
8. Ryu,J.-K., Rah,S.-H., Janissen,R., Kerssemakers,J.W.J., Bonato,A., Michieletto,D. and Dekker,C. (2022) Condensin extrudes DNA loops in steps up to hundreds of base pairs that are generated by ATP binding events. *Nucleic Acids Research*, **50**, 820–832.
9. Banigan,E.J., Tang,W., Van Den Berg,A.A., Stocsits,R.R., Wutz,G., Brandão,H.B., Busslinger,G.A., Peters,J.-M. and Mirny,L.A. (2023) Transcription shapes 3D chromatin organization by interacting with loop extrusion. *Proc. Natl. Acad. Sci. U.S.A.*, **120**, e2210480120.
10. Scheer,U. and Dabauvalle,M.-C. (1985) Functional Organization of the Amphibian Oocyte Nucleus. In Browder,L.W. (ed), *Oogenesis*. Springer US, Boston, MA, pp. 385–430.
11. Polovnikov,K.E., Brandão,H.B., Belan,S., Slavov,B., Imakaev,M. and Mirny,L.A. (2023) Crumpled Polymer with Loops Recapitulates Key Features of Chromosome Organization. *Phys. Rev. X*, **13**, 041029.
12. Arya,G. and Schlick,T. (2006) Role of histone tails in chromatin folding revealed by a mesoscopic oligonucleosome model. *Proc. Natl. Acad. Sci. U.S.A.*, **103**, 16236–16241.
13. Huang,Z., Xu,Z., Bai,H., Huang,Y., Kang,N., Ding,X., Liu,J., Luo,H., Yang,C., Chen,W., *et al.* (2023) Evolutionary analysis of a complete chicken genome. *Proc. Natl. Acad. Sci. U.S.A.*, **120**, e2216641120.
14. Nurislamov,A., Lagunov,T., Gridina,M., Krasikova,A. and Fishman,V. (2022) Single-Cell DNA Methylation Analysis of Chicken Lampbrush Chromosomes. *IJMS*, **23**, 12601.

15. Krasikova,A., Kulikova,T., Schelkunov,M., Makarova,N., Fedotova,A., Plotnikov,V., Bergardt,V., Maslova,A. and Fedorov,A. (2024) The first chicken oocyte nucleus whole transcriptomic profile defines the spectrum of maternal mRNA and non-coding RNA genes transcribed by the lampbrush chromosomes. *Nucleic Acids Research*, **52**, 12850–12877.

How the deposited data were processed for this re-analysis (not part of the article)

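Hi-C contacts were measured in 25 single nuclei of chicken oocytes and pooled by the authors into 4 maps. These are LBC type 1 (14 nuclei), LBC type 2 (6 nuclei), post-LBC type 1 (4 nuclei) and post-LBC type 2 (1 nucleus). The paper's Supplementary Table S1 gives the contacts of each nucleus, which sum to 5224085, 5198651, 1723705 and 523802 in these maps. The values analysed are lists of domain coordinates on ASM2420605v2, called by the authors with lavaburst 0.2.0 on contacts made with cutadapt 4.1, juicer 1.5.6 and cooler 0.10.2 from read pairs with a mapping quality of at least 30. There is an automatic list for each of the 4 maps and a manually refined list for LBC type 1, so 5 lists in all. They contain the start and the end of each domain in bp and no strength, score or value per nucleus.

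The lists were read and compared with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and numba 0.67.0, and the plots were drawn with matplotlib 3.10.9. Each automatic list was checked to lie on a 16 kb grid, to be free of overlaps and to hold only domains longer than 200 kb, whereas the manual list has overlapping neighbours, 8 domains of at most 200 kb and coordinates off the grid. Chromosomes 1 to 5 were taken as macrochromosomes, 6 to 10 as intermediate chromosomes, 11 and above as microchromosomes, and Z as a class of its own. Chromosome 11 appears in both of the last autosomal classes in the paper's figures, and its other placement was tried as an alternative. W, which is only in the manual list, was left out of the comparison of stages.

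The N50 of the manual list was computed over all of its domains, with a bootstrap interval from 2000 resamples of the domains. Domains longer than the N50 were taken as LUDs and all others as SSDs. LUDs and SSDs were compared by chromosome class with a two-sided Fisher's exact test. Domain lengths of the LBC and post-LBC stages were compared by the ratio of medians and a two-sided permutation test of the Mann-Whitney U with 100000 resamples, with Benjamini-Hochberg adjustment over the 4 chromosome classes. The change in type 1 was set against that in type 2 by the log2 ratio of the mean domain size of each chromosome, with a two-sided sign-flip permutation test over 28 chromosomes. Boundaries were counted as coinciding within 80 kb, and F1 scores used one-to-one matching within that tolerance. A border of neighbouring domains was placed at the middle of the gap or overlap between them. Shares and F1 scores were set against 1000 random re-positionings, and the normalized F1 score is the ratio to their mean. Scores away from gaps and ends left out boundaries within 500 kb of a gap between domains or of the outermost boundaries of a chromosome, with 200 re-positionings. Shares carry 95% Wilson intervals. The domains of a list are parts of 1 pooled map and not replicates, so the tests compare maps, and no test between nuclei or animals was possible.

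The positions of the 29 BAC clones were taken from the paper's Supplementary Table S3, and each clone was assigned to the domain that holds most of it. Domains are named in the text if they hold or border a BAC clone, lie in a region shown in Fig. 8B, or are the longest or shortest of a list, a rule set before the data were examined.

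The counting of borders and the tests were also tested on simulated data. With 45.3% of 1435 borders removed from a list, 45.3% were found lost. In that simulation the kept borders moved by less than the tolerance and none were added, so this recovery followed from the setting. It does not test the count where borders move further or appear anew. The normalized F1 score of 2 independent simulated lists was 0.954. Without a true difference, the Mann-Whitney permutation test gave a p below 0.05 in 6% of 200 simulations and the sign-flip test in 3.5%, and with a true difference they did so in 88.5% and 100%.

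Alternatives were the other list of LBC type 1, other tolerances, other length thresholds, other treatments of gaps, ends and short domains, means in place of medians, and leaving out chromosomes. The sequence of ASM2420605v2 and an annotation on it were not used here, so AT fraction, GC content, gene density and gene orientation at the domains were not analysed. Contact maps, NOMe-seq, RNA-seq, FISH images and polymer simulations were not analysed here either.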

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

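The test of the number of Hi-C contacts and the comparison with the manually refined LBC list were chosen after the result was seen, and the other tests in this part before.

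In the automatic lists, the domain size changed between the stages by different amounts in the 2 types of oocytes. Over 28 chromosomes, the mean log2 ratio of the post-LBC to the LBC mean domain size was 0.47 (SD 0.18) in type 1 and 0.28 (SD 0.13) in type 2. The difference was 0.19, with a higher value in type 1 on 24 of 28 chromosomes (two-sided sign-flip permutation test over chromosomes, p = 2.10e-04). The test treats the chromosomes of 4 pooled maps as units and says nothing about the spread between nuclei. With median in place of mean domain sizes the difference was 0.20 (p = 0.0067). The difference depends on the LBC list. With the manually refined list of LBC type 1, on 27 chromosomes, the mean log2 ratio of type 1 was -0.04 and the difference was -0.31 (same test, p = 0.0013), with a higher value in type 1 on 5 chromosomes. That comparison sets a list refined by hand against automatic lists. Within the automatic lists, no single chromosome accounts for the difference. With each chromosome left out in turn, the lowest difference was 0.17 and the highest p of the sign-flip test was 5.40e-04. The number of Hi-C contacts stays open as a technical explanation. The LBC map has 3.03 times as many contacts as the post-LBC map in type 1 and 9.92 times as many in type 2. For intra-chromosomal contacts over more than 20 kb these ratios are 1.89 and 8.15. The LBC maps have about the same number of contacts in all, but type 2 has 1.56 times as many of those over more than 20 kb as type 1. The ratio of their median domain lengths, type 2 to type 1, was 1.03, which leaves open whether fewer contacts shorten the domains called in the post-LBC type 2 map. Contacts, the type of the oocyte and the single nucleus behind post-LBC type 2 cannot be told apart, since there is 1 map of each kind. The value of gamma used for each pooled map, which sets the domain size, may also differ between maps, and this was not tested. Contacts from somatic cells in type 2 nuclei, which the paper considers and regards as improbable, were not tested here and would act on type 2 maps only. A different course of chromatin change in type 2 oocytes, which the paper proposes to be of a later stage among post-LBC oocytes, remains an untested biological explanation.

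The domain list of post-LBC type 2, whose boundaries the paper's text does not compare with those of the other groups by value, had boundaries that coincided with those of post-LBC type 1 above the random level. Their normalized F1 score was 2.13, where 1 is the mean of re-positioned domains, and the observed F1 score lay above all 1000 re-positionings. Chromosome ends and gaps between domains do not account for it, since away from them the score was 2.35. Gaps in the assembly, which were not located, and sequence features that shape every map on this assembly alike, such as mappability, were not tested and remain open, as the maps were not balanced. A domain structure shared by both types of post-LBC oocytes is the biological explanation that the design offers, and it is also open. The coincidence was not limited to post-LBC oocytes. Post-LBC type 2 had a score of 1.76 with the automatic list of LBC type 1 and 2.22 with the manually refined one. With LBC type 2 the score was 1.46. Each observed F1 score lay above all 1000 re-positionings.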

How the results depend on the processing

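Most alternatives were set before the data were examined, and the exceptions, chosen after seeing the data, left out W, counted domains of exactly the N50 length as LUDs, restricted the manual LBC list to the chromosomes of both lists, restricted it to domains up to 2 Mb, or used it for the stage effect of type 1 against type 2.

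Of 167 values under an alternative, 146 kept the direction and the side of the threshold of the reported value or stayed within its interval or factor, 13 reversed and 8 moved. Of the 13, 1 is the larger stage effect on domain size in type 1 than in type 2, which was 0.19 on the log2 scale and became -0.31 with the manually refined list of LBC type 1. The other 12 changed direction in ranks. In 9 of the 12 the ratio of medians also fell below 1, and in 3, all on the intermediate chromosomes, it stayed at or just above 1 and no difference was detectable. All 12 of these concern the domain lengths of LBC type 1 against post-LBC type 1, and all come from putting the manually refined LBC list in place of the automatic one. With the manual list, the ratio of the post-LBC to the LBC median was 0.885 over all chromosomes, 0.782 on the macrochromosomes, 1.00 on the intermediate chromosomes (permutation p = 0.607) and 0.704 on Z. The same ratios were obtained with only the chromosomes of both lists. With manual domains up to 2 Mb they were 0.947, 0.846, 1.01 (p = 0.834) and 0.787. On the microchromosomes the ratio stayed above 1 with each of these lists, between 1.12 and 1.14. The post-LBC stage has an automatic list only, so the manual list sets domains refined by hand against domains that were not, and the cause of these reversals was not tested. Means in place of medians, the normal approximation, the class of chromosome 11 and leaving out each chromosome in turn kept the direction. The filter on domains longer than 200 kb removed no automatic domain and tests nothing here.

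The N50 fell from 1344 to 720 kb with the automatic list, and the share of LUDs rose from 26.3% to 32.2%. The enrichment of LUDs on macrochromosomes and Z kept its direction under every alternative run. The share of manual boundaries with an automatic counterpart was 72.0%, 79.3% and 90.8% with tolerances of 20, 40 and 160 kb, and the share of automatic boundaries with a manual counterpart was 42.5%, 45.9% and 52.1%. These shares rise by construction with the tolerance. The shares of coinciding boundaries stayed above, and those of lost borders below, all re-positionings under every alternative, and each pair of lists kept a normalized F1 score above its re-positionings.

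No paired analysis was possible because the lists hold 1 set of domains per pooled map and no values of single nuclei. For the same reason nuclei were not left out in turn. The planned results on AT fraction, GC content at boundaries, gene density and the orientation of gene pairs were not run, since no sequence or annotation of the same assembly was used here. The maps differ in the number of contacts. What this limits was not measured, since no list called on an equal number of contacts was analysed here, and the shortest automatic domain was 208 kb in each of the 4 maps.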

Differences from the paper's values

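The alternative lists restricted to the chromosomes of both lists, to domains up to 2 Mb, or to domains without W were chosen after seeing the data, and the other alternatives before.

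On chromosome 3 the paper's count of borders that fuse at the post-LBC stage is 44 of the paper's 97 examined borders, by visual inspection. From the automatic lists, 80 of 173 borders were lost. A border that moved by 80 kb or more also counts as lost here, so lost borders and fused domains are not the same measure. The number of lost borders was 98, 90 and 67 with tolerances of 20, 40 and 160 kb, 82 with any gap between neighbours and 80 with abutting domains only, and 24 with the manually refined LBC list, so under no alternative was it within 1.5 times the paper's. As shares, the 46.2% lost from the automatic lists has a 95% Wilson interval of 39.0% to 53.7%, which contains the paper's 44 of 97, whereas the interval with the manually refined list, 17.2% to 34.2%, does not. The manually refined list is the only alternative in which the number of borders, 97, equals the paper's. The others gave 173, 177 with any gap and 171 with abutting domains only.

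The numbers of domains differ from those in Fig. 8D, read by eye. For LBC type 1 the figure gives about 480 on the macrochromosomes, about 170 on the intermediate chromosomes, about 160 on the microchromosomes and about 48 on Z, whereas the automatic list has 893, 258, 304 and 91. The manually refined LBC list, with 442 domains on the macrochromosomes, 148 on the intermediate chromosomes and 46 on Z, falls within 1.5 times the figure in each class, the microchromosomes included, and so do its versions restricted after seeing the data, whereas the filter on domains longer than 200 kb and chromosome 11 among the intermediate chromosomes do not. For post-LBC type 1 the figure gives about 330, about 100, about 110 and about 34, whereas the list has 676, 166, 218 and 72, and no alternative comes within 1.5 times the figure in any class.

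The paper states that domain lengths increase at the post-LBC stage. The ratio of medians was 1.46 with the automatic LBC list, where the direction holds, and 0.885 with the manually refined one. The latter sets LBC domains refined by hand against automatic post-LBC domains, so refinement differs along with the stage. No refined post-LBC list was analysed here, so the paper's statement could not be tested on domains refined at both stages. Of the LUDs, which the paper places almost all on macrochromosomes and Z, the tally is 194 of 230 there.

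On chromosome 1 the paper places the intra-domain clones 1, 2, 3, 8, 10 and 14 in 5 domains. They fell into 4 domains of the manual list and into 5 of the automatic list. The paper describes 3 apparent domains in region B of chromosome 4. The span of its clones overlapped 2 manual and 5 automatic domains. The paper places clone 3 of that region at a boundary, whereas the nearest manual boundary was 1518 kb away, and the automatic list has a boundary inside the clone. The paper treats region A of chromosome 4 as a single domain, which holds for the manual list, whereas the automatic list has 2 domains under its clones. BACs 13 and 14 of chromosome 1 share a domain in the paper and in the manual list but not in the automatic list. The numbers of LUDs and SSDs printed in Fig. 3G match the 240 and 624 obtained when W is left out and the 10 domains of exactly 1344 kb are counted as LUDs, a setting chosen after seeing the values.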

Other observations

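The test of the number of Hi-C contacts in the post-LBC map was chosen after the result was seen, and the other tests in this part before.

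Of the automatic boundaries of LBC type 1 without a manual counterpart, 417 of 866 had an LBC type 2 boundary within 80 kb. This is 48.2%, against a random mean of 28.9% and a maximum of 33.6%, which argues against noise of the automatic calls as their whole source. Away from gaps and ends the share was 46.6%, which argues against chromosome ends and gaps between domains as the explanation. Boundaries with a manual counterpart were found again in LBC type 2 at 57.7%, and at 47.0% away from gaps and ends. The boundaries that the manual step left out may therefore include positions shared by both types of LBC oocytes. Gaps in the assembly and biases of the unbalanced maps that follow the sequence, such as mappability, were not tested and stay open. In post-LBC type 1, 28.4% of the boundaries without a manual counterpart were found again, against a random mean of 20.6%, and 82.2% of those with one, against 25.0%. In post-LBC type 2 these shares were 32.4%, against a random mean of 25.8%, and 63.4%, against 29.0%. Away from gaps and ends, 30.9% of those without a counterpart were found again in post-LBC type 2, below the random maximum of 31.4% and above 995 of 1000 re-positionings, so little of this share exceeds chance.

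The borders of LBC type 1 that were lost at the post-LBC stage were concentrated among those without a manual boundary. Of these, 579 of 766 were lost, 75.6%, against 136 of 664 borders with a manual boundary, 20.5%. The odds ratio was 12.0 (two-sided Fisher's exact test over the borders of 1 pair of pooled maps, p = 5.65e-101). A candidate explanation for much of the loss counted from the automatic lists is thus that the borders left out by the manual step are also those left out at the post-LBC stage. Whether these borders are weak in LBC oocytes, or whether they are called only in a map with more contacts or with another gamma, was not tested. Fusion of neighbouring domains at the post-LBC stage, which the paper describes, remains open as the biological explanation.

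The pooled post-LBC type 1 map has fewer contacts than the LBC type 1 map, which could lengthen the domains called in it. The explanation left open above for post-LBC type 2 takes the opposite direction, so these explanations conflict. In type 2, the LBC map has 9.92 times as many contacts as the post-LBC map. The ratio of the post-LBC to the LBC median was 1.13 there. In type 1, with 3.03 times as many contacts, this ratio was 1.46. Within the post-LBC stage, the type 2 map has the fewest contacts, yet its median domain length was 0.796 times that of type 1. Since type and contacts differ together there and type 2 is 1 nucleus, an effect of the number of contacts and an effect of the stage cannot be told apart.

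Among the pairs of automatic lists, the normalized F1 score was 2.44 for LBC type 1 with post-LBC type 1, 2.13 for both post-LBC types, 1.76 for both LBC types and for LBC type 1 with post-LBC type 2, 1.73 for LBC type 2 with post-LBC type 1, and 1.46 for LBC type 2 with post-LBC type 2. The highest and the lowest pair were the same under every tolerance and matching tried.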
